# Activation of Nrf2/HO-1 signaling pathway exacerbates cholestatic liver injury

**DOI:** 10.1038/s42003-024-06243-0

**Published:** 2024-05-23

**Authors:** Yi Wang, Xiaolong Fu, Li Zeng, Yan Hu, Rongyang Gao, Siting Xian, Songjie Liao, Jianxiang Huang, Yonggang Yang, Jilong Liu, Hai Jin, James Klaunig, Yuanfu Lu, Shaoyu Zhou

**Keywords:** Hepatotoxicity, Hepatotoxicity

## Abstract

Nuclear factor erythroid 2-related factor-2 (Nrf2) antioxidant signaling is involved in liver protection, but this generalization overlooks conflicting studies indicating that Nrf2 effects are not necessarily hepatoprotective. The role of Nrf2/heme oxygenase-1 (HO-1) in cholestatic liver injury (CLI) remains poorly defined. Here, we report that Nrf2/HO-1 activation exacerbates liver injury rather than exerting a protective effect in CLI. Inhibiting HO-1 or ameliorating bilirubin transport alleviates liver injury in CLI models. Nrf2 knockout confers hepatoprotection in CLI mice, whereas in non-CLI mice, Nrf2 knockout aggravates liver damage. In the CLI setting, oxidative stress activates Nrf2/HO-1, leads to bilirubin accumulation, and impairs mitochondrial function. High levels of bilirubin reciprocally upregulate the activation of Nrf2 and HO-1, while antioxidant and mitochondrial-targeted SOD2 overexpression attenuate bilirubin toxicity. The expression of Nrf2 and HO-1 is elevated in serum of patients with CLI. These results reveal an unrecognized function of Nrf2 signaling in exacerbating liver injury in cholestatic disease.

## Abstract (web summary)

Activation of the Nrf2/HO-1 antioxidant signaling pathway exacerbates cholestatic liver injury due to excessive accumulation of bilirubin, rather than exerting a protective effect as in non-cholestatic liver injury.

## Introduction

The early stage of cholestasis is usually asymptomatic. After the progression of cholestasis, bile components such as cholic acid and bilirubin accumulate excessively in the liver and systemic circulation, resulting in damage to liver cells and further progression to liver fibrosis and even cirrhosis^1,2^. During cholestasis, the abnormal increase of bilirubin in the body leads to hyperbilirubinemia, which can attack various tissues and organs and cause further deterioration of liver diseases^3^. However, although elevated bilirubin is considered as an indicator of the severity of cholestasis, the hepatoxicity and mechanism of high bilirubin in the liver remain poorly elucidated. In fact, bilirubin has complex biological functions. It is generally believed that bilirubin acts as an antioxidant through biosynthetic cycle from biliverdin by biliverdin reductase^4^. However, research results on the supposed protective effect of bilirubin on oxygen-free radical diseases in the past decades have been conflicting, and the experimental paradigm on the role of bilirubin-biliverdin redox cycling in cell antioxidant protection has also been challenged^5,6^. On the other hand, the toxicity of bilirubin has been well documented, although the underlying mechanisms remain to be further defined^7,8^.

Nuclear factor erythroid 2-related factor 2 (Nrf2) is a transcription factor that plays a critical role in cellular defense against toxic and oxidative insults through regulating a battery of antioxidant proteins. Activation of Nrf2 by pharmacological and genetic approaches has been widely involved in the protection of various liver disorders or hepatoxicity^9,10^. Although the activation of Nrf2 has beneficial effects, research in transgenic or Nrf2 knockout (*Nrf2*^*−/−*^) mice have led to conflicting reports on the role of Nrf2 in liver protection, indicating that Nrf2 deficiency does not increase liver damage and can even protect the liver from damage^11,12^. In addition, chemical or drug-induced hepatotoxicity is frequently associated with the upregulation of Nrf2, which is considered to be caused by compensation or other undetermined mechanisms against hepatotoxicity. For example, administration of mice with acetaminophen causes liver injury, while it upregulates the gene and protein expressions of Nrf2^13^. Activation of Nrf2 has also been reported in carbon tetrachloride (CCl_4_)-induced acute liver injury^14^. Increased expression of Nrf2 has also been found in the liver of mice with cholestatic liver injury modeled with oleanolic acid (OA)^15^. However, the exact roles of Nrf2 in these situations have not yet been fully defined.

Heme oxygenase-1 (HO-1) is an antioxidant factor regulated by Nrf2, which plays a protective role against oxidative stress. HO-1 degrades heme to carbon monoxide, free iron, and biliverdin, and biliverdin is further degraded to bilirubin that has anti-oxidative properties. Research has found that bilirubin as low as 10 nM can protect cells against damage up to 10,000 times the concentration of hydrogen peroxide^16^. However, when elevated abnormally, bilirubin may exert toxic effects in various tissues and organs including liver. Intricately, oxidative stress may also play a role in bilirubin-mediated cytotoxicity. For example, exposure to a toxic concentration of unconjugated bilirubin (140 nM) causes increased intracellular reactive oxygen species (ROS) levels along with induction of Nrf2 in neuroblastoma cells, whereas pretreatment with antioxidant N-acetylcysteine significantly reduces oxidative stress and adaptive antioxidant response^17^. In the past few decades, although the elevation of bilirubin in the blood and liver has been widely documented in animal and human cholestatic liver disease, the exact role and potential mechanism of bilirubin elevation in cholestatic liver injury remain unclear.

In the present study, we revealed that activation of Nrf2 resulted in increased expression of HO-1, which was detrimental, while inhibition of HO-1 was protective, in cholestatic liver injury modeled with OA or α-naphthylisothiocyanate (ANIT). *Nrf2*^*−/*−^ mice displayed significantly less liver damage in the CLI model, contrary to the results in CCl_4_-induced non-cholestatic liver injury model in which Nrf2 knockout and inhibition of HO-1 both exacerbated liver injury. Increased expression of *Nrf2* and *HO-1* in serum was correlated clinically with the bilirubin content and the severity of patients with cholestatic liver injury. Activation of Nrf2/HO-1 led to excessive accumulation of bilirubin, which in turn damaged mitochondrial function, forming a mutual regulation between these two events, in which mitochondrial ROS played a key role. Both antioxidant and mitochondrial-targeted superoxide dismutase 2 (SOD2) overexpression ameliorated bilirubin-induced hepatotoxicity. These findings demonstrate that the activation of Nrf2 exacerbates liver damage in CLI, and the intervention of Nrf2/HO-1 signaling possesses a potential translational value in the clinical treatment of cholestatic liver disease.

## Results

### Increased HO-1 expression plays a role in pathological changes in CLI

To investigate the role of HO-1 in CLI, we first established a mice model of CLI induced by intragastric administration of OA^18^, and found that OA induced extensive hepatocyte necrosis, nucleolysis, and neutrophil infiltration, along with increased alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels in the serum (Fig. 1a–c). OA treatment also caused significant elevations in alkaline phosphatase (ALP), total bile acid (TBA), as well as total bilirubin (TBIL) and direct bilirubin (DBIL), indicating that OA could induce CLI (Fig. 1d–g). We then analyzed the expression of HO-1 and found that OA significantly increased the protein and mRNA levels of HO-1 (Fig. 1i–k). In primary cultured hepatocytes and *AML12* cells, OA was also found to cause cellular injury, accompanied by increased levels of HO-1 protein and mRNA expression (Supplementary Fig. 1 and Supplementary Fig. 2). Thus, we proposed that increased HO-1 played a detrimental role in the pathology of CLI modeled with OA. To test this hypothesis, protoporphyrin IX zinc (ZnPP), a HO-1 inhibitor, was employed before intragastric administration of OA. The administration of animals with the HO-1 inhibitor ZnPP resulted in: (1) significant alleviation of liver tissue injury (Fig. 1a), along with a decrease in serum levels of ALT, AST, and ALP (Fig. 1b–d); and (2) a dramatic decrease in TBIL and DBIL contents (Fig. 1f, g), while no change in TBA level (Fig. 1e). The above results indicate that HO-1 inhibitors can improve OA induced liver injury, which is consistent with previous reports^19,20^. Notably, HO-1 is the rate limiting enzyme for bilirubin synthesis, and the inhibition of HO-1 resulted in a significantly decrease in bilirubin synthesis. Yet, protective effects of HO-1 have been widely described in various disorders including liver injuries such as alcohol-dependent liver damage and other drugs or chemicals induced liver injuries, and most studies on the protective mechanism of HO-1 have been focused on antioxidant stress^21–23^. Accordingly, we hypothesized that induction of HO-1 is hepatoprotective in the non-CLI setting but hepatotoxic in the CLI model. To test this hypothesis, we further examined the effect of HO-1 on liver injury in a different mouse CLI model induced by ANIT^24^. Treatment with ANIT caused significant liver cholestasis, while HO-1 intervention reduced liver injury and bilirubin accumulation. Multiple focal hepatocyte necrosis and neutrophil infiltration were observed in the ANIT group, along with elevated serum ALT and AST levels, as well as elevated ALP, TBIL, and DBIL levels and liver unconjugated bilirubin content (Fig. 1b–h). In addition, ANIT significantly increased the protein level of HO-1 (Fig. 1l), and the hepatotoxicity induced by ANIT was significantly alleviated after administration of ZnPP, manifested by an improved morphology showing well-arranged hepatic lobules and hepatic cords with only a small amount of inflammation and hepatocyte necrosis (Fig. 1a), along with lower levels in ALT and AST and a dramatic decrease in ALP, TBIL, DBIL and liver unconjugated bilirubin contents (Fig. 1b–d, f–h). All these results were similar to those observed in the CLI model induced by OA. With one exception, the TBA level decreased after inhibition of HO-1 (Fig. 1e), which was inconsistent with the results of the OA model. This may be due to the different degrees of liver damage or the regulatory effect between bilirubin and bile acids^25–27^. Then, we employed a CCl_4_-induced liver injury model to further characterize the effect of HO-1 on liver injury. CCl_4_ caused degeneration and necrosis of cells in the portal area or around the central vein (Supplementary Fig. 3a), along with increased serum ALT and AST levels (Supplementary Fig. 3b, c), which was consistent with previous reports^28,29^. CCl_4_ treatment also resulted in an increase in protein and mRNA levels of HO-1 (Supplementary Fig. 3h, i), but there were no significant changes in the levels of ALP, TBA, TBIL, and DBIL (Supplementary Fig. 3d–g), indicating that CCl_4_ induced non-CLI. However, CCl_4_-induced hepatotoxicity was further exacerbated after administration of ZnPP, which was manifested as increased hepatocellular necrotic areas and extensive ballooning degeneration (Supplementary Fig. 3a), with significant elevations in ALT and AST levels (Supplementary Fig. 3b, c). Thus, HO-1 exhibited a completely opposite effect on non-CLI, that is, it had a protective effect on liver cell damage in the non-CLI model.

**Fig. 1:**
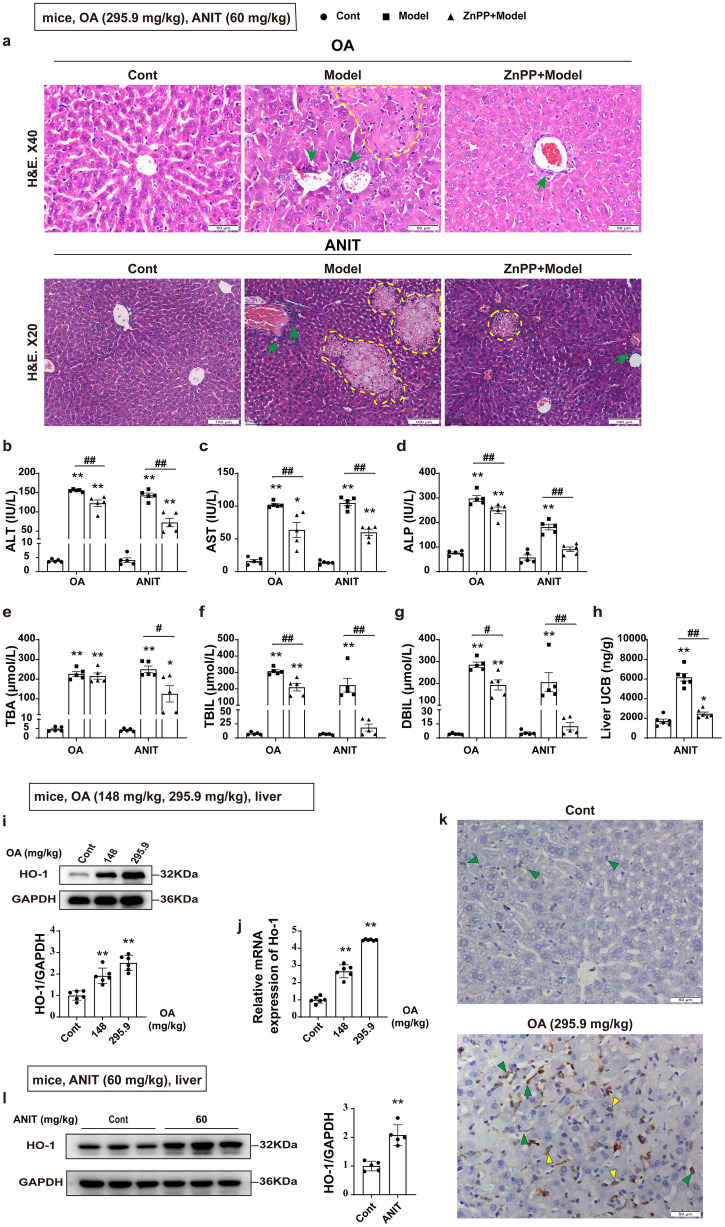
Increased HO-1 expression is involved in pathological changes in CLI. **a** Representative H&E staining of liver tissues in mice (6- to 8-week-old) after administration of ZnPP, followed by 295.9 mg/kg OA or 60 mg/kg ANIT (*n* = 5). Neutrophil infiltration (green arrows) and hepatocyte necrosis (yellow arrows or dashed circles). Scale bar, 100 μm or 50μm. **b**–**g** Serum levels of ALT, AST, ALP, TBA, TBIL, and DBIL (*n* = 5). **h** Liver UCB concentration (*n* = 5). **i**, **j** Expression of HO-1 protein and mRNA after oral administration of OA (*n* = 6). **k** Immunohistochemical staining of liver HO-1. Scale bar, 50 μm. Kupffer cells (green triangles) and hepatocyte (yellow triangles). **l** Expression of HO-1 protein after intragastric administration of ANIT (*n* = 5). Student’s t test or nonparametric tests (**b**–**h**), and one-way ANOVA (**h**–**j**) with Tukey’s post hoc test were used for data analysis. All data are shown as Mean ± SEM. *p < 0.05, **p < 0.01^,^ significant difference compared to the control group; ^#^*p* < 0.05, ^##^*p* < 0.01, significant difference between the OA or ANIT alone group and the ZnPP-combined group. ALP alkaline phosphatase, ALT alanine aminotransferase, ANIT α-naphthylisothiocyanate, AST aspartate aminotransferase, DBIL direct bilirubin, H&E hematoxylin and eosin, HO-1 heme oxygenase-1, OA oleanolic acid, TBA total bile acid, TBIL total bilirubin, ZnPP protoporphyrin IX zinc.

### Role of Nrf2-dependent regulation of HO-1 in CLI

To investigate the role of Nrf2/HO-1 mediated signal pathways in the pathogenesis of CLI, *Nrf2* was silenced using short interfering RNA (siRNA) in *AML12* liver cells (Fig. 2a), and it was found that OA significantly increased the protein expression of Nrf2 and HO-1 in normal cells, while in *Nrf2*-silencing cells, the effect of OA on the expression of Nrf2 and HO-1 proteins was obviously abrogated (Fig. 2b). These results showed that Nrf2/HO-1 signaling pathway was associated with OA induced hepatotoxicity. We further used a *Nrf2*^*−/−*^ mice to verify the effect of Nrf2/HO-1 in the CLI. The *Nrf2*^*−/−*^ mice were genotyped, and the results showed that the Nrf2 knockout allele sequence had two missing base pairs (GA) between 340 and 350, resulting in code transfer and early termination (Supplementary Fig. 4). As illustrated in the experimental scheme (Fig. 2c), both WT and *Nrf2*^*−/−*^ mice were treated with OA and fed with normal diet. While the WT mice exhibited impairments in hepatic metabolism, including mice gallbladder weight, and liver index, *Nrf2*^*−/−*^ mice showed significantly less liver impairment (Fig. 2e, f). Next, we evaluated the mice model of OA-induced CLI, and found that compared with WT mice, OA induced liver injury was significantly reduced in *Nrf2*^*−/−*^ mice (Fig. 2d). Meanwhile, OA induced significant elevation of liver serum biochemical indicators (ALT, AST, ALP, TBA, TBIL and DBIL) in WT mice. However, in *Nrf2*^*−/−*^ mice, the elevation of these liver biochemical indicators induced by OA was significantly inhibited (Fig. 2g–l). In addition, Nrf2 knockout significantly blocked the regulatory effect of OA on HO-1, and was more effective than inhibiting HO-1 in reducing bilirubin accumulation and improving liver damage. On the contrary, when exposed to CCl_4_ (10 μL/kg), *Nrf2*^*−/−*^ mice exhibited significantly more extensive ballooning degeneration compared to WT mice (Supplementary Fig. 5). These results suggest that Nrf2 signaling may play a different (toxic rather than protective) role in the CLI model. To further explore the dual role of Nrf2/HO-1 in liver injury, we determined the expression of HO-1 and found that OA could not induce the increase of HO-1 protein and mRNA expression in *Nrf2*^*−/−*^ mice, and the expression levels of HO-1 protein and mRNA were significantly lower than those in WT mice (Fig. 2m, n). These results indicate that OA can still induce liver injury after Nrf2 is knocked out, but in this case, due to the absence of Nrf2, OA-induced liver damage is not accompanied by the accumulation of bilirubin, thereby leading to a marked reduction in liver injury. Although some antioxidants were downregulated in *Nrf2*^*−/−*^ mice (Supplementary Fig. 6), the overall net effect of Nrf2 knockout was protective against OA-induced CLI due to reduced bilirubin synthesis, revealing a critical role for HO-1 in CLI.

**Fig. 2:**
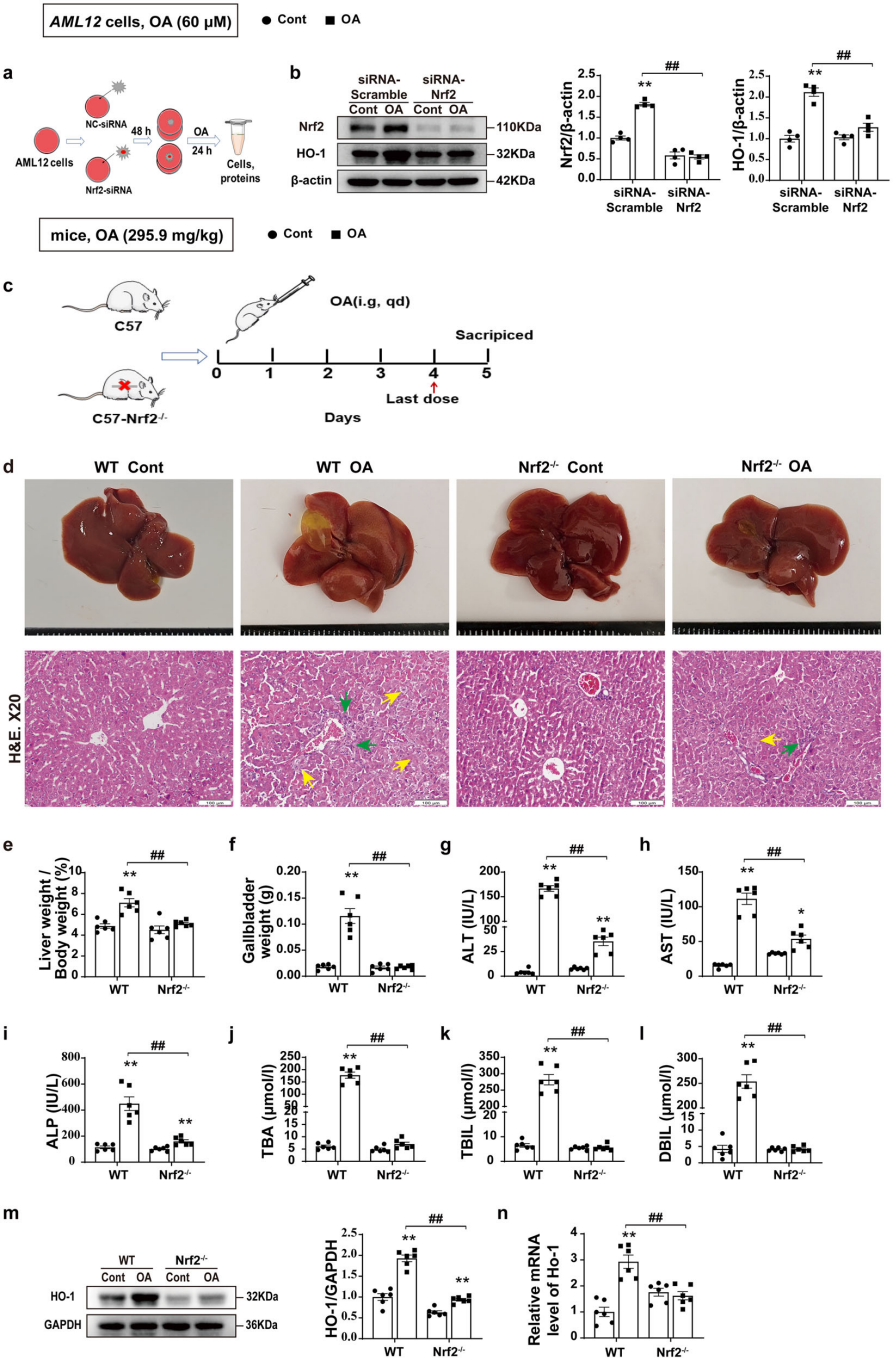
Role of Nrf2-dependent regulation of HO-1 in CLI. **a** Schematic illustration of the in vitro experiment to examine the Nrf2-dependent regulation of HO-1 by OA. **b** The protein levels of Nrf2 and HO-1 (*n* = 4). **c** Experimental scheme for OA-induced cholestatic liver injury model in WT and *Nrf2*^*−/−*^ mice. **d** Representative H&E staining of liver tissues. Neutrophil infiltration (green arrows) and hepatocyte necrosis (yellow arrows). Scale bar, 100 μm (*n* = 6). **e**–**l** Gallbladder weight, liver index, and serum levels of ALT, AST, ALP, TBA, TBIL, and DBIL (*n* = 6). **m**, **n** The mRNA and protein expression levels of HO-1 in the liver (*n* = 6). Student’s t test (**e**, **n**) and nonparametric tests (**b**–**d** and **f**–**m**) were used. Data are shown as Mean ± SEM. *p < 0.05, **p < 0.01, significant difference between the control group and the OA group; ^#^*p* < 0.05, ^*##*^*p* < 0.01, significant difference between the WT OA group and the *Nrf2*^*−/−*^ OA group. ALP alkaline phosphatase, ALT alanine aminotransferase, AST aspartate aminotransferase, DBIL direct bilirubin, H&E hematoxylin and eosin, HO-1 heme oxygenase-1, OA oleanolic acid, TBA total bile acid, TBIL total bilirubin.

### Eliminating intrahepatic bilirubin accumulation alleviates CLI

The primary role of HO-1 in the cell is to catalyze the catabolism of heme to biliverdin, carbon monoxide, and free ferrous iron. According to reports, reduced iron accumulation plays a role in alleviating liver injury after inhibition of HO-1^19,20^, and ferrostatin-1 has been widely used as a ferroptosis inhibitor. Our results found that OA increased iron accumulation (Fig. 3a), but ferrostatin-1 did not improve OA induced liver cell and tissue damage (Fig. 3b), and there were no significant changes in ALT and AST levels (Fig. 3c, d), indicating that inhibition of ferroptosis could not alleviate CLI. To further validate the contribution of HO-1 mediated increase in bilirubin synthesis in CLI, we employed uridine diphosphate glucuronic acid, which converts unconjugated bilirubin into conjugated bilirubin, promoting excretion and reducing the accumulation of bilirubin^30^. Administration of uridine diphosphate glucuronic acid alleviated OA-induced hepatocyte and tissue injury (Fig. 3e), and reduced ALT and AST levels, as well as TBIL, DBIL and indirect bilirubin contents (Fig. 3f–j). These results indicate that excessive accumulation of bilirubin, a metabolite of heme, plays an important role in the process of CLI, while promoting bilirubin excretion can significantly improve CLI.

**Fig. 3:**
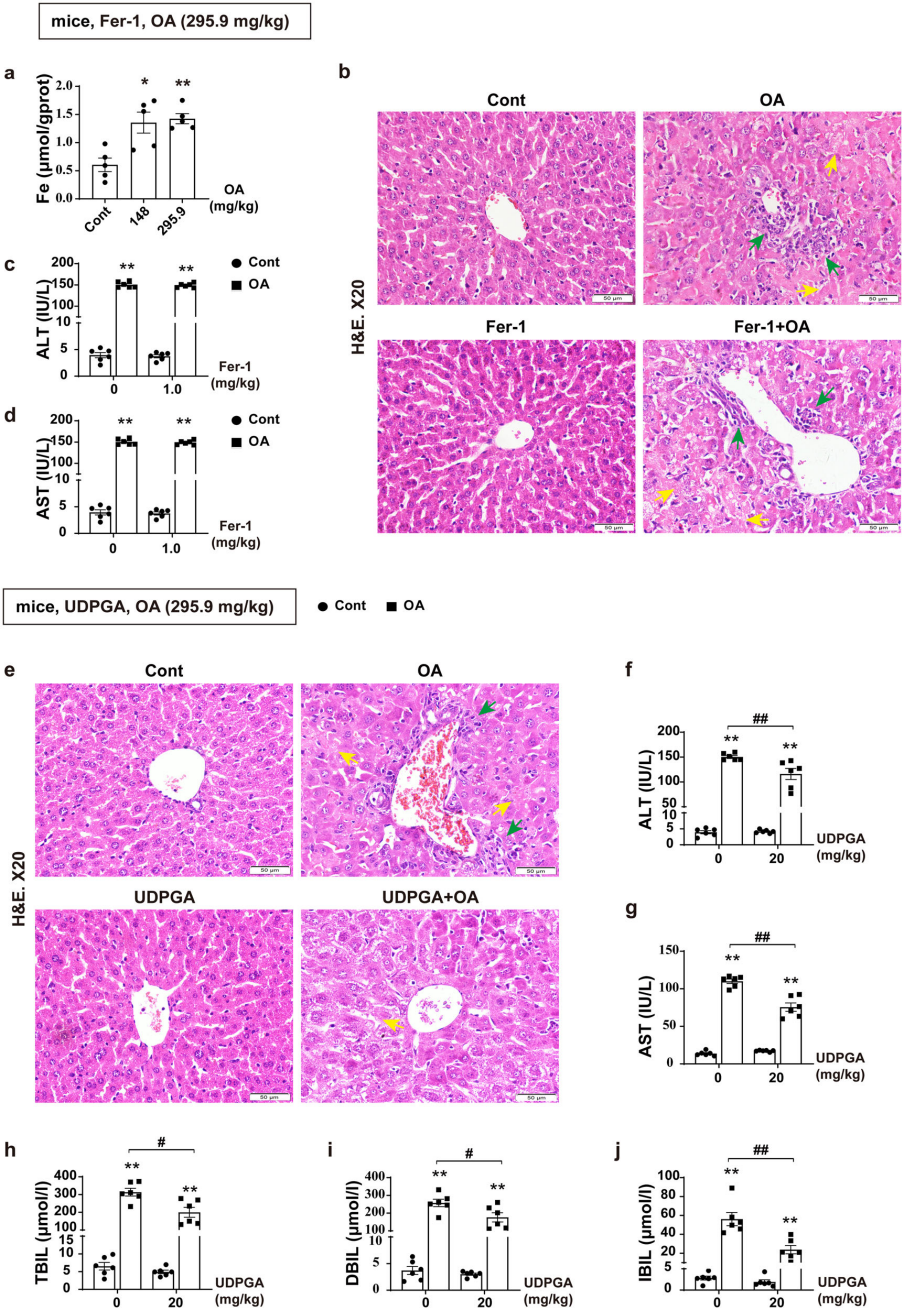
Eliminating intrahepatic bilirubin accumulation alleviates CLI. **a** Fe^2+^ contents after administration of WT mice with OA (*n* = 5). **b** Representative H&E staining of liver tissues in mice after administration of 1 mg/kg Fer-1 and 295.9 mg/kg OA. Neutrophil infiltration (green arrows) and hepatocyte necrosis (yellow arrows). Scale bar, 50 μm (*n* = 6). **c**, **d** Detection of serum ALT and AST (*n* = 6). **e** Representative H&E staining of liver tissues in mice after administration of 20 mg/kg UDPGA and 295.9 mg/kg OA. Scale bar, 50 μm (*n* = 5–6). **f**–**j** Serum levels of ALT, AST, TBIL, DBIL, and IBIL (*n* = 6). Nonparametric tests (**c**, **d** and **f**–**j**) and one-way ANOVA (**a**) with Games Howell analysis were used. The data are shown as the Mean ± SEM. *p < 0.05, **p < 0.01, significant difference compared to the control group; ^#^*p* < 0.05, ^*##*^*p* < 0.01, significant difference between the OA group and the UDPGA combined OA group. ALT alanine aminotransferase, AST aspartate aminotransferase, DBIL direct bilirubin, Fer-1 ferrostatin-1, H&E hematoxylin and eosin, IBIL indirect bilirubin, OA oleanolic acid, TBIL total bilirubin, UDPGA uridine diphosphate glucuronic acid.

### Inhibiting hepatobiliary transport leads to bilirubin accumulation and aggravates CLI

Regulation of hepatobiliary transport proteins such as bile salt export pump (BSEP) and multidrug resistance protein (MRP) plays essential role in the maintenance of bile secretion and enterohepatic circulation^31,32^. Studies have shown that MRP2 is the bottleneck of bilirubin excretion, and its loss is sufficient to induce hyperbilirubinemia^33^. We sought to investigate whether modulation of the hepatobiliary transporters had an effect on OA-induced CLI. OA treatment significantly inhibited the protein expression of hepatobiliary transporters in mice and *AML12* cells (e.g., BSEP, MRP2, MRP3, and MRP4) (Fig. 4a, Supplementary Fig. 2). We therefore interrogated whether the use of inhibitor and agonist to manipulate the transporter MRP2 had an impact on bilirubin accumulation and liver injury. The inhibition of MRP2 with its specific inhibitor MK-571 significantly increased ALT, ALP, and bilirubin accumulation (Fig. 4c–e), as well as neutrophil infiltration and exacerbated liver injury (Fig. 4b), while the treatment with sulfanitran (MRP2 agonist) showed a completely opposite effect (Fig. 4f–i). We measured the expression of efflux transporters in the liver of WT mice and *Nrf2*^*−/−*^ mice to further investigate the role of efflux transporters. The results showed that OA could reduce the mRNA expression of efflux transporters (*Bsep* and *Mrp2*) in WT mice, but there were no significant changes in *Nrf2*^*−/−*^ mice (Supplementary Fig. 7).

**Fig. 4:**
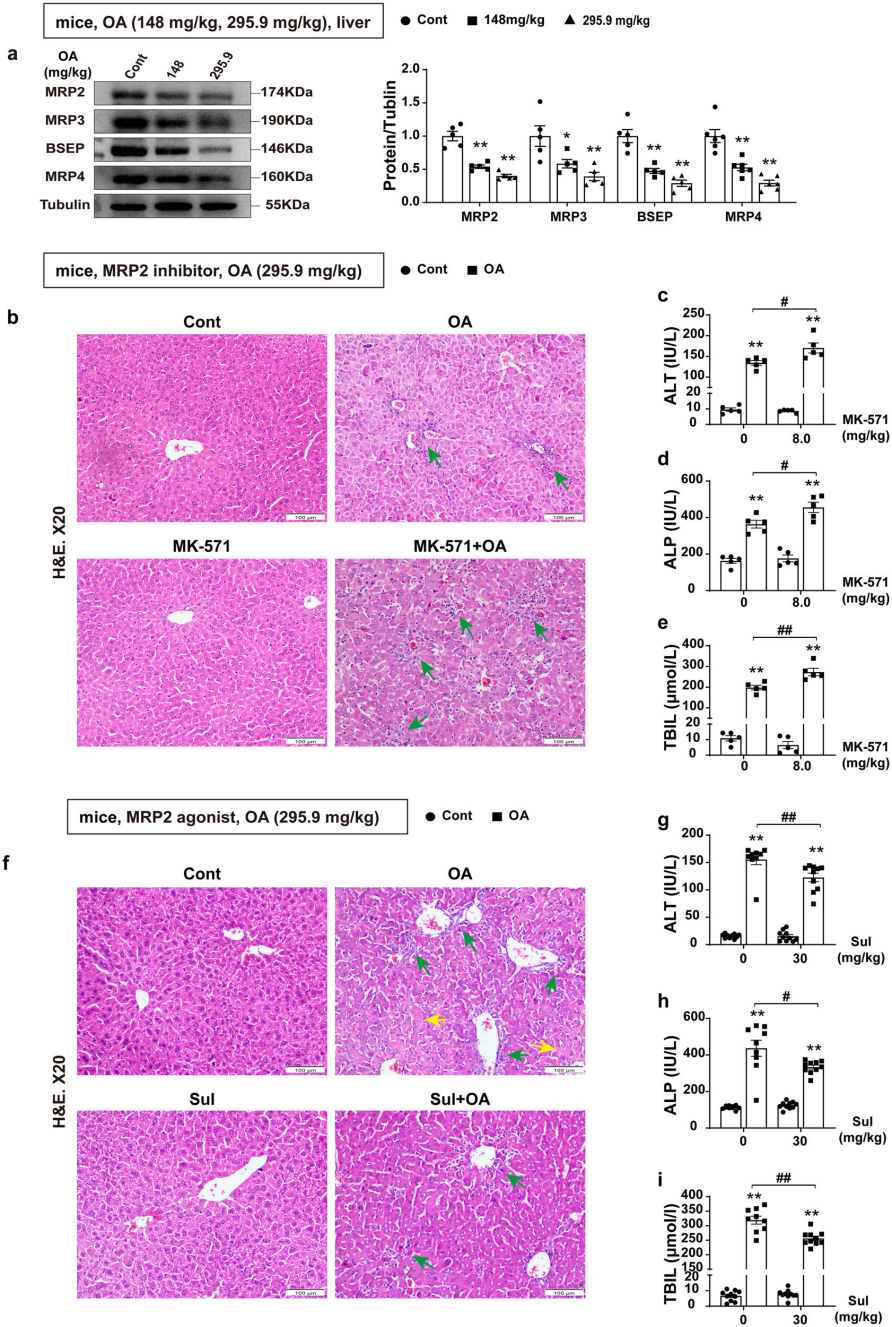
Inhibiting hepatobiliary transport leads to bilirubin accumulation and aggravates cholestatic liver injury. **a** The protein levels of BSEP, MRP2, MRP3, and MRP4 in mice after administration of 148 and 295.9 mg/kg OA (*n* = 5–6). **b**–**e** WT male mice were pre-treated with MK-571 followed by OA for 4 days (*n* = 5). **b** Representative H&E staining of liver tissues (scale bar, 100 μm). Neutrophil infiltration (green arrows). **c**–**e** Serum levels of ALT, ALP, and TBIL. **f**–**i** WT male mice were pre-treated with Sul followed by OA for 4 days (*n* = 9–10). **f** Representative H&E staining of liver tissues (scale bar, 100 μm). Neutrophil infiltration (green arrows) and hepatocyte necrosis (yellow arrows). **g**–**i** Serum ALT, ALP and TBIL. One-way ANOVA (**a**) with Tukey’s post hoc test or Games Howell, Student’s t test (**d**) and nonparametric tests (**c**, **e** and **g**–**i**) were used. The data are shown as Mean ± SEM. *p < 0.05, **p < 0.01, significant difference compared to the control group; ^#^*p* < 0.05, ^*##*^*p* < 0.01, significant difference between the OA group and the MK-571 or Sul combined OA group. ALP alkaline phosphatase, ALT alanine aminotransferase, BSEP bile salt export pump, H&E hematoxylin and eosin, MRP multidrug resistance protein, OA oleanolic acid, Sul sulfanitran, TBIL total bilirubin.

### Excessive accumulation of bilirubin causes mitochondrial impairment

Earlier studies have shown that bilirubin (>50 µM) hinders mitochondrial respiration in isolated liver mitochondria^34^. We speculated that accumulation of high level of bilirubin in the context of cholestasis may directly impair mitochondrial function, worsening the CLI. MRP2 is a bottleneck in bilirubin excretion. In addition, it has been reported that malfunction or blockade of BSEP disrupts normal bile flow and thus adequate bilirubin clearance^35,36^. Therefore, we determined the effect of bilirubin on mitochondria in *AML12* cells and its role in hepatoxicity, and observed that: (1) cellular injury was induced by bilirubin, and the toxicity increased with increasing concentrations of bilirubin (Fig. 5a); (2) the combination of MRP2 and BSEP inhibitors (MK-571 and BMS, respectively) increased cellular injury caused by bilirubin (Fig. 5b); (3) both bilirubin and OA alone caused hepatotoxicity, while their combined effects resulted in significantly enhanced toxicity (Fig. 5c); and (4) bilirubin significantly inhibited mitochondrial respiration function in the cells measured using Oxygragh-2K (Fig. 5d, e), and increased production of mitochondrial ROS measured using MitoSOX fluorescence probe (Fig. 5f). These results suggest that mitochondrial dysfunction and associated increased oxidative stress may be the culprits of bilirubin-induced cell damage. Next, we determined whether this bilirubin-induced oxidative stress could activate Nrf2-antioxidant signaling. We detected the protein levels of Nrf2 and HO-1 and observed that bilirubin significantly increased the protein levels of Nrf2 and HO-1, while promoting the transfer of Nrf2 into the nucleus, showing a dose-response relationship (Fig. 5g).

**Fig. 5:**
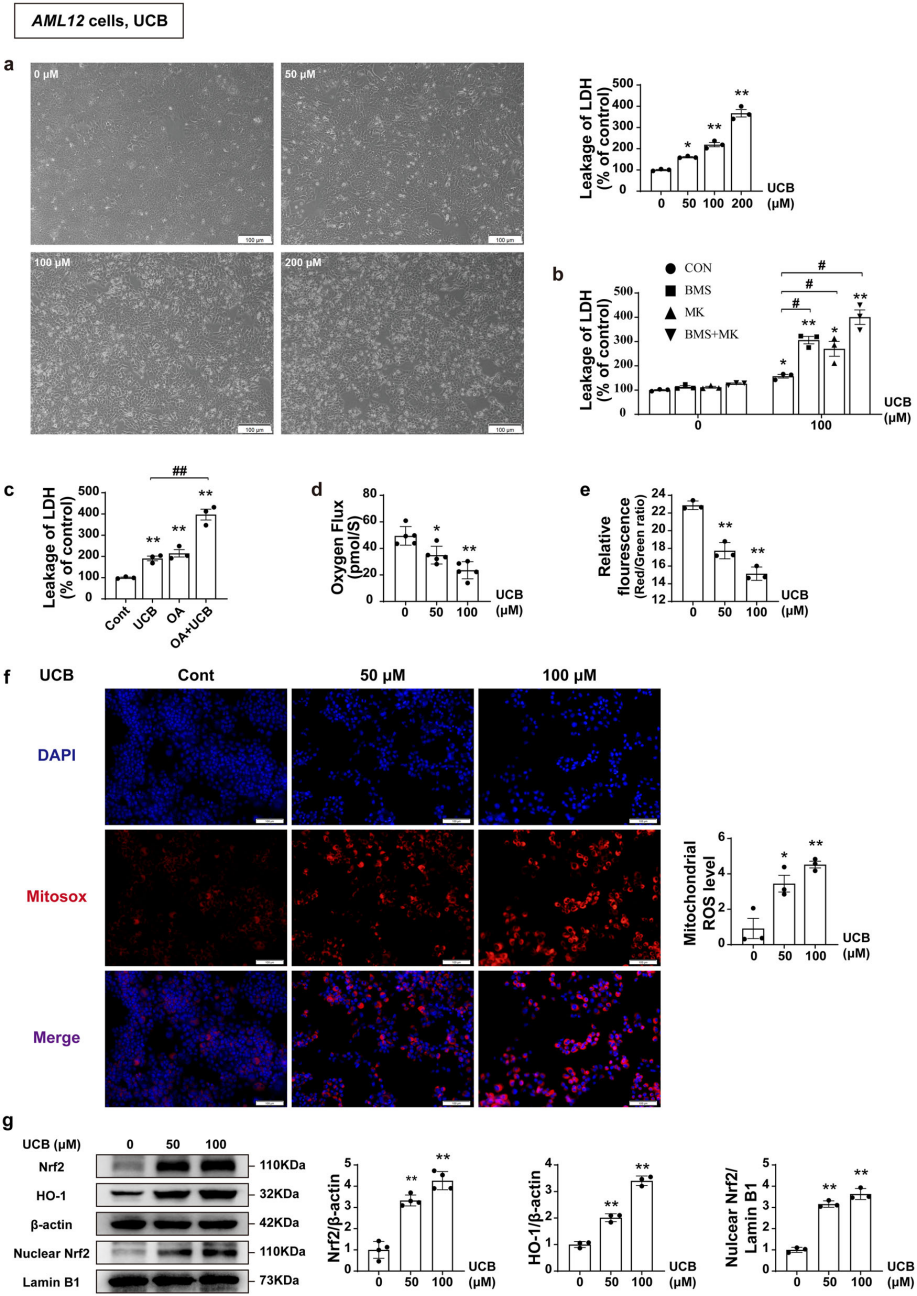
Excessive accumulation of bilirubin in CLI causes mitochondrial impairment. **a** Cell morphology and detection of LDH leakage after *AML12* cells were challenged with UCB for 12 h (*n* = 3), scale bar, 100 μm. **b** Detection of LDH leakage. *AML12* cells were pretreated with MRP2 inhibitor MK-571 (20 μM) and BSEP inhibitor BMS (1 μM) and then exposed to UCB (100 μM) for 12 h (*n* = 3). **c** Effect of combination of OA and UCB on cell survival. *AML12* cells were pretreated with OA (60 μM) and followed by the treatment with UCB (100 μM) for 12 h (*n* = 3). **d**, **e** Oxygen flux and mitochondrial membrane potential (*n* = 5). **f** MitoSOX Red staining, scale bar, 100 μm. The box plot displays the signal strength of the staining (*n* = 3). **g** The protein levels of Nrf2, HO-1, and nuclear Nrf2 in the different groups after UCB challenge (*n* = 3–4). One-way ANOVA (**a**, **d**–**g**) with Tukey’s post hoc test and Student’s t test (**b**, **c**) were used. All data are shown as Mean ± SEM. *p < 0.05, **p < 0.01; ^*#*^*p* < 0.05, ^*##*^*p* < 0.01. HO-1 heme oxygenase-1, LDH lactate dehydrogenase, Nrf2 nuclear factor erythroid 2-related factor 2, OA oleanolic acid, UCB unconjugated bilirubin.

### Inhibition of HO-1 alters mitochondria-related gene expression profile in CLI

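RNA was sequenced from the livers of 3 mice given corn oil (Cont), 3 mice given OA and 3 mice given ZnPP at 20 mg/kg 2 h before OA (ZnPP+OA), all treated for 4 days. The dose of OA is 295.92 mg/kg in the paper and 295.5 mg/kg in the sample labels. Each mouse gave 1 poly(A)-selected library, named here by its group and replicate number (Cont 1 to Cont 3, OA 1 to OA 3, ZnPP+OA 1 to ZnPP+OA 3). The authors' table gives counts and FPKM for 36119 genes, of which 32309 had a count in at least 1 library. Library totals ranged from 32639438 counts in Cont 1 to 85060187 counts in OA 3. RNA of mitochondrial DNA and of its nuclear copies took a varying part of each total. All other genes held 4946748 counts in Cont 2, the fewest, and 70295836 counts in OA 3, the most. Counts were scaled with TMM factors, from 0.265 in Cont 2 to 2.53 in OA 3, and 18895 genes were tested with edgeR in one fit of the 3 groups. A gene was called higher or lower at an adjusted p under 0.05. With these factors the median log2 fold change of all genes was 0.09 for OA against Cont and −0.07 for ZnPP+OA against OA. DESeq2 size factors (RLE) moved these medians by −0.16 and 0.11, library totals alone by 1.39 and −1.78, and the log2(FPKM + 1) scale by 1.10 and −1.20. Log2 fold changes are given as fitted under each scaling, and are to be read beside the median of all genes there. The biological coefficient of variation was 0.87 in Cont, 0.421 in OA and 0.669 in ZnPP+OA livers. In the single fit of the 3 groups it was 0.664. In counts simulated with the dispersions of that fit, and so without the wider spread of Cont, the test recovered 41 of 50 genes raised by 4 on the log2 scale and 20 of 50 raised by 2. It recovered 20 of 50 genes with a log2 fold change of −4 and 7 of 50 with −2, and made 6 false calls among 18695 unchanged genes. For values per library, exact permutation tests of 3 mice against 3 can give no p below 0.1.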

To gain more insights on HO-1-dependent mitochondrial dysfunction in the context of CLI, we performed transcriptome sequencing (RNA-seq) analysis on the liver tissues of mice treated with OA. 

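In the livers of OA-treated mice, genes of drug metabolism and urinary proteins fell, and Lcn2 and Ccl2 were among the genes that rose. The largest changes are given for protein-coding genes with a mean of at least 5 CPM in a compared group and no overlap between the livers of the groups. Of these, the cytochrome P450 gene Cyp2c54 had the largest fall, from 49.2 ± 21.5 CPM in Cont to 0.347 ± 0.131 CPM in OA livers (mean ± SD, n = 3 mice per group). Its log2 fold change was −7.16 ± 0.59 (SE, adjusted p = 0.000196 from edgeR). Pax5, Serpina6, Cyp2c37, Ces3b, Car3, Cyp8b1, Sult2a8, Mup16 and Cyp2c50 had the next largest falls, with log2 fold changes of −6.81 to −6.37. Lcn2, which encodes lipocalin 2, rose from 84.0 ± 56.8 CPM in Cont to 1183 ± 408 CPM in OA livers, a log2 fold change of 3.82 ± 0.52 (SE, adjusted p = 0.00189). Sult1e1 had the largest rise of these genes, with a log2 fold change of 4.89 ± 1.08 (SE, adjusted p = 0.0215). Cyp21a1, Retnlg, Afp, Ccl2, Mmp7, Elovl7, Plat and Itgam rose by 3.58 to 4.57 on the log2 scale. Of 19 major urinary protein genes, 18 fell and none rose (18 fell when adjusted over the list alone), with a median log2 fold change of −4.64. These genes are close paralogs, and how shared reads were assigned is not given in the sources used here. Mup8 fell by 4.48 and Mup14 by 4.30 on the log2 scale. Of 22 xenobiotic P450 genes, 10 fell and none rose (17 fell when adjusted over the list alone), with a median of −1.85. Among them, Cyp2c29 had a log2 fold change of −5.03 ± 0.56 (SE, adjusted p = 0.000746). The P450 median was 0.07 on the FPKM scale, below the 1.19 of all genes there. By camera, the urinary protein and P450 lists lay below the other genes, with adjusted p = 1.11e-23 and 6.98e-13. For both lists, adjusted p = 0.22 with an estimated correlation.
In all, 984 genes differed between OA and Cont livers, 454 higher (46.1%) and 530 lower. The split was 316 higher and 634 lower with RLE, 2829 and 209 with library totals alone, and 833 and 1609 in DESeq2. On the log2(FPKM + 1) scale with limma it was 7350 and 185. Without OA 2, 242 genes passed, and without OA 3, 264 genes. Of the 23 genes named here, 18 passed without OA 2 and 18 without OA 3. Elovl7 and Sult1e1 were lost without either of them, Itgam without OA 2 and Plat without OA 3 (adjusted p 0.0506 to 0.127). Retnlg did not pass without Cont 2, OA 2, OA 3 or ZnPP+OA 1 (adjusted p 0.0536 to 0.268). Mmp7 passed without ZnPP+OA 2 or ZnPP+OA 3, but not without any other library (adjusted p 0.0586 to 0.102). Without Cont 1 and Cont 2 together, an alternative chosen after seeing the data, 17 of the 23 passed.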

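Grouping by treatment accounted for more variance than most partitions of the 9 livers, but the mean distance among Cont livers exceeded the mean distances between groups. Over 18895 genes, on log2 CPM scaled by TMM, the groups accounted for 38.7% of the variance (exact permutation test over all 280 partitions of the 9 livers, p = 0.00714). This test responds to unequal spread within groups as well as to shifted group means, and cannot tell them apart. The first principal component carried 31.7% and the second 18.1% of the variance. OA livers lay close together, at a mean Euclidean distance of 127, against 239 within ZnPP+OA and 294 within Cont. Cont and OA livers lay at a mean distance of 274. ZnPP+OA livers lay at a mean distance of 269 from Cont and 236.5 from OA livers. Of the 3 ZnPP+OA livers, 0 were nearer to Cont by this measure. The difference, 32.9, was 13.4 without Cont 1 and 63.8 without Cont 3. Distances between group means were also computed, after the mean distances had been seen. With the spread within groups taken off, the group means of OA and Cont were 161 apart, of ZnPP+OA and OA 141, and of ZnPP+OA and Cont 46.3. In 2 clusters by average linkage, Cont 1 stood apart from the other 8 livers. On the log2(FPKM + 1) scale, the groups accounted for 67.0% of the variance (exact permutation test, p = 0.0286). There the 3 OA livers formed 1 cluster, and Cont and ZnPP+OA livers the other. All 3 ZnPP+OA livers were then nearer to Cont, by a mean difference in distance of −71.1. Library totals alone gave the same 2 clusters and 53.6% of the variance (exact permutation test, p = 0.0286). In pairs, ZnPP+OA and Cont had exact p = 0.2 on TMM-scaled values and 0.8 on the log2(FPKM + 1) scale. OA against either group had exact p = 0.1, the smallest that 3 against 3 allow.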

Principal component analysis and hierarchical clustering clearly separated the samples from the control mice and the OA-treated mice into two clusters, while the samples from mice treated with a combination of OA and HO-1 inhibitor (ZnPP) was in the same cluster as the control mice (Fig. 6a). These results suggest that inhibition of HO-1 can significantly reduce liver injury in mice with CLI. 

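In livers given ZnPP before OA, genes of bile acid synthesis and drug metabolism that OA had lowered were higher than in OA livers. No group was given ZnPP alone, so a direct effect of ZnPP cannot be told from an offset of the changes with OA. Cyp7a1, which encodes the first enzyme of bile acid synthesis, was at 16.1 ± 10.4 CPM in Cont, 0.266 ± 0.193 in OA and 26.3 ± 4.47 in ZnPP+OA livers (mean ± SD, n = 3 mice per group). Its log2 fold change was −5.96 ± 0.72 for OA against Cont (SE, adjusted p = 0.00107) and 6.66 ± 0.74 for ZnPP+OA against OA (SE, adjusted p = 0.00217). Among protein-coding genes with a mean of at least 5 CPM in a compared group and no overlap between the livers of the groups, Ptgds had the largest rise with ZnPP, by 6.85 ± 0.97 on the log2 scale (SE, adjusted p = 0.00595). Ces3a, Cyp8b1, Serpina6, Ces3b, Elovl3, Car3, Upp2 and Cyp2c54 rose by 5.31 to 6.49. The interleukin 1 decoy receptor gene Il1r2 had the largest fall of these genes, from 6.03 ± 5.21 CPM in OA to 0.0394 ± 0.0683 CPM in ZnPP+OA livers. This was a log2 fold change of −7.05 ± 1.29 (SE, adjusted p = 0.0155), and of −11.95 without ZnPP+OA 1. Sult1e1, Akr1c18, Afp, Inhbb, Plat, Itgam, Slc30a4, Cyp21a1 and Dpep2 had the next largest falls, with log2 fold changes of −6.56 to −3.33. Of 16 bile acid synthesis genes, 7 rose with ZnPP and none fell (8 rose and 1 fell when adjusted over the list alone), with a median of 0.99. In OA against Cont, 6 of the 16 had fallen (6 when adjusted over the list alone), with a median of −0.81. The P450 list had 9 genes that rose and 1 that fell (14 and 1 when adjusted over the list alone), with a median of 1.38. Among them, Cyp2c37 rose by 4.65 ± 0.44 on the log2 scale (SE, adjusted p = 0.000948). Of the 19 major urinary protein genes, 12 rose and none fell (18 rose when adjusted over the list alone), with a median of 2.82. Mup8 rose by 3.19 and Mup14 by 2.82 on the log2 scale. Against Cont livers, edgeR called 0 urinary protein and 0 P450 genes of ZnPP+OA livers (17 and 5 lower when adjusted over the list alone), with medians of −1.98 and −0.60, or −1.03 and −0.35 without Cont 1. There both lists lay below other genes by camera (adjusted p = 2.94e-10 and 0.00187, and 0.66 and 0.85 with an estimated correlation), P450 genes not without Cont 1 or ZnPP+OA 1 (0.0743 and 0.0662). By camera, bile acid synthesis (adjusted p = 7.98e-06 in OA against Cont, 1.75e-05 with ZnPP), P450 (2.34e-10) and urinary protein genes (7.91e-17) moved apart from other genes. For each of the 3 lists with ZnPP, adjusted p = 0.24 with an estimated correlation, and for bile acid synthesis in OA against Cont it was 0.22.
With library totals alone the medians with ZnPP were −0.82 for bile acid synthesis and −0.55 for P450 genes, above the −1.85 of all genes. On the log2(FPKM + 1) scale they were −0.76 and −0.10, above the −1.27 of all genes. For OA against Cont the bile acid synthesis median was 0.48 with totals alone and 0.81 on the log2(FPKM + 1) scale, below 1.48 and 1.19 for all genes.

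**Figure D1:**
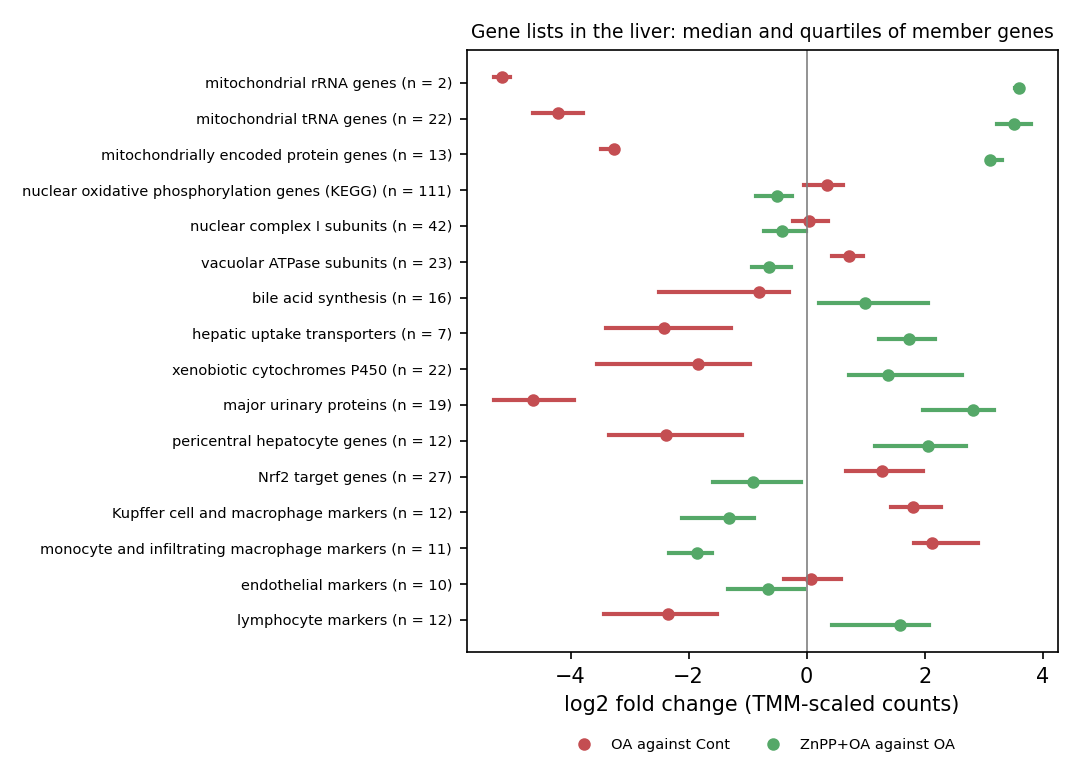
Median log2 fold change of gene lists (points, horizontal axis) for OA against Cont and for ZnPP+OA against OA, with the quartiles of each list as bars, from the edgeR fit of 3 livers per group. Major urinary protein genes sit at −4.64 and 2.82, and Nrf2 target genes at 1.28 and −0.91.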

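Of the 984 genes that differed between OA and Cont livers, 420 changed in the opposite direction with ZnPP. Of these, 247 fell with OA and rose with ZnPP, and 173 rose with OA and fell with ZnPP. None changed further in the same direction, and 564 did not pass the test with ZnPP. Independent calls would overlap in 8.5 and 5.7 genes. Both comparisons share the OA livers, so opposite signs arise by chance as well. Over all 18895 genes, 74.0% had opposite signs, against 66.7% in 10 simulations of counts without group differences. The correlation of the log2 fold changes, across genes, was −0.578, against −0.451 in the simulations, and genes are not independent replicates. The simulations gave each gene the same dispersion in all groups, and so not the narrower spread of the shared OA livers. They may therefore overstate what arises by chance. ZnPP+OA against OA gave 303 genes higher and 239 lower, or 326 and 184 with RLE. The split was 118 and 6317 with library totals alone, 1005 and 631 in DESeq2, and 122 and 8163 on the log2(FPKM + 1) scale. In ZnPP+OA against Cont, edgeR called 0 genes, with 1542 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.571. These groups had the widest spread (biological coefficient of variation 0.669 and 0.87, against 0.421 in OA). They also had the fewest counts outside mitochondrial genes and their copies. Recovery was simulated for OA against Cont only, so low power stays open and 0 calls do not show that the groups are alike. For ZnPP+OA against Cont, DESeq2 called 140 genes and limma 2. In the same comparison edgeR called 135 with no filter, 6 with library totals alone and 4 without Cont 3. In ZnPP+OA against OA, the 542 genes became 45 without OA 2, 78 without OA 3, 1030 without Cont 1, and 292, 57 and 141 without ZnPP+OA 1, 2 and 3. They became 1490 in a fit of the 6 compared libraries alone and 1470 with no filter. The 420 genes became 42 without OA 2, 71 without OA 3, and 237, 57 and 128 without ZnPP+OA 1, 2 and 3. With no filter they became 1047, with at least 10 counts in every library 647, in DESeq2 1122 and with a replicate block 231. Of the 23 genes named for ZnPP+OA against OA, 15 passed without OA 2, 17 without OA 3, 13 without ZnPP+OA 2 and 19 without ZnPP+OA 3. Those lost were Akr1c18, Dpep2, Il1r2, Inhbb, Itgam, Mup14, Plat, Sult1e1, Afp or Slc30a4 (adjusted p 0.0504 to 0.167). Bile acid synthesis genes higher with ZnPP were 4 without OA 1 and 2 without OA 2, OA 3, ZnPP+OA 2 or ZnPP+OA 3. P450 genes higher were 3 without OA 2, OA 3 or ZnPP+OA 2. Urinary protein genes higher were 6 without OA 1, 1 without OA 2 or OA 3, 2 without ZnPP+OA 2 and 7 without ZnPP+OA 3.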

GSEA of GO analysis and KEGG analysis showed that changes in mitochondrial- and oxidative phosphorylation-related pathways and genes were among the top of those changes in the liver of OA induced CLI (Fig. 6b, c). 

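Steroid hormone biosynthesis held more falling genes in OA livers than any other KEGG pathway tested. Of its 65 tested genes, 26 fell and 2 rose (Fisher's exact test, one-sided, adjusted p = 1.24e-18 for genes that fell). Retinol metabolism followed with 22 of 74 genes lower, chemical carcinogenesis with 20 of 78 and linoleic acid metabolism with 12 of 32. Among genes that rose, the phagosome pathway ranked first, with 23 of 143 genes (Fisher's exact test, one-sided, adjusted p = 5.76e-06). Osteoclast differentiation followed with 18 of 103 genes, lysosome with 18 of 124 and apoptosis with 15 of 116. Macrophage and monocyte markers were higher in the same livers, with medians of 1.81 and 2.12, and lymphocyte markers lower, with −2.36. Of the GO terms, triplet codon-amino acid adaptor activity ranked first among genes that fell, with 19 of 26 genes (Fisher's exact test, one-sided, adjusted p = 5.59e-21). All 19 were mitochondrial tRNA genes, and 3 genes of the term passed without Cont 2, OA 2 or OA 3 (adjusted p = 0.331, 0.0595 and 0.0627). Cellular oxidant detoxification ranked first among genes that rose, with 10 of 51 genes (Fisher's exact test, one-sided, adjusted p = 0.000647). It did not pass without Cont 2, Cont 3, OA 2 or OA 3 (5, 8, 2 and 3 genes, adjusted p 0.130 to 1). Without OA 2, genes called numbered 16 in steroid hormone biosynthesis, 12 in retinol metabolism, 8 in phagosome, 5 in osteoclast differentiation (adjusted p = 0.153), 4 in lysosome (0.579) and 3 in apoptosis (1). Without OA 3, they numbered 12 in phagosome, 9 in osteoclast differentiation, 4 in lysosome (adjusted p = 0.736) and 3 in apoptosis (1). Lysosome held 10 without Cont 2, and apoptosis did not pass without Cont 3 (adjusted p = 0.132).
Of the 124 tested genes of the KEGG oxidative phosphorylation pathway, Atp6v0a1, Atp6v1a and Cox7a2 rose and mt-Nd3, mt-Nd4l and mt-Atp8 fell. The adjusted p was 1 in Fisher's exact test, for either direction or both. Without OA 2 or OA 3, none of these 6 genes passed. On the log2(FPKM + 1) scale with limma, 81 of 118 pathway genes rose and 11 fell, and for genes that fell the pathway ranked 6th (Fisher's exact test, one-sided, adjusted p = 3.77e-06). Of all 10696 genes tested on that scale, 7350 rose and 185 fell. In the ranked test with camera the pathway was 294th of 323 pathways (adjusted p = 0.933). Of 1415 genes of the GO term mitochondrion, 59 fell and 27 rose. For genes that fell, the term ranked 78th of 2244 (Fisher's exact test, one-sided, p = 0.00308, adjusted p = 0.0886). Without Cont 1 the adjusted p was 0.00271, with 53 genes lower, and its range without 1 library in turn was 0.00271 to 1. Against every gene with a GO term, expressed or not, it was 4.11e-05. Of 57 genes of aerobic respiration, Mdh2 rose and Sirt3, mt-Nd3 and mt-Nd4l fell, and with ZnPP Sirt3 rose (Sirt3 was chosen after its values were seen). Mdh2 passed without OA 1, but not without any other library (adjusted p 0.0683 to 0.232). Sirt3 did not pass without OA 2 or OA 3 in either comparison, nor with ZnPP without ZnPP+OA 2 (adjusted p 0.0850 to 0.0953).
Past the threshold were 7 KEGG pathways among genes that rose and 25 among genes that fell, of 323. Of 2244 GO terms, 13 and 69 passed. Without OA 2, 12 genes of the mitochondrion term fell and 2 rose, without OA 3, 12 and 4, and without Cont 3, 70 and 50. Without Cont 1, 15 of them rose, without Cont 2, 17, and without ZnPP+OA 1, 39 fell. KEGG pathways of rising genes numbered 1 without OA 2 and 16 without Cont 2. GO terms of rising genes numbered 8 without Cont 1, 2 without Cont 2, 0 without Cont 3 and 0 without OA 2. They numbered 4 without OA 3, 4 without ZnPP+OA 1, 2 without ZnPP+OA 2 and 4 without ZnPP+OA 3. GO terms of falling genes numbered 44 without OA 1 and 40 without OA 2. The table's GO entry is marked as removed for 2484 genes, which could not be counted in any term.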

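RNA encoded by mitochondrial DNA took a smaller share of counts in OA livers than in either other group. It made up 55.1 ± 17.1% of counts in Cont, 23.7 ± 12.8% in OA and 63.5 ± 4.86% in ZnPP+OA livers (mean ± SD, n = 3 mice per group). All 3 OA livers, at 38.2%, 19.3% and 13.7%, lay below every other liver (exact permutation test against Cont, p = 0.1, the smallest that 3 against 3 allow; the same against ZnPP+OA). Cont livers held 43.2%, 74.7% and 47.4%. Per 100 counts of mitochondrially encoded protein genes, Cont 1, Cont 2 and Cont 3 held 6.13, 4.13 and 1.77 counts of mitochondrial rRNA, OA livers 1.09 to 1.29, and ZnPP+OA livers 1.29 to 2.22 (exact permutation test of OA against Cont, p = 0.1). The mitochondrial rRNA gene mt-Rnr1 fell by 5.43 ± 1.06 on the log2 scale in OA against Cont (SE, adjusted p = 0.0126), and mt-Rnr2 by 4.90 ± 1.00 (SE, adjusted p = 0.0150). With ZnPP, mt-Rnr1 had a log2 fold change of 3.71 ± 0.97 (SE, adjusted p = 0.0640) and mt-Rnr2 of 3.48 ± 0.93 (SE, adjusted p = 0.0683), and both passed in DESeq2 (adjusted p = 0.00200 and 0.00410) and with library totals alone (0.0313 and 0.0498). Of the 13 mitochondrially encoded protein genes, mt-Nd3, mt-Nd4l and mt-Atp8 fell in OA livers (13 when adjusted over the list alone), with a median of −3.27. With ZnPP, edgeR called 0 of them (13 rose when adjusted over the list alone), DESeq2 7 and limma 13, with a median of 3.11. The complex I gene mt-Nd2 was at 113900 ± 136700 CPM in Cont, 7194 ± 5721 in OA and 88540 ± 31740 in ZnPP+OA livers. Its log2 fold changes of −3.99 ± 1.13 (SE, adjusted p = 0.0616) and 3.62 ± 1.11 (SE, adjusted p = 0.104) did not pass. They passed in DESeq2 (adjusted p = 0.00113 and 0.00678), with OA without Cont 1 or Cont 3 (0.0481 and 0.0434), and with ZnPP without Cont 2 (0.0255). Cont 2 carried much of its fall with OA, and without it the log2 fold change was −2.25 (adjusted p = 0.112). Of the 22 mitochondrial tRNA genes, 19 fell with OA (22 when adjusted over the list alone) and 7 rose with ZnPP (22 when adjusted over the list alone). Their medians were −4.21 and 3.51. mt-Ta and mt-Tw fell by 4.68 and 5.25 on the log2 scale with OA and rose by 3.45 and 3.64 with ZnPP. By camera, protein genes, rRNA genes and tRNA genes lay below other genes in OA against Cont (adjusted p = 4.13e-10, 0.00334 and 3.30e-15). With an estimated correlation the adjusted p was 0.27, 0.23 and 0.26. They lay above other genes with ZnPP (adjusted p = 5.81e-13, 0.00487 and 6.51e-17), and adjusted p = 0.24 with an estimated correlation for each list. Nuclear copies of mitochondrial DNA held 3.66% to 17.4% of counts and can share reads with these genes.
Of the falls in OA livers, those of mt-Ta and mt-Tw passed without each library in turn. Without Cont 1 and Cont 2 together, an alternative chosen after seeing the data that leaves 1 control liver, they fell by 2.15 and 2.41 on the log2 scale and did not pass (adjusted p = 0.134 and 0.0964), nor did mt-Rnr1, mt-Rnr2 or any called protein gene. mt-Rnr1 and mt-Rnr2 did not pass without OA 2 or OA 3 (adjusted p 0.0779 to 0.0974). Without Cont 2, mt-Rnr2 had a log2 fold change of −3.225 (adjusted p = 0.0246). Called protein genes numbered 5 without Cont 1, 6 without Cont 3, and 0 without Cont 2, OA 2, OA 3 or any 1 ZnPP+OA liver. Without Cont 2 the medians were −1.72 for mitochondrially encoded protein genes and −2.22 for mitochondrial tRNA genes. Falling tRNA genes numbered 3 without Cont 2, OA 2 or OA 3. tRNA genes that rose with ZnPP numbered 0 without OA 2, OA 3, ZnPP+OA 2 or ZnPP+OA 3, 3 without ZnPP+OA 1, and 18 without Cont 1 or Cont 2. Protein genes higher with ZnPP numbered 3 without Cont 1, 12 without Cont 2 and 1 without Cont 3, and both rRNA genes passed without any 1 Cont liver.

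**Figure D2:**
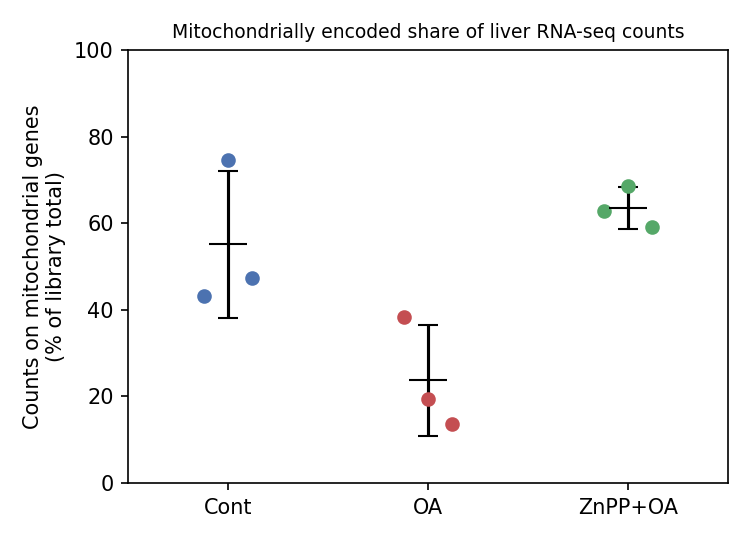
Share of all counts on the 37 mitochondrially encoded genes in each liver (vertical axis, %), by group, with the group mean and SD. OA livers sit at 13.7% to 38.2%, below the Cont livers (43.2% to 74.7%) and the ZnPP+OA livers (59.0% to 68.7%).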

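The nuclear genes of oxidative phosphorylation did not fall in OA livers. Of 111 nuclear genes of the KEGG pathway, Atp6v0a1, Atp6v1a and Cox7a2 rose in OA against Cont and none fell (1 rose when adjusted over the list alone), with a median of 0.34 (camera, adjusted p = 0.104). Cox7a2, a subunit of complex IV, rose from 17.3 ± 3.70 CPM in Cont to 42.3 ± 12.9 CPM in OA livers and fell to 16.5 ± 2.73 CPM in ZnPP+OA livers (mean ± SD, n = 3 mice per group). Its log2 fold changes were 1.29 ± 0.32 (SE, adjusted p = 0.0353) and −1.36 ± 0.32 (SE, adjusted p = 0.0399). With ZnPP, Cox7a2 and Ndufa4 fell and none of the 111 rose (14 fell and 1 rose when adjusted over the list alone), with a median of −0.50 (camera, adjusted p = 3.73e-05). That adjusted p = 0.35 with an estimated correlation. With library totals alone the 2 medians were 1.75 and −2.31, and on the log2(FPKM + 1) scale 1.78 and −2.05, on the same sides. Of the heatmap genes of Fig. 6d, e encoded in the nucleus, Sdha, Ndufb5, Uqcrc1, Cox4i1, Atp5a1 and Atp6v0b did not pass in OA against Cont (log2 fold changes −0.58 to 0.98) or with ZnPP (−1.02 to −0.21). With library totals alone, Sdha (1.03) and Ndufb5 (0.84) changed sign, but lay below the 1.48 of all genes there. With RLE Atp5a1 did (−0.15), where the median of all genes was −0.07. All 6 passed as lower with ZnPP with library totals alone and on the log2(FPKM + 1) scale with limma, and in both settings Cox4i1 and Atp6v0b passed as higher with OA. Uqcrc1 was also higher with OA on the latter scale. Of all genes, 6317 of 18895 and 8163 of 10696 passed as lower with ZnPP in these settings. As higher with OA, 2829 and 7350 passed. In DESeq2 Cox4i1 passed as higher with OA and lower with ZnPP (adjusted p = 0.0493 and 0.0351).
Of 42 nuclear complex I subunits, 0 differed between OA and Cont in edgeR (0 when adjusted over the list alone, median 0.03), and 1 fell with ZnPP (2 when adjusted over the list alone, median −0.42). Of 24 subunits of complexes II to IV, 1 rose (1 when adjusted over the list alone) and 1 fell with ZnPP (8 when adjusted over the list alone), with medians of 0.46 and −0.76. Of 20 ATP synthase subunits, edgeR called 0 in either comparison (1 fell with ZnPP when adjusted over the list alone), with medians of 0.28 and −0.51. By camera, these 3 lists lay below other genes with ZnPP (adjusted p = 0.0213, 0.000194 and 0.0236). With an estimated correlation the adjusted p was 0.24, 0.35 and 0.46. The ATP synthase list lost its place without OA 2, OA 3, ZnPP+OA 1 or ZnPP+OA 2 (adjusted p 0.0573 to 0.160). Complexes II to IV lay above other genes in OA against Cont without Cont 1 or OA 1 (adjusted p = 0.0160 and 0.00333). Of 23 vacuolar ATPase subunits, 2 rose in OA livers (6 when adjusted over the list alone), and 0 fell with ZnPP (7 fell and 1 rose when adjusted over the list alone). Their medians were 0.72 (camera, adjusted p = 0.00803) and −0.63 (adjusted p = 0.00963), and adjusted p = 0.28 and 0.29 with an estimated correlation. These calls were lost without Cont 3 with OA (adjusted p = 0.0635) and without ZnPP+OA 2 with ZnPP (0.0545). None of the genes of the nuclear pathway list or of these subunit lists passed in ZnPP+OA against Cont, also when adjusted over the list alone. By camera, the pathway list (median −0.21, adjusted p = 0.0183), complex I (−0.40, 0.00105), complexes II to IV (−0.30, 0.0341) and ATP synthase (−0.31, 0.0467) lay below other genes there, with adjusted p = 0.85, 0.65, 0.85 and 0.85 with an estimated correlation. The pathway list, complexes II to IV and ATP synthase lost this place without Cont 1, Cont 3, ZnPP+OA 1 or ZnPP+OA 2, and the latter 2 also without OA 2 or OA 3 (adjusted p 0.0539 to 0.444). The pathway list also lost it with library totals alone, with a block for the replicate number and with the list test fry. Of 82 mitochondrial ribosomal protein genes 1 rose in OA livers, of 19 tricarboxylic acid cycle genes Mdh2 rose, and of 15 genes of mitochondrial transcription and biogenesis Ppargc1b fell. Adjusted over the list alone, these were 0, 1 and 1, and with ZnPP 0 of the 3 lists passed. Of 20 fatty acid oxidation genes, 0 passed in either comparison, also when adjusted over the list alone. None of these 4 lists differed from other genes by camera (adjusted p 0.0910 to 0.889). Mitochondrial ribosomal protein genes lay above other genes in OA against Cont without Cont 1 or OA 1 (adjusted p = 0.0417 and 0.0133), and below with ZnPP without OA 1 or ZnPP+OA 3 (0.0110 and 0.0334). Fatty acid oxidation genes lay below other genes in OA against Cont without Cont 2 (adjusted p = 0.0394).
Without OA 2 or OA 3, Atp6v0a1, Atp6v1a and Cox7a2 did not pass in OA against Cont (adjusted p 0.0565 to 0.220). Cox7a2 also did not pass without Cont 1, Cont 2 or any 1 ZnPP+OA liver, Atp6v1a without Cont 1, Cont 3 or any 1 ZnPP+OA liver, and Atp6v0a1 without Cont 2 (adjusted p 0.0504 to 0.0927). With ZnPP, Cox7a2 and Ndufa4 did not pass without OA 2, OA 3 or any 1 ZnPP+OA liver (adjusted p 0.0832 to 0.202). Mdh2 passed only without OA 1 (adjusted p 0.0683 to 0.232 without any other library). Ppargc1b did not pass without Cont 2, OA 1, OA 2, OA 3 or ZnPP+OA 1 (adjusted p 0.0500 to 0.141). Nuclear genes that fell with ZnPP numbered 10 without Cont 1 and 6 without OA 1. Without Cont 1 and without OA 1, the nuclear list lay above other genes in OA against Cont (camera, adjusted p = 0.0211 and 0.00274). By camera it also did so with no filter and on the log2(FPKM + 1) scale.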

Further analysis of gene expression revealed that OA treatment downregulated a group of genes involved in mitochondrial and oxidative phosphorylation pathways, whereas the inhibition of HO-1 with ZnPP effectively offset these changes caused by OA treatment (Fig. 6d, e). These results provide further evidence that HO-1-dependent bilirubin accumulation plays a crucial role in mitochondrial dysfunction and increased mitochondrial ROS production, which contributes to the progression of CLI.

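Target genes of Nrf2 rose in OA livers and fell with ZnPP, while Hmox1 itself did not pass the test in either comparison. Hmox1, which encodes HO-1, was at 20.9 ± 8.80 CPM in Cont, 46.4 ± 6.39 in OA and 39.9 ± 8.35 in ZnPP+OA livers (mean ± SD, n = 3 mice per group). Its log2 fold change was 1.15 ± 0.34 for OA against Cont (SE, adjusted p = 0.0693) and −0.22 ± 0.33 for ZnPP+OA against OA (SE, adjusted p = 0.807). Without Cont 1, Hmox1 passed as higher with OA (log2 fold change 1.56, adjusted p = 0.0247). It also passed as higher with OA with library totals alone and with no filter. Nfe2l2, which encodes Nrf2, rose by 1.33 ± 0.32 on the log2 scale in OA livers (SE, adjusted p = 0.0334), and its change with ZnPP, −0.54, did not pass (adjusted p = 0.418). Gclc rose from 54.2 ± 15.5 CPM in Cont to 332 ± 95.8 CPM in OA livers, and was at 50.2 ± 13.3 CPM in ZnPP+OA livers. Its log2 fold changes were 2.62 ± 0.37 (SE, adjusted p = 0.00216) and −2.73 ± 0.37 (SE, adjusted p = 0.00422). Of 27 Nrf2 target genes, 8 rose and none fell with OA (17 rose when adjusted over the list alone), with a median of 1.28 (camera, adjusted p = 2.06e-07). With ZnPP, 6 fell and none rose (11 fell when adjusted over the list alone), with a median of −0.91 (camera, adjusted p = 2.90e-05). With an estimated correlation these were adjusted p = 0.22 and adjusted p = 0.27. Srxn1, Cbr3 and Pgd were among those that rose, by 2.97, 3.48 and 2.06 on the log2 scale, and they fell by 2.51, 2.55 and 1.49 with ZnPP. Keap1 (log2 fold changes 0.50 and −0.19) and Nqo1 (1.63 and −1.87) did not pass (adjusted p 0.189 to 0.791). Without Cont 1, Nqo1 passed in both comparisons (3.26 and −1.88, adjusted p = 0.0111 and 0.0335). In ZnPP+OA against Cont, 0 of the 27 passed (0 when adjusted over the list alone), with a median of 0.42 (camera, adjusted p = 0.0595). The list lay above other genes there without Cont 1, Cont 2, OA 1 or ZnPP+OA 2 (adjusted p 0.000528 to 0.0491).
Of 15 antioxidant enzymes, Prdx5 and Gpx4 rose by 1.52 and 1.69 with OA (4 rose when adjusted over the list alone) and fell by 1.59 and 1.57 with ZnPP (4 fell when adjusted over the list alone). The list's medians were 0.60 (camera, adjusted p = 0.131) and −0.59 (adjusted p = 0.0218, and adjusted p = 0.52 with an estimated correlation). Sod2 (0.45 and −0.83) did not pass (adjusted p = 0.560 and 0.296). Neither did Gpx1, whose log2 fold change with OA was 0.00, nor Gapdh, a reference gene, at 0.80 and −0.75 (adjusted p = 0.149 and 0.217). With library totals alone Gpx1 was at 1.41, where the median of all genes was 1.48.
In bilirubin and bile acid handling, uptake transporters fell. Slco1b2, a bilirubin uptake transporter, fell from 164 ± 29.6 CPM in Cont to 30.8 ± 1.91 CPM in OA livers and rose to 133 ± 37.1 CPM with ZnPP. Its log2 fold changes were −2.42 ± 0.32 (SE, adjusted p = 0.00168) and 2.11 ± 0.31 (SE, adjusted p = 0.00682). Of 7 uptake transporters, Slco1b2, Slco1a1, Slc10a1 and Slc22a7 fell with OA (6 when adjusted over the list alone), with log2 fold changes of −6.13 to −2.42 and a list median of −2.42 (camera, adjusted p = 1.77e-06). With ZnPP, Slco1b2, Slc10a1 and Slc22a7 rose (5 when adjusted over the list alone), with a list median of 1.73 (adjusted p = 6.94e-06). With an estimated correlation these were adjusted p = 0.22 and adjusted p = 0.24. Of 11 genes of heme degradation and bilirubin handling, Blvra, which encodes biliverdin reductase A, rose by 1.69 ± 0.39 on the log2 scale (SE, adjusted p = 0.0260) and 2 fell (3 rose and 4 fell when adjusted over the list alone), and with ZnPP 1 rose (2 rose and 1 fell when adjusted over the list alone). Ugt1a1, with a log2 fold change of −2.31 ± 0.67, did not pass (SE, adjusted p = 0.0662), but passed in DESeq2 (0.00110). Of 14 export genes, the basolateral exporter gene Slc51a rose by 5.69 ± 1.51 on the log2 scale with OA (SE, adjusted p = 0.0473), from 11 counts over the 3 Cont livers, and by 11.13 without Cont 3. Abcb11, which encodes the bile salt export pump, fell with OA (log2 fold change −1.21 ± 0.28, SE, adjusted p = 0.0270) and rose by 1.58 with ZnPP (adjusted p = 0.0147). With library totals alone its changes were 0.28 and −0.20, still below and above the medians of all genes there, 1.48 and −1.85. Adjusted over the list alone, 3 export genes rose and 4 fell with OA, and 2 rose and 1 fell with ZnPP. The paper reports lower BSEP, MRP2, MRP3 and MRP4 protein with OA, and lower Bsep and Mrp2 mRNA. Here Abcc2 (MRP2, 0.29 and 0.14) and Abcc3 (MRP3, 0.42 and 0.00) did not pass (adjusted p 0.704 to 0.999). Abcc3 passed as higher with OA without Cont 3 (1.64, adjusted p = 0.0169). Abcc4 (MRP4) was at 1.17 ± 0.533 CPM in Cont, 4.34 ± 0.912 in OA and 1.07 ± 0.780 in ZnPP+OA livers. Its log2 fold changes of 1.896 and −2.01 did not pass (adjusted p = 0.117 and 0.125). It passed with library totals alone (3.32 and −3.72, adjusted p = 0.0161 and 0.00728), and with ZnPP in DESeq2 (0.0445). Hmox1, Keap1, Nqo1, Sod2, Gapdh, Abcc2, Abcc3 and Abcc4 all passed on the log2(FPKM + 1) scale with limma, as higher with OA and lower with ZnPP. Nfe2l2 and Gpx1 passed there as lower with ZnPP. Of 10696 genes tested on that scale, 7350 passed as higher with OA and 8163 as lower with ZnPP, so passing does not set these genes apart. There Abcc2 changed sign with ZnPP (−1.59, adjusted p = 0.0236), and Abcc3 was at −1.65 (adjusted p = 0.0237), beside −1.27 for all genes. Of 8 heme synthesis genes, Alad fell by 1.07 on the log2 scale with OA (2 fell when adjusted over the list alone). Uros rose by 1.71 with ZnPP (1 when adjusted over the list alone). With library totals alone these changes were 0.38 and −0.06, still below and above the medians of all genes there, 1.48 and −1.85. The heme synthesis median of −0.53 with OA (camera, adjusted p = 0.0480, and adjusted p = 0.28 with an estimated correlation) was 0.83 with library totals alone, below 1.48 for all genes. Of 12 iron genes, Hamp2 fell with OA (1 fell and 1 rose when adjusted over the list alone) and 0 passed with ZnPP (1 rose and 1 fell when adjusted over the list alone). Heme degradation, export and iron genes did not differ from other genes by camera (adjusted p 0.172 to 0.999).
Without each library in turn, Gclc, Srxn1, Cbr3, Pgd, Slco1b2, Slco1a1, Slc10a1 and Slc22a7 kept their change with OA, and Gclc and Srxn1 their change with ZnPP. Of the 16 genes that changed with OA and are named here, 11 passed without Cont 1, 10 without Cont 2, 13 without OA 1, 8 without OA 2, 8 without OA 3, and 12, 13 and 14 without ZnPP+OA 1, 2 and 3. Without Cont 1 and Cont 2 together, an alternative chosen after seeing the data, 5 passed. Nfe2l2 did not pass without Cont 1, Cont 2, OA 2, OA 3 or ZnPP+OA 1 (adjusted p 0.0573 to 0.151). Of the 11 named genes that changed with ZnPP, 10 passed without OA 1, 2 without OA 2, 3 without OA 3, and 9, 3 and 4 without ZnPP+OA 1, 2 and 3. Nrf2 target genes that fell with ZnPP numbered 2 without OA 2, OA 3, ZnPP+OA 2 or ZnPP+OA 3. The heme synthesis list lost its place below other genes without Cont 1, Cont 3, OA 1, OA 2 or any 1 ZnPP+OA liver (adjusted p 0.0688 to 0.215). The antioxidant list lost it with ZnPP without OA 2, OA 3, ZnPP+OA 1 or ZnPP+OA 2 (adjusted p 0.0585 to 0.109) and lay above other genes with OA without Cont 1 or OA 1 (adjusted p = 0.0446 and 0.00840).
The paper treats ZnPP as the inhibitor of HO-1. It describes a group of mitochondrial and oxidative phosphorylation genes as lowered by OA, and these changes as offset when HO-1 was inhibited with ZnPP (Fig. 6d, e). With the other results of Fig. 6, the paper takes these as further evidence for a role of HO-1-dependent bilirubin accumulation in mitochondrial dysfunction and mitochondrial ROS production in CLI.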

**Fig. 6:**
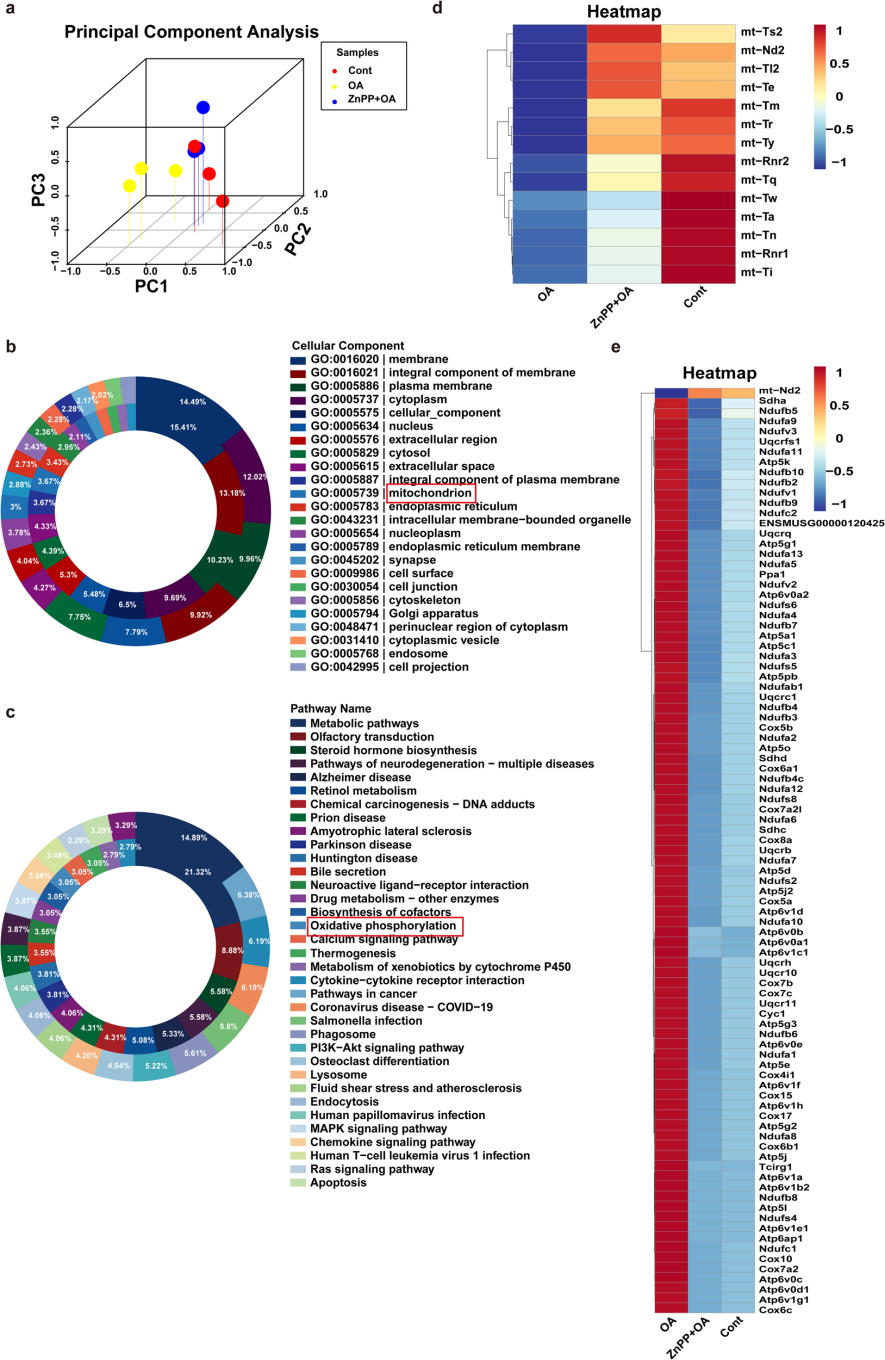
Inhibition of HO-1 alters mitochondria-related gene expression profile in CLI. **a** Principal Component Analysis (PCA) of RNA-seq data from mice fed a control, OA, and OA combined ZnPP diet for 4 days (*n* = 3). **b**, **c** Gene Ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis (control vs OA). The outer circle indicates the upregulation and the inner circle indicates the downregulation. **d**, **e** Heatmap of mitochondrial-related and oxidative phosphorylation-related genes. Red indicates the upregulation, and blue indicates the downregulation in heatmaps. Data set. *n* = 3 per group. RNA-seq, RNA sequencing.

### Expression of Nrf2 and HO-1 is significantly elevated in patients with CLI

Next, we examined the expression levels of *Nrf2* and *HO-1* and related serum biochemical indicators in patients with cholestatic liver disease (Fig. 7 and Supplementary Table 1). Blood samples were collected from 27 normal and 61 patients with CLI. Compared with normal individuals, patients with cholestasis had higher serum ALT, AST, TBA, ALP, and gamma glutamyl trans (Fig. 7f–j), with a significant increase in bilirubin (Fig. 7c–e). Compared with the normal individuals, we observed a significant increase in the expression of *Nrf2* and *HO-1* in the patients’ serum (Fig. 7a, b). The significant increase in *HO-1* expression in clinical patients with cholestasis further substantiated our experimental findings that high levels of *HO-1* are detrimental in the context of cholestasis. We proposed that there may exist a feedback loop between Nrf2/HO-1 and the accumulation of bilirubin, where the upregulation of Nrf2-dependent expression of HO-1 leads to an increase in bilirubin accumulation, which in turn induces oxidative stress and activates Nrf2-dependent antioxidant signaling, forming a vicious cycle that promotes the pathological development of CLI (Fig. 7k).

**Fig. 7:**
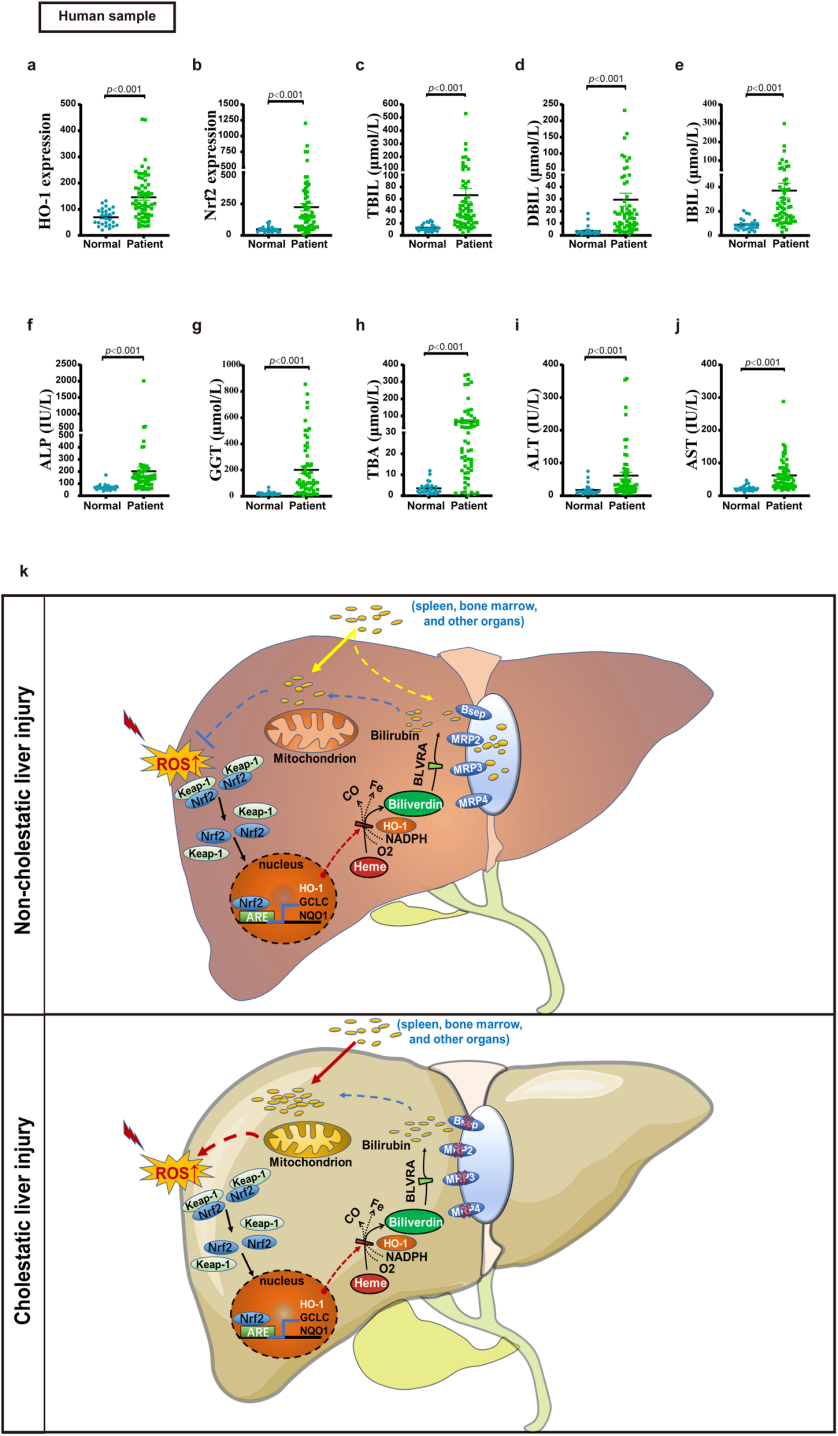
Expression of Nrf2 and HO-1 is significantly elevated in patients with CLI. Serum samples were obtained from 27 normal individuals and 61 CLI patients. **a**, **b** HO-1 and Nrf2 mRNA expression. **c**–**e** Serum levels of TBIL, DBIL, and indirect bilirubin (IBIL). **f**–**j** Serum levels of ALT, AST, ALP, GGT, and TBA. **k** Schematic illustration on how bilirubin may regulate Nrf2/HO-1 pathway-mediated oxidative stress during cholestatic liver injury. Nonparametric statistical test (**a**–**j**) was used. All data are presented as the mean ± SEM. ALP alkaline phosphatase, ALT alanine aminotransferase, ARE antioxidant responsive element, AST aspartate aminotransferase, BLVRA biliverdin reductase A, DBIL direct bilirubin, GCLC glutamate-cysteine ligase catalytic subunit, GGT gamma Glutamyl Trans, HO-1 heme oxygenase-1, IBIL indirect bilirubin; NQO1 NAD(P)H-quinone oxidoreductase 1, Nrf2 nuclear factor erythroid 2-related factor 2, ROS reactive oxygen species, TBA total bile acid, TBIL total bilirubin.

### Mutual regulation between Nrf2/HO-1 activation and bilirubin accumulation

To test the above hypothesis of the mutual regulation between Nrf2/HO-1 and bilirubin accumulation in cholestasis, we conducted subsequent experiments in *AML12* cells. We first observed a robust increase in the protein expression of Nrf2 and HO-1 in cells challenged with bilirubin (Fig. 8a). However, when Nrf2 expression was silenced by siRNA, the increase in HO-1 protein expression induced by bilirubin was dramatically abolished, indicating that bilirubin-induced upregulation of HO-1 is dependent on Nrf2 (Fig. 8a). We then detected mitochondrial ROS generation and found that bilirubin increased mitochondrial ROS production (Fig. 8b). To confirm the role of bilirubin-induced oxidative stress in the Nrf2 mediated regulation of HO-1, we sought to test if antioxidant resveratrol could modulate the interplay between bilirubin and the activation of Nrf2/HO-1. The results showed that while reducing mitochondrial ROS production (Fig. 8b), resveratrol treatment significantly inhibited the expression of Nrf2 and HO-1 protein (Fig. 8c). In addition, resveratrol significantly ameliorated bilirubin induced cytotoxicity (Fig. 8d). These results strongly suggest that the hepatotoxicity of bilirubin is related to oxidative damage. To confirm the key role of mitochondrial ROS in the bilirubin induced cytotoxicity, we used lentivirus HBLV-SOD2 to infect *AML12* cells and established a cell line of mitochondrial-targeted SOD2 overexpression (Supplementary Fig. 8) to further explore the hepatotoxicity of bilirubin. Overexpression of SOD2 profoundly inhibited the expression of Nrf2 and HO-1 protein induced by bilirubin (Fig. 8e), and significantly reduced mitochondrial ROS production (Fig. 8f). These results substantially support our hypothesis that excessive accumulation of bilirubin in the liver leads to impaired mitochondrial function and increases mitochondrial ROS production, thereby inducing oxidative stress and activating Nrf2/HO-1 antioxidant signaling, leading to increased expression of HO-1 protein and more bilirubin synthesis, and ultimately forming a vicious cycle that exacerbates CLI.

**Fig. 8:**
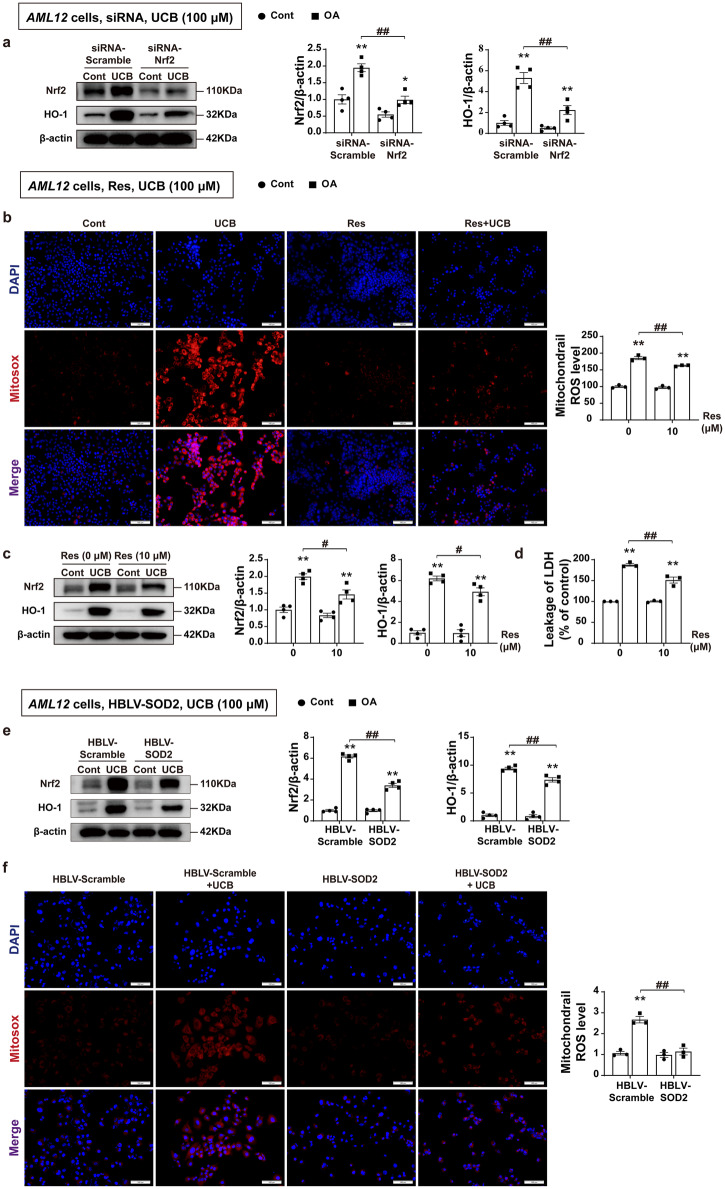
Bilirubin induced upregulation of Nrf2/HO-1 is dependent on mitochondrial ROS. **a** Silencing of Nrf2 in *AML12* cells with siRNA. The protein levels of Nrf2 and HO-1 in the different groups after UCB challenge (*n* = 4). **b**–**d** *AML12* cells were pretreated with Res (10 μM), followed by exposure to UCB (100 μM) for 12 h. Measurement of LDH leakage (*n* = 3), protein expression levels of Nrf2 and HO-1 (*n* = 4), and mitochondrial ROS production (scale bar, 100 μm) (*n* = 3) after treatment with UCB (100 μM). The box plot displays the signal strength of the staining (*n* = 3). **e** Effect of mitochondrial-targeted SOD2 overexpression on protein expression levels of Nrf2 and HO-1 (*n* = 4). **f** Mitochondrial ROS production (scale bar, 100 μm). Overexpression of SOD2 by Lentivirus in *AML12* cells, followed by UCB (100 μM) for 12 h (*n* = 3) (**e**, **f**). Student’s t test (**a**–**c** and **e**) and nonparametric tests (**e**, **f**) were used. The data are shown as the Mean ± SEM. *p < 0.05, **p < 0.01^,^ significant difference compared to the control group; ^#^*p* < 0.05, ^*##*^*p* < 0.01. HO-1, heme oxygenase-1^*;*^ LDH, lactate dehydrogenase; Nrf2, nuclear factor erythroid 2-related factor 2; Res, resveratrol; SOD2, superoxide dismutase 2; UCB, unconjugated bilirubin.

## Discussion

The transcription factor Nrf2 plays a crucial role in regulating the expression of multiple detoxifications and antioxidant defense genes and has been widely involved in the protective mechanisms of various liver diseases^37^. However, the activation of Nrf2 may not always have a beneficial effect on liver protection. In the present study, we demonstrate that the activation of Nrf2 antioxidant signaling is detrimental in the context of cholestatic liver injury. Moreover, we show that the knockout of Nrf2 does not increase liver damage, but rather reduces liver damage in chemically induced CLI in vivo.

A major finding of this study is that Nrf2 activation aggravates cholestatic liver injury, whereas it is protective against liver injury in non-CLI. The activation of Nrf2 upregulates HO-1, leading to more synthesis and accumulation of bilirubin in the liver, which in turn enhances liver injury in the context of CLI. Although the activation of Nrf2 may also upregulate a battery of antioxidants that have protective effect against oxidative stress, the net effect of Nrf2 upregulation is to exacerbate liver injury due to the toxicity of bilirubin accumulation in the liver. CLI, especially drug (including herbal medicine) induced CLI, causes increased oxidative stress, which induces Nrf2 activation^13,15,38^. Under unstressed conditions, Nrf2 binds to Keap1 in the cytoplasm and always maintains at low levels. In response to oxidative stress, Nrf2 translocates into the nucleus and induces the expression of a group of downstream antioxidant genes, such as NAD(P)H-quinone oxidoreductase 1, SOD2, glutamate-cysteine ligase catalytic subunit, HO-1 and glutathione peroxidase, etc. Among them, HO-1 is involved in the synthesis of bilirubin. The role of Nrf2/HO-1 mediated increase in bilirubin synthesis in CLI has not been described yet. In this study, we not only demonstrated that the Nrf2/HO-1 activation-mediated bilirubin accumulation is hepatotoxic in CLI, but also showed that the inhibition of HO-1 or Nrf2 knockout conferred a hepatoprotective benefit in the setting of CLI. On the contrary, *Nrf2*^*−/−*^ mice exhibited increased liver damage in the CCl_4_ induced non-CLI model.

Our results revealed that bilirubin accumulation is a critical player in exacerbation of cholestatic liver injury mediated by Nrf2 activation, which is related to the regulation of export transporters. In fact, cholestasis, especially chemical induced cholestasis, usually leads to impaired bilirubin excretion^39^. Impairment/downregulation of export transporters (such as MRP2, MRP3, MRP4, BSEP, etc) has been frequently involved in the mechanism of bile acids accumulation in the liver and implicated in various drug-induced cholestatic liver injury^40^. Previous studies show that the regulation of export transporters and the activation of MRP2 are involved in bilirubin metabolism and reduce liver toxicity^41^. Consistent with this, we demonstrated that the activation and inhibition of MRP2 alleviate or worsen cholestatic liver injury in vivo, respectively. Importantly, in this study we revealed a direct connection between Nrf2/HO-1 signaling pathway and bilirubin accumulation as well as cholestatic liver injury. However, in the non-CLI model induced by CCl_4_, the inhibition of Nrf2 and HO-1 expression increased hepatotoxicity, showing a significantly opposite effect to the CLI model. These results further indicate that the harmful effects of Nrf2/HO-1 signaling-dependent bilirubin accumulation are unique to the course of cholestasis, which is the main finding of this study. When cholestasis occurs, bilirubin synthesis is enhanced due to the activation of Nrf2/HO-1 induced by oxidative stress, and on the other hand, the outflow of bilirubin is inhibited, thereby leading to the excessive accumulation of bilirubin and liver injury. However, the dysregulation of exporter transporters (BSEP and MRP2) may also affect the accumulation of bile acids, one of the important players in the pathology of CLI^42^. Indeed, we found that *Bsep* and *Mrp2* were downregulated in the liver of CLI mice in a Nrf2-dependent manner (Fig. S7). Although the mechanism of Nrf2-mediated downregulation of *Bsep* and *Mrp2* has yet to be further investigated, these results suggest a role of bile acid regulation in the pathogenesis of liver injury, which is entangled in the exacerbation of liver injury induced by Nrf2/HO-1 activation in CLI. In this regard, further dissecting the molecular mechanism of Nrf2-mediated regulation of BSEP and MRP2 and its role in bilirubin accumulation may be necessary for comprehensively understanding the mechanism by which activation of Nrf2/HO-1 signaling pathway aggravates cholestatic liver injury.

Previous studies have demonstrated that bilirubin has antioxidant potential or acts as a powerful signaling molecule, but these potentially beneficial effects are based on “physiological concentrations” or “slightly elevated” levels of bilirubin. The dangers of hyperbilirubinemia are well known, but the specific mechanism of toxic action of bilirubin remains unclear. Earlier studies have shown that high concentrations of bilirubin can inhibit the mitochondrial function of isolated liver mitochondria^34^. Here, we clearly demonstrated that bilirubin treatment induced mitochondrial respiratory dysfunction and cellular injury, and the cytotoxicity of bilirubin was significantly enhanced after the inhibition of BSEP and MRP2, which was consistent with the harm of bilirubin in cholestasis observed in vivo. Importantly, we found that the significant increase in mitochondrial ROS production was associated with bilirubin treatment. We postulated that this bilirubin induced mitochondrial ROS may in turn activate the Nrf2/HO-1 signaling, leading to more bilirubin accumulation and a vicious cycle. Indeed, our results revealed that bilirubin activates Nrf2 and HO-1 protein expression and induces the translocation of Nrf2 into the nucleus to trigger the antioxidant mechanism. Therefore, we propose that the mitochondrial dysfunction and mitochondrial ROS generation may play a central role in the mechanism of bilirubin induced hepatotoxicity in the context of cholestatic liver injury. In support of this hypothesis, mitochondrial-targeted overexpression of SOD2 not only reduced mitochondrial ROS generation, but also significantly ameliorated cellular injury induced by bilirubin. Additionally, inhibition of HO-1 led to restoration of abnormal mitochondria-related gene expression and improved mitochondrial function and oxidative phosphorylation levels. Despite the impact of bilirubin on mitochondrial function, many questions have yet to be defined, such as what are the mitochondrial target(s) of bilirubin or the specific mode of action of bilirubin on mitochondria under cholestatic conditions. In this regard, further characterization of mitochondrial bilirubin may be valuable, given the excessive accumulation of bilirubin in liver tissue in the setting of CLI and the direct effects of bilirubin on isolated mitochondria^34^. Although the exact molecular events linking bilirubin to mitochondrial dysfunction warrant further studies, our results in this study collectively reveal the key role of mitochondrial impairment in bilirubin induced hepatotoxicity. It is worth noting that emerging evidence suggests that HO-1 may induce ferroptosis through iron accumulation or other unknown mechanisms, which is related to liver damage and neurodegeneration^43,44^. Excessive iron produces ROS through Fenton reaction, resulting in ferroptosis^45^. In this study, although OA induced iron accumulation in the liver, the intervention of iron inhibitor ferrostatin-1 on iron accumulation did not reduce the liver injury, indicating that the beneficial effect of inhibition of HO-1 with its antagonist on OA induced cholestatic liver injury can be attributed to a decrease in bilirubin accumulation, but is not related to changes in iron content in the liver.

However, we do not refute the antioxidant effect of Nrf2’s upregulation of antioxidant signaling. In fact, oxidative stress has been widely believed to be related to the pathogenesis of cholestasis, although the exact mechanism remains to be fully elucidated^46^. Nrf2 knockout did result in downregulation of antioxidants NAD(P)H-quinone oxidoreductase 1, glutamate-cysteine ligase catalytic subunit and SOD2, which may compromise the antioxidant capacity to some extent. Nevertheless, in the case of cholestasis, the net effect of activation of Nrf2 is to exacerbate liver damage, which is due to increased synthesis and clearance disorders leading to excessive accumulation of bilirubin. This seems to contradict the previous results showing that sustained Nrf2 activation has a hepatoprotective effect on cholestasis-related liver injury^47^. However, our model (OA or ANIT) is chemically induced cholestatic liver injury, which differs from the mechanism of action of bile duct ligation. In addition, there are studies demonstrating that the overexpression of HO-1 accelerates the progression of chronic cholestasis to liver fibrosis^19,20^. Fully elucidating the role of Nrf2/HO-1/bilirubin axis in these situations may help to further understand the dual function of activating Nrf2, that is, Nrf2 activation is harmful to cholestatic liver injury, but has a protective effect on non-cholestatic liver injury.

Importantly, in patients with cholestatic liver disease, the expression of *Nrf2* and *HO-1* in the serum is significantly increased. Particularly, the expression level is directly correlated with the serum content of total, direct, and indirect bilirubin in the patients. These results strongly suggest that the Nrf2/HO-1/bilirubin axis may play a crucial role in the development of cholestatic liver injury, and that the intervention of Nrf2/HO-1 may be a potential therapeutic target for the treatment of cholestatic liver disease. In addition, many liver protection agents, including some Chinese herbal medicines and their effective components, exhibit their hepatoprotective effects through the activation of Nrf2-dependent antioxidant signaling^48,49^. Our findings in this study suggest that when using these Nrf2 activators as hepatoprotective agents in the context of cholestatic liver disease, special attention should be paid to liver toxicity, because on the contrary, Nrf2 activation may lead to more severe liver damage.

In conclusion, our findings demonstrate that activation of Nrf2 exacerbates liver damage in the context of cholestasis by upregulating the expression of HO-1. Our study results unravel that activation of Nrf2/HO-1 results in excessive accumulation of bilirubin in the liver, thereby damaging mitochondrial homeostasis and inducing oxidative stress, leading to Nrf2 activation, forming a vicious cycle, and exacerbating liver damage in cholestatic liver disease. Our findings suggest that the intervention of Nrf2/HO-1 signaling has a potential translational value in the clinical treatment of cholestatic liver disease.

## Methods

### Human samples

Blood samples from patients with CLI (*n* = 61) and blood samples from normal individuals (*n* = 27) were collected from May 2022 to December 2022 in the Department of Gastroenterology of the Affiliated Hospital of Zunyi Medical University (Guizhou, China). The pathological diagnosis was made by gastroenterologists of the Affiliated Hospital of Zunyi Medical University based on the patient’s clinical manifestations, signs, biochemical indicators, imaging examination and gastroenteroscopy. Clinical information (sex, age, and pathological diagnosis) was provided by the Affiliated Hospital of Zunyi Medical University. Written consent to participate in this study was obtained from all patients. The study protocol for cholestatic liver injury was approved by the Ethical Review Committee of Affiliated Hospital of Zunyi Medical University (No. KLL-2023-029). The authors declare that this study adhered to the Declarations of Helsinki and Istanbul. All ethical regulations relevant to human research participants were followed.

### Experimental animals

Male *C57BL/6J* (wild-type, WT) mice aged 6-8 weeks were purchased from the SPF Biotechnology Co., Ltd (Beijing, China). *Nrf2*^*−/−*^ mice were provided by Dr. Lili Ji, Institute of Chinese Medicine, Shanghai University of Traditional Chinese Medicine^28,50^. For all experiments, *Nrf2*^*−/−*^ and WT mice were male mice with male *C57BL/6J* background, aged 6-8 weeks. And all *Nrf2*^*−/−*^ mice were genotyped using PCR with mouse tail DNA, and *Nrf2* gene fragment was amplified using the forward primer 5′-TGAGATCTGCCTTCTTCTTGCC-3′, and reverse primer 5′-CACGAGAGTGTACCTGGGAGTAGC-3′. The genotyping was performed by BGI Gene Technology Co., Ltd. The *Nrf2* knockout allele sequence had two missing base pairs (GA) between 340 and 350. Thereafter, mice were bred at the SPF grade animal house of Key Laboratory of Basic Pharmacology of Ministry of Education, Zunyi Medical University. All animals were kept under temperature-controlled (22–25 °C) conditions. All animal experimental protocols in the present study were operated according to the Guide for the Care and Use of Laboratory Animals published by the United States National Institutes of Health (NIH Publication No. 85-23, revised 1996) and were approved by the Experimental Animal Ethics Committee of the Zunyi Medical University (No. ZMU 21-2203-524). And we have complied with all relevant ethical regulations for animal use. All mice were housed in recyclable individually ventilated cages in Zunyi Medical University animal facility on a 12 h light/dark cycle. Mice were fed a normal chow diet (protein, 20.6%; fat, 12.0%; carbohydrates, 67.4%; 1010088; Jiangsu Xietong, China) and sterile water, except for fasting period. All interventions were done during the light cycle.

### Animal models of OA-induced cholestatic liver injury

WT mice and *Nrf2*^−/−^ mice aged 6 weeks were randomly assigned to 4 groups: WT littermate control group, OA induced WT group, *Nrf2*^−/−^ littermate control group, OA induced *Nrf2*^−/−^ group. OA induced-WT group and -*Nrf2*^−/−^ group were constructed by gavage with OA (295.92 mg/kg, Sigma-Aldrich, St. Louis, MO, USA) for 4 days^51,52^, whereas the other two groups received the same volume of corn oil intragastrically.

To observe the effects of HO-1, iron and bilirubin on OA-induced cholestatic liver injury, (1) protoporphyrin IX zinc (ZnPP) (282820, Sigma-Aldrich, St. Louis, MO, USA), an inhibitor of HO-1, was intraperitoneally administrated at dose of 20 mg/kg or equal volume of 0.9% normal saline at 2 h prior to corn oil or OA gavage; (2) ferrostatin-1 (Fer-1, 1 mg/kg) (SML0583, Sigma-Aldrich, St. Louis, MO, USA), an iron apoptosis inhibitor, was intraperitoneally administrated at dose of 1 mg/kg or equal volume of vehicle DMSO at 2 h prior to corn oil or OA gavage. Fer-1 was dissolved in DMSO at 200 mg/kg and was eventually diluted with saline to 0.5% DMSO (1 mg/kg) (0.5% DMSO diluted with 0.9% normal saline for control groups) as previously described^53^; (3) uridine diphosphate glucuronic acid (UDPGA, 20 mg/kg) (U5625, Sigma-Aldrich, St. Louis, MO, USA), a bilirubin bound glucuronic acid donor, was intraperitoneally administrated at dose of 20 mg/kg or equal volume of 0.9% normal saline at 2 h prior to corn oil or OA gavage; (4) MK-571 (8 mg/kg) (115103-85-0, Med Chem Express, NJ, USA), an inhibitor of MRP2, was intraperitoneally administrated at dose of 8 mg/kg or equal volume of PBS at 2 h prior to corn oil or OA gavage; (5) sulfanitran (Sul, 30 mg/kg) (122-16-7, Med Chem Express, NJ, USA), an agonist of MRP2, was intraperitoneally administrated at dose of 30 mg/kg or equal volume of vehicle DMSO at 2 h prior to corn oil or OA gavage. All animals were fasted 12 h before execution. After successful modeling, blood and liver tissues were collected for subsequent analysis.

### Animal models of ANIT-induced cholestatic liver injury

ANIT-induced cholestatic liver injury was established by intragastric administration of α-naphthylisothiocyanate (ANIT) (551-06-4, Aladdin, Beijing, China) to male mice aged 6 weeks as previously described^54^. The ZnPP (20 mg/kg) was given to mice by intraperitoneal injection for consecutive 2 days once a day. Control and ANIT group were administrated normal saline each day accordingly. Except for the control group, other groups were treated with 60 mg/kg ANIT (dissolved in corn oil) after ZnPP injection on the first day, while the mice in the control group received intragastrical treatment with corn oil. All animals were sacrificed to collect serum and liver tissue at 48 h after ANIT treatment. All animals were fasted 12 h before execution. After successful modeling, blood and liver tissues were collected for subsequent analysis.

### Animal models of non-cholestatic liver injury

To model non-CLI, male mice aged 6 weeks were intraperitoneally injected with carbon tetrachloride (CCl_4_). The CCl_4_ (R051866, Rhawn, Shanghai, China) induced liver injury model was established as previously described^28,55^. To define the role of HO-1 in the non-CLI model, HO-1 inhibitor (ZnPP) was administered before being injected with CCl_4_ (10 μL/kg and 20 μL/kg, diluted in corn oil), and the mice in the control group were intraperitoneally injected with corn oil. To further determine the role of Nrf2 in non-CLI models, both WT mice and *Nrf2*^*−/−*^ mice were also intraperitoneally injected with CCl_4_ for 4 days. All animals were fasted 12 h before execution. After successful modeling, blood and liver tissues were collected for subsequent analysis.

### RNA-seq and data processing

Total RNA was extracted using Trizol reagent (Cat #15596018, Thermo Fisher). The integrity and purity of total RNA were evaluated using Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Cat #5067-1511, Agilent, CA, USA). A sequencing library was constructed using samples with RIN numbers greater than 7. Part of the specific analysis methods is described in the supplementary file. RNA quality testing, genome-wide library construction, sequencing, and result analysis were completed by Heyuan Biotechnology Co., Ltd. (Shanghai, China).

### Principal component analysis (PCA)

The principal component analysis was performed to analyze and reveal the structure/relationship of the samples based on data from RNA-seq by princomp function in R.

### Gene set enrichment analysis

Gene set enrichment analysis was performed using gene sets of GO terms to rank genes based on their expression change and to analyze the whole-genome changes. Gene sets with *p* values < 0.05 and false discovery rate (FDR) values < 0.25 were considered statistically significant. The outer circle contains upregulated genes, and the inner circle contains downregulated genes.

### KEGG pathway enrichment analysis

A KEGG pathway enrichment analysis was performed to analyze the differential expression genes through GSEA software (version 4.1.0). KEGG pathway annotations were downloaded from the KEGG database, and *p* values < 0.05 were considered statistically significant enrichment pathways.

### LC-MS quantification of liver UCB concentration

UCB concentrations were quantified using Liquid chromatography-mass spectrometry (LC-MS) (UltiMate 3000 RS, Q Exactive high-resolution mass spectrometer, Thermo, MA, USA). The sample was mixed with pure methanol, and the mixture was ground and centrifuged. After the final centrifugation steps, the supernatant was collected and filtered through a membrane using a 0.22 μ filter, and the filtrate was taken for analysis (suitable for LC-MS analysis). For LC separation, a Venusil C18 Plus (5 μm, 2.1 × 50 mm, Agela, DE, USA) was used with a flow rate of 0.4 mL/min at 40 °C. The injection volume was 5 µL. The mobile-phase solvents were 0.1% formic acid in water (A) and methanol (B). The gradient elution conditions were set at 20% B, linearly increased to 98% B during the next 2 min (min 0–2), and 98% B for 4 min (min 2–6), and finally linearly decreased to 20% B during the next 4.10 min (min 6–10.10), and 20% B lasted for 5 min (min 10.10–15.10). The electrospray ionization conditions for MS were set as follows: positive ion source; ion source voltage, 4000 V; collision gas, 50Arb; and auxiliary gas, 15Arb. The chromatogram collection and integration of compounds were processed using Xcalibur 4.0 (Thermo, MA, USA) software, and linear regression was performed with 1/x^2^ as the weighted coefficient.

### Measurements of liver injury

Serum concentrations of alanine aminotransferase (ALT), aspartate aminotransferase (AST), total bilirubin (TBIL), direct bilirubin (DBIL), alkaline phosphatase (ALP) and total bile acid (TBA) were measured using a microplate reader (Multiskan GO, Thermo Fisher Scientific, Waltham, MA), according to the manufacturer’s instructions.

### Iron assay

The iron levels in liver were determined using the Iron Assay Kit from Elabscience Biotechnology Co., Ltd (Wuhan, China) according to the manufacturer’s instructions. In brief, liver was rapidly homogenized in Extracting Solution and centrifuge at 12,000 ×*g* for 10 min at 4 °C to remove insoluble material. Approximately 300 μL samples were added to 150 μL Chromogenic Solution. And incubating in the dark for 10 min at 37 °C. Centrifuge at 12,000 ×*g* for 10 min at 4 °C to remove insoluble material. Approximately 300 μL reacted solution were added to a 96-well plate for iron measurement. Finally, the absorbance was measured at 593 nm, and a standard curve line was used for iron concentration calculation.

### Histological analysis

Histopathological analysis was performed as previously described methods^56^. Liver tissues were fixed in 10% neutral buffered formalin at room temperature, embedded in paraffin and cut into 3.5 μm sections, and then stained with hematoxylin and eosin (H&E). Images were captured by using a light microscope (Olympus, Tokyo, Japan) to analyze liver damage. Descriptions of pathological changes of liver tissues included, but were not limited to, necrosis, inflammation, ballooning, etc. Typical lesion areas in the image are marked with arrows or dashed circles in the report. Under light microscopy, necrosis manifests as detectable hepatocyte pyknosis, nuclear fragmentation, and karyolysis, which is indicated by yellow arrows or dashed circles in the images. Neutrophil infiltration can be seen under light microscopy, and the cell nuclei are dark purple, which is indicated by green arrows or dashed circles in the image. Under light microscopy, ballooning degeneration manifests as hepatocytes swelling into spherical shapes with almost transparent cytoplasm, which is indicated by black arrows in the image.

### Isolation and culture of primary hepatocytes

Primary hepatocytes were obtained from 6- to 8-week-old mice by using a modified two-step collagenase perfusion method. Briefly, mice were anesthetized and perfused with Hank’s balanced salt solution (HBSS, without Ca^2+^ and Mg^2+^) (abs9257, Absin, Shanghai China) containing 0.5 mM EGTA (E8050, Solarbio, Beijing, China) and digested with HBSS containing 0.04% collagenase Type IV (17104019, Gibco, New York, USA) via the portal vein. Then, the livers were excised, minced, and filtered. The cells were centrifuged 3 times at 50 × *g* for 4 min each to purify hepatocytes. Isolated hepatocytes were then cultured in Dulbecco’s Modified Eagle Medium Nutrient Mixture F-12 (DMEM/F12) (C11330500BT, Gibco, Grand Island, NY) supplemented with 10% fetal bovine serum (10099141C, Gibco, Grand Island, NY) and 1% penicillin-streptomycin (15140-122, Gibco, Grand Island, NY) at 37 °C with an environment of 5% CO_2_.

### Cell culture and treatment

Alpha mouse liver 12 (*AML12*) cells were purchased from Procell Life (CL-0602, Wuhan, China). The *AML12* cells were cultured in DMEM/F12 (with 10% FBS, 1% penicillin/streptomycin, 10 μg/mL insulin, 5.5 μg/mL transferrin, 5 ng/mL selenium, and 40 ng/mL dexamethasone) in a humidified environment at 37 °C and 5% CO_2_. Unconjugated bilirubin (UCB) (14370, Sigma-Aldrich, St. Louis, MO, USA) was utilized in the treatment of cells, and was prepared according to the article by Granato et al.^57^. The UCB solution was diluted with DMEM/F12 medium containing 5% FBS to prepare working solutions of 50 μM, 100 μM, and 200 μM. The molar ratios of UCB to albumin were 2.75, 5.5, and 11, respectively. In this study, OA, BMS-986020 (BMS) (HY-100619, Med Chem Express, NJ, USA), MK-571 and resveratrol (Res) (R5010, Sigma-Aldrich, St. Louis, MO, USA) were added 2 h before UCB (100 μM) administration.

### siRNA transfection

The Nrf2 siRNA kit was purchased from Ruibo Biotechnology Co., Ltd (Guangzhou, China). *AML12* cells were transfected with siRNA according to the manufacturer’s protocol. *AML12* cells were seeded at a density of 0.6 × 10^5^ cells/well in 12-well plates, and cells were transfected with Nrf2-siRNA using Lipofectamine 2000 reagent at a final concentration of 50 nmol/L. Then, cells were incubated with normal medium for 48 h to determine the knockdown efficiency. The specific synthesized Nrf2 siRNA sequence is: GATGGACTTGGAGTTGCCA.

### Lentiviral transfection

HBLV-ZsGreen-PURO fragment was selected as the cloning vector. The titer of lentivirus was maintained at 4 × 10^8^. Lentivirus (LV) containing SOD2 was purchased from Hanbio (Shanghai, China). HBLV-Scramble or HBLV-SOD2 (MOI: 50) was transfected into *AML12* cells according to the manufacturer’s protocol. Then, cells were selected with puromycin (6 μg/mL). Green fluorescence and western blotting were conducted to determine the transfection efficiency of LV-SOD2 in *AML12* cells.

### Real-time quantitative polymerase chain reaction analysis

Total RNA was prepared from cultured cells, mouse liver tissues and human blood samples using TRIzol® reagent (Takara, Tokyo, Japan) according to the manufacturer’s instructions. Total RNA content and purity were measured by Ultra Micro Spectrophotometer (ND2000, Thermo Fisher Scientific, MA, USA). cDNA was synthesized with 1 µg RNA using the PrimeScript™ RT Reagent Kit (Takara, Tokyo, Japan). The real-time qPCR apparatus (CFX Connect, Bio-Rad, CA, USA) was used for PCR amplification. The *GAPDH* was used as the internal reference gene for data normalization. Specific primer sequences for all genes are shown in Supplementary Table 2.

### Western blotting analysis

Liver tissues (30-50 mg) and cultured cells were prepared in lysis buffer containing 1% of PMSF and 1% phosphatase inhibitor, followed by centrifugation (12,000 × *g*, 10 min, 4 °C), and the protein concentration was determined by the BCA Protein Assay Kit (P0012, Beyotime, Shanghai, China). Thirty micrograms of protein per lane were separated by 10% SDS-PAGE gels and electrophoretically transferred onto polyvinylidene fluoride (PVDF) membranes. Membranes are further blocked with 5% skimmed milk for 2 h at room temperature and incubated overnight with primary antibodies at 4 °C. Then, the membranes were incubated with appropriate horseradish peroxidase (1:5000, Proteintech, China) conjugated secondary antibodies for 50 min at room temperature. The protein blots were detected by enhanced chemiluminescence (ECL) reagent (7 Sea Biotech, China) with a chemiluminescence detection system (Bio-Rad, Chemi Doc, CA, USA). The antibodies used are listed in Supplementary Table 3.

### Immunohistochemistry

Mouse liver tissues were fixed in 4% formalin overnight and embedded in paraffin. Tissue slicing (3 μm) dewaxing and antigen (citrate) repair were performed. Tissue sections were treated with 3% hydrogen peroxide (PV-6001, ZSGB-BIO, Beijing, China) for 15 min, and blocked with goat serum for 30 min. Tissue sections were incubated with the primary antibody anti-HO-1 (1:200) overnight at 4 °C. After overnight incubation, the slides were washed and the sections were incubated with appropriate horseradish peroxidase (1:5000, Proteintech, China) conjugated secondary antibody for 30 min at room temperature. Then the slices were incubated with diaminobenzidine (DAB) (ZLI-9018, ZSGB-BIO, Beijing, China) for 3 min, stained with hematoxylin for 3 min, rinsed for 10 min, and then dehydrated and sealed with neutral gum. Finally, the sections were visualized by a microscope at a magnification of ×40.

### Mitochondrial ROS analysis

MitoSOX (M36008, Molecular Probes, SV, USA) is commonly used in cellular systems to detect mitochondrial ROS formation^58^. Upon the completion of treatment, cells were incubated with 8 μM Mito-SOX Red probe at 37 °C for 45 min, and then washed three times with PBS. Images were captured by using an inverted fluorescence microscope (Olympus, Tokyo, Japan) and analyzed with the ImageJ software (National Institutes of Health).

### Analysis of mitochondrial membrane potential (ΔΨm)

After the completion of the treatment, cells were washed with PBS and stained with JC-1 (M8650, Solarbio, Beijing, China) according to the manufacturer’s instructions^59^. The fluorescence was detected using a spectral scanning multifunctional microplate reader (Vorioskan Lux, Thermo Fisher Scientific, MA, USA). Data was analyzed by measuring the ratio of red to green fluorescence.

### Measurement of oxygen consumption

Oxygen consumption of *AML12* cells was measured at 37 °C in a high-resolution oxygraph (Oxygraph-2k Oroboros Instruments, Austria)^60^. Briefly, cells (8.0 × 10^5^ cells) were seeded in 60 mm culture plates and treated with UCB (50 and 100 μM) for 12 h. Upon the completion of the treatments, cells were harvested via standard trypsinization, and were then resuspended in DMEM/F12 medium without serum for respirometry. For the measurements of oxygen consumption, 2.5 mL of cell suspension (2 × 10^6^ cells) was applied to the closed chamber with a magnetic stirring. The oxygen consumption was continuously recorded for 30 min. Oxygen flux (pmol O_2_/s/10^6^ cells), being directly proportional to oxygen consumption, was recorded and calculated using DatLab software.

### Statistics and reproducibility

All graphs display individual data points, representing individual readings for each sample. The legend specifies the sample size and number of repetitions. All data are shown as mean ± standard error (SEM). Before analyzing all results, the Shapiro-Wilk test was conducted to determine normality. If the Shapiro-Wilk test result was *p* > 0.05, the data was deemed to be close to normal distribution. Student’s t-test was used for statistical evaluation of the comparison between two groups that had a normal distribution. Data from multiple groups were compared using one-way ANOVA if they followed a normal distribution. Tukey’s post hoc test was used for analysis of data meeting the homogeneity of variance assessment, or Games Howell analysis for heterogeneous data was used for data from multiple groups if they followed a normal distribution. If the Shapiro-Wilk test result was *p* < 0.05, the distribution was not normal, and nonparametric tests were employed. Image Lab was used to process and quantitatively evaluate protein bands. The specific RNA-seq analysis method can be found in the supplemental materials. SPSS (version 23.0, SPSS Inc., USA) and GraphPad prism (version 8.0, GraphPad Inc., USA) were used for statistical analyses. Differences were considered statistically significant at *p* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

reporting summary

## Data Availability

The RNA sequencing data has been deposited in GEO under the accession number GSE263093. All other data supporting the results and conclusions of this paper are available in the paper and its Supplementary Information. The source data behind the graphs can be found in Supplementary Data 1. The processed sequencing data can be found in Supplementary Data 2. The source data of human samples (including the source data for Fig. 7, Supplementary Table 1 and samples information) can be found in Supplementary Data 3. Uncropped images of the gel can be found in Supplementary Fig. 9.

# Supplementary material for: Activation of Nrf2/HO-1 signaling pathway exacerbates cholestatic liver injury
**Source:** Commun Biol. 2024 May 23;7:621. doi: 10.1038/s42003-024-06243-0
**Supplement:** Supplementary file 2 — Supplementary Information

Activation of Nrf2/HO-1 signaling pathway exacerbates cholestatic liver injury

Yi Wang^{1,2,#}, Xiaolong Fu^{1,2,#}, Li Zeng^{1,2}, Yan Hu^{1,2}, Rongyang Gao^{1,2}, Siting Xian^{1,2}, Songjie Liao^{1,2}, Jianxiang Huang^{1,2}, Yonggang Yang^{1,2}, Jilong Liu³, Hai Jin⁴, James Klaunig⁵, Yuanfu Lu^{1,2,*} & Shaoyu Zhou^{1,2,*}

#These authors contributed equally to this work.

Dr. Shaoyu Zhou or Dr Yuanfu Lu

Supplementary Figure 1

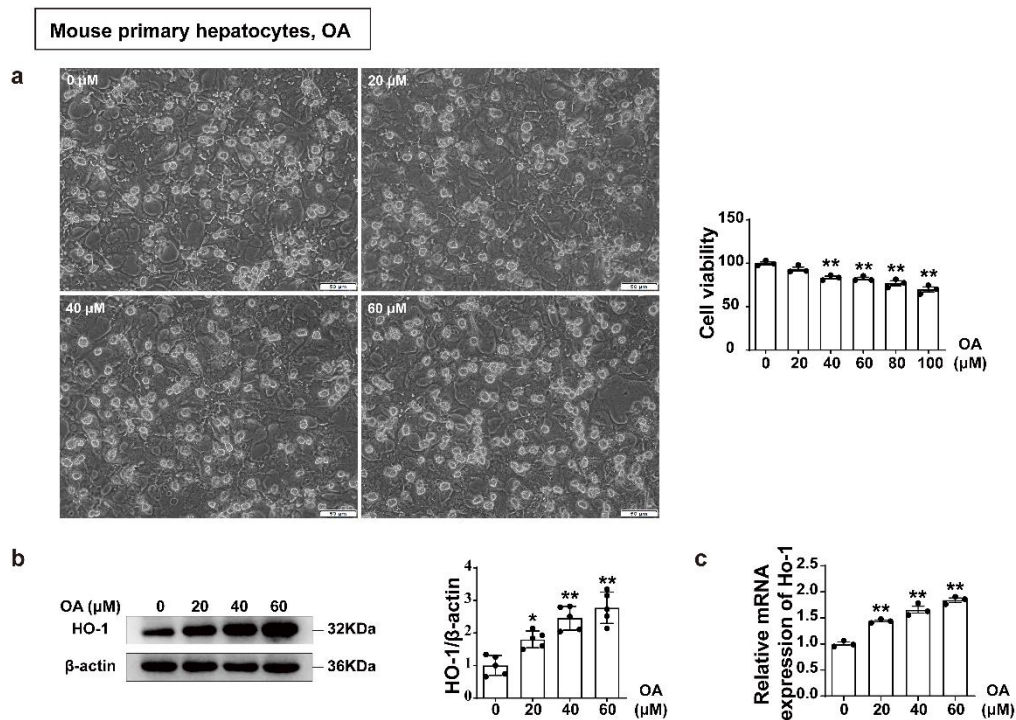

Supplementary Figure 1. Expression of HO-1 protein and mRNA in mouse primary hepatocytes. **a** Cell morphology and cell viability (n=3). **b** Protein expression level of HO-1 (n=5). **c** mRNA expression level of *Ho-1* (n=3). One-way ANOVA (**b**, **c**) with Tukey's post hoc test or nonparametric tests (**a**) was used. The data is shown as the Mean $\pm$ SEM. * $p < 0.05$, ** $p < 0.01$, significant difference compared to the control group. HO-1, heme oxygenase-1; OA, oleanolic acid.

Supplementary Figure 2

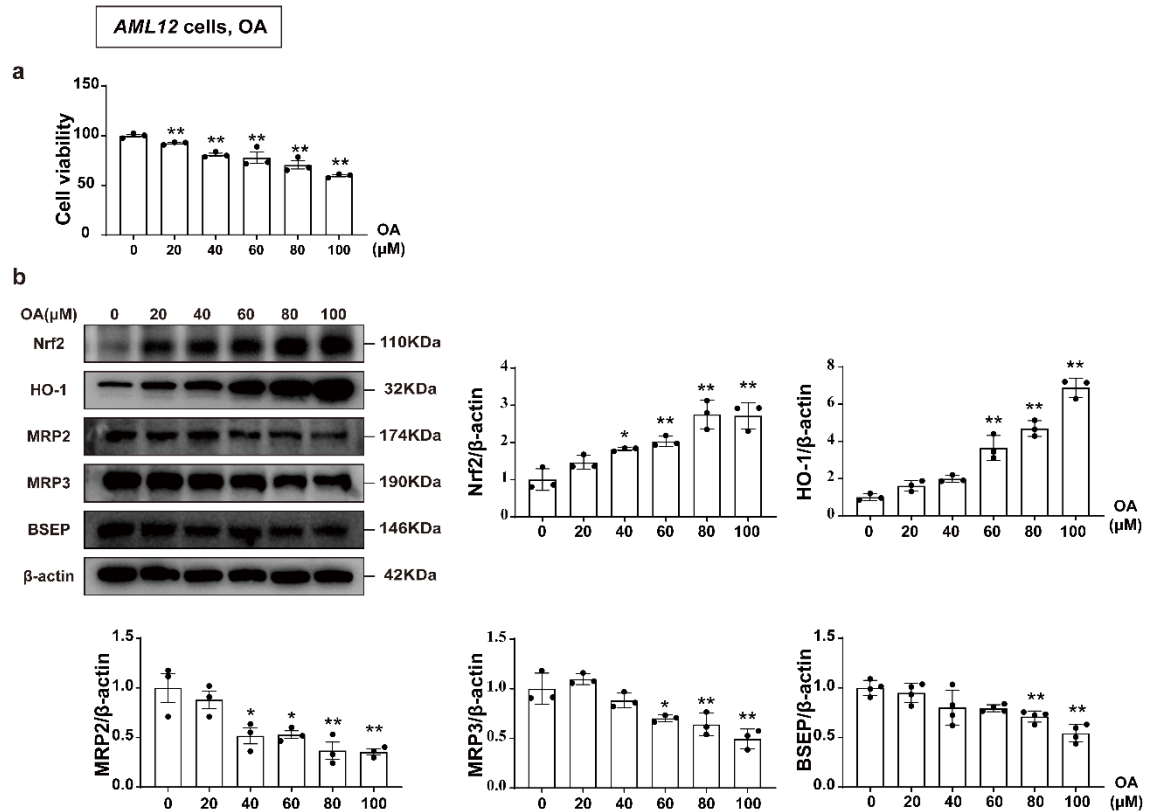

Supplementary Figure 2. Expression of Nrf2, HO-1 and hepatobiliary transporters in AML12 cells. **a** Cell viability (n=3). **b** Protein level of Nrf2, HO-1, MRP2, MRP3 and BSEP (n=3-4). One-way ANOVA (**a, b**) with Tukey's post hoc test or Games-Howell analysis or nonparametric statistical test was used. The data are shown as the Mean $\pm$ SEM. * $p < 0.05$, ** $p < 0.01$, significant difference compared to the control group. BSEP, bile salt export pump; HO-1, heme oxygenase-1; MRP, multidrug resistance protein; Nrf2, nuclear factor erythroid 2-related factor 2; OA, oleanolic acid.

Supplementary Figure 3

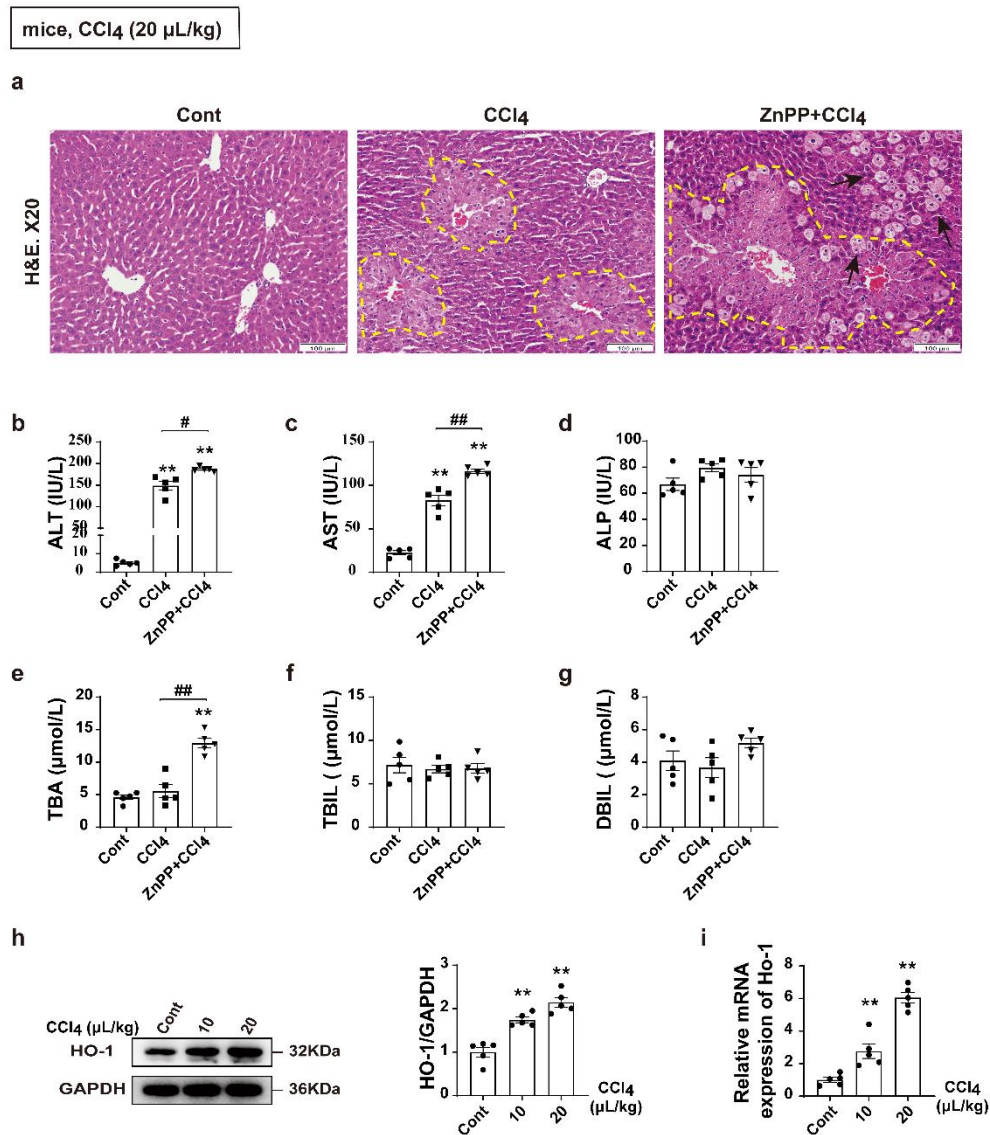

Supplementary Figure 3. HO-1 expression in mice with CCl₄-induced cholestatic liver injury. **a** Representative images of H&E staining (scale bar, 100 μ m) (n=5). Ballooning degeneration (black arrows) and hepatocyte necrosis (yellow dashed circles). **b-g** Serum contents of ALT, AST, ALP, TBA, TBIL and DBIL (n=5). **h, i** Protein and mRNA expression level of HO-1 (n=5). Student's t test and nonparametric tests were used. The data are shown as the Mean $\pm$ SEM. * p < 0.05, ** p < 0.01, significant difference compared to the control group; # p < 0.05, ## p < 0.01, significant difference between the CCl₄ alone group and the ZnPP-combined group. ALT, alanine aminotransferase; AST, aspartate aminotransferase; DBIL, direct

bilirubin; H&E, hematoxylin and eosin; HO-1, heme oxygenase-1; TBA, total bile acid; TBIL, total bilirubin.

Supplementary Figure 4

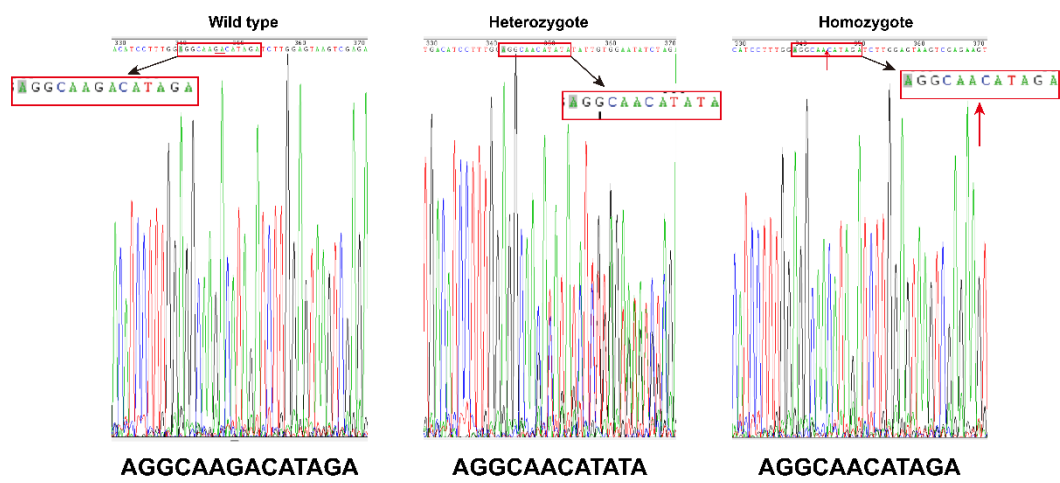

Supplementary Figure 4. Gene identification of Nrf2 knockout mice.

Supplementary Figure 5

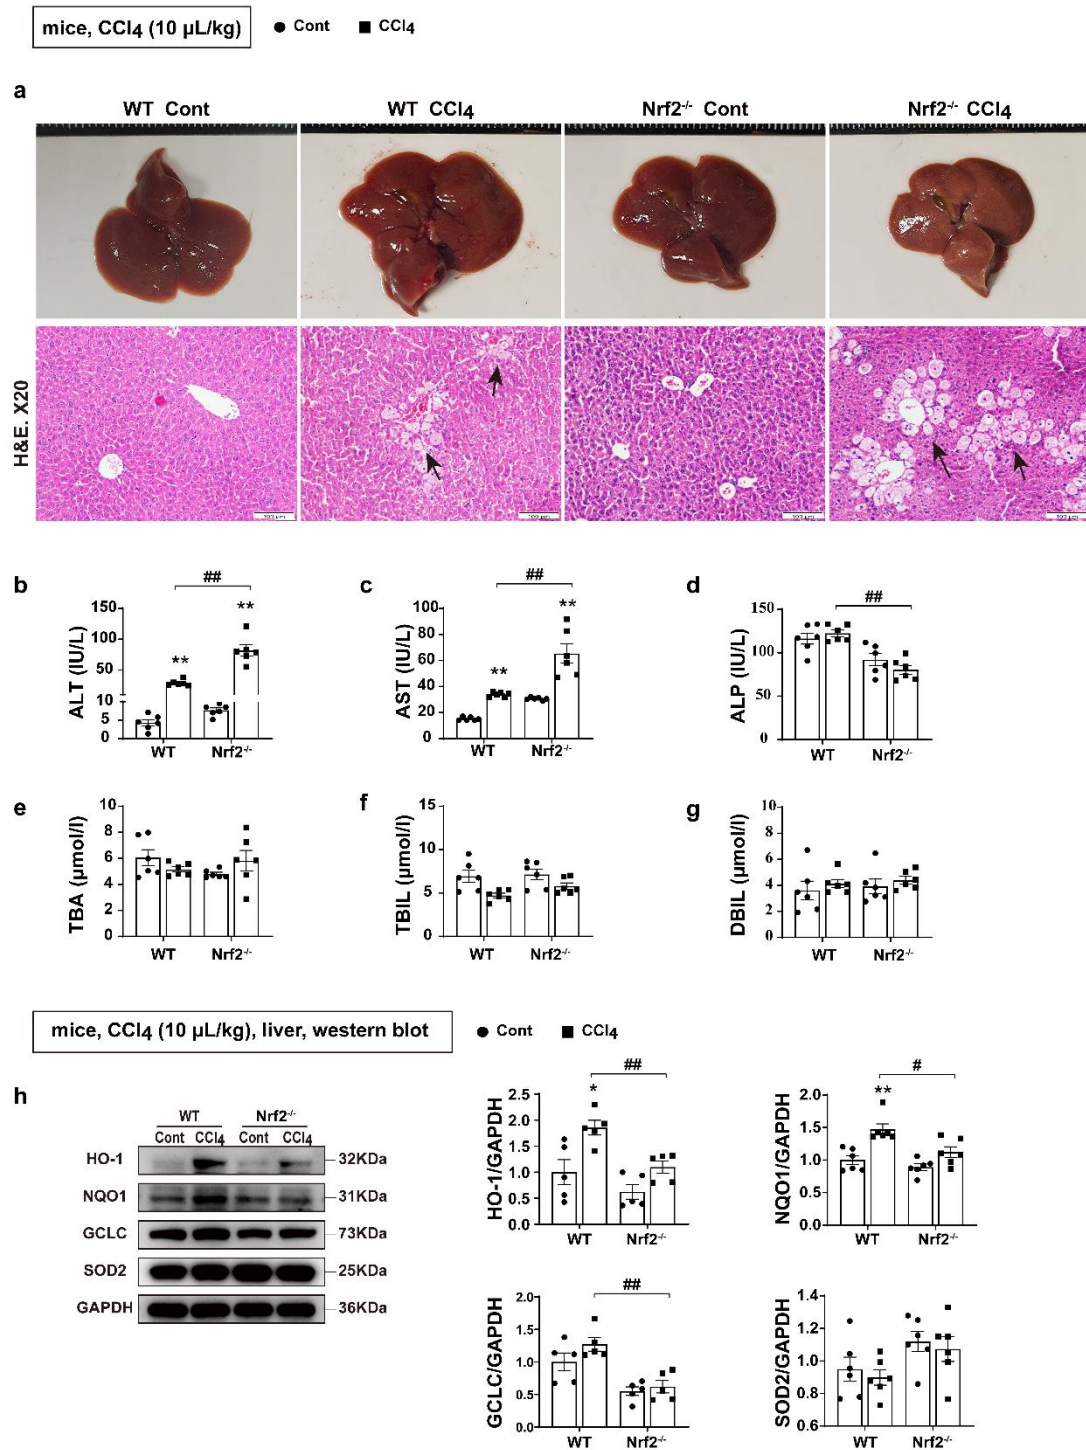

Supplementary Figure 5. Expression of Nrf2/HO-1 mediated antioxidant proteins in liver mice with CCl₄-induced liver injury. **a** Representative images of liver gross examination and H&E staining (scale bar, 100 μ m) (n=6). Ballooning

degeneration (black arrows). **b-h** Serum contents of ALT, AST, ALP, TBA, TBIL and DBIL (n=6). **i** Protein expression level of HO-1, NQO1, GCLC and SOD2 in liver tissues (n=5-6). Student's t test (**b-i**) and nonparametric tests (**i**: NQO1/GAPDH) were used. The data are shown as the Mean $\pm$ SEM. * $p < 0.05$, ** $p < 0.01$, significant difference compared to the control group; # $p < 0.05$, ## $p < 0.01$, significant difference between the WT CCl₄ group and the *Nrf2*^{-/-} CCl₄ group. ALP, alkaline phosphatase; ALT, alanine aminotransferase; AST, aspartate aminotransferase; CCl₄, carbon tetrachloride; DBIL, direct bilirubin; GCLC, glutamate-cysteine ligase catalytic subunit; H&E, hematoxylin and eosin; HO-1, heme oxygenase-1; NQO1, NAD(P)H-quinone oxidoreductase 1; SOD2, superoxide dismutase 2; TBA, total bile acid; TBIL, total bilirubin.

Supplementary Figure 6

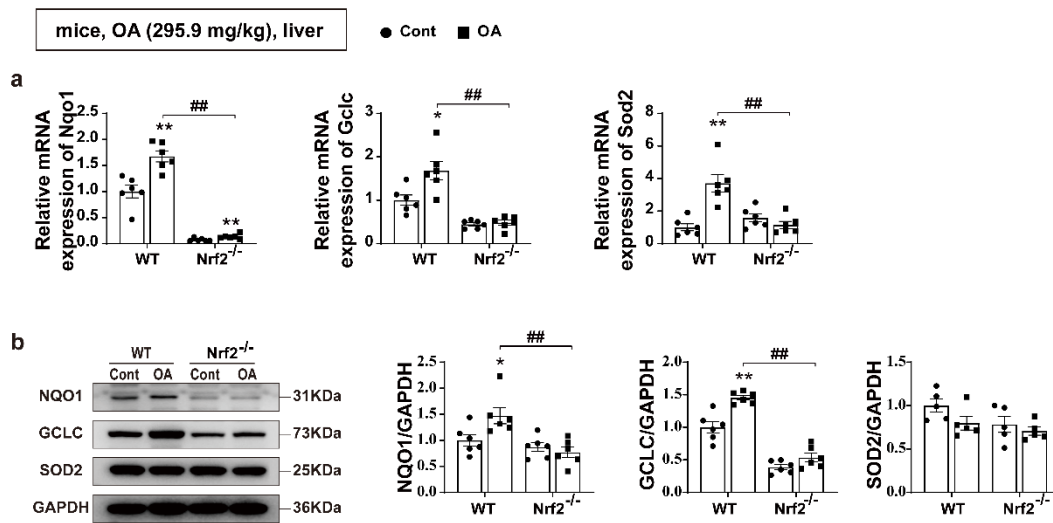

Supplementary Figure 6. Nrf2/HO-1 mediated expression of antioxidant proteins and genes in mice with OA-induced cholestatic liver injury. a The mRNA expression level of *Nqo1*, *Gclc* and *Sod2* (n=6). **b** Protein expression level of NQO1, GCLC and SOD2 (n=5-6). Student's t test (**a**, **b**, **c**) was used. The data are shown as the Mean $\pm$ SEM. * $p < 0.05$, ** $p < 0.01$, significant difference compared to the control group; # $p < 0.05$, ## $p < 0.01$, significant difference between the WT OA group and the *Nrf2*^{-/-} OA group. GCLC, glutamate-cysteine ligase catalytic subunit; NQO1, NAD(P)H-quinone oxidoreductase 1; OA, oleanolic acid; SOD2, superoxide dismutase 2.

Supplementary Figure 7

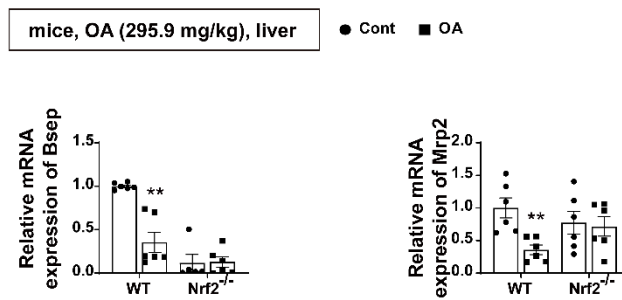

Supplementary Figure 7. Nrf2/HO-1 mediated mRNA expression of *Bsep* and *Mrp2* in the liver of mice with OA-induced cholestatic liver injury (n=5-6). Student's t test was used. The data are shown as the Mean ± SEM. * $p < 0.05$, ** $p < 0.01$, significant difference compared to the control group. BSEP, bile salt export pump; MRP, multidrug resistance protein.

Supplementary Figure 8

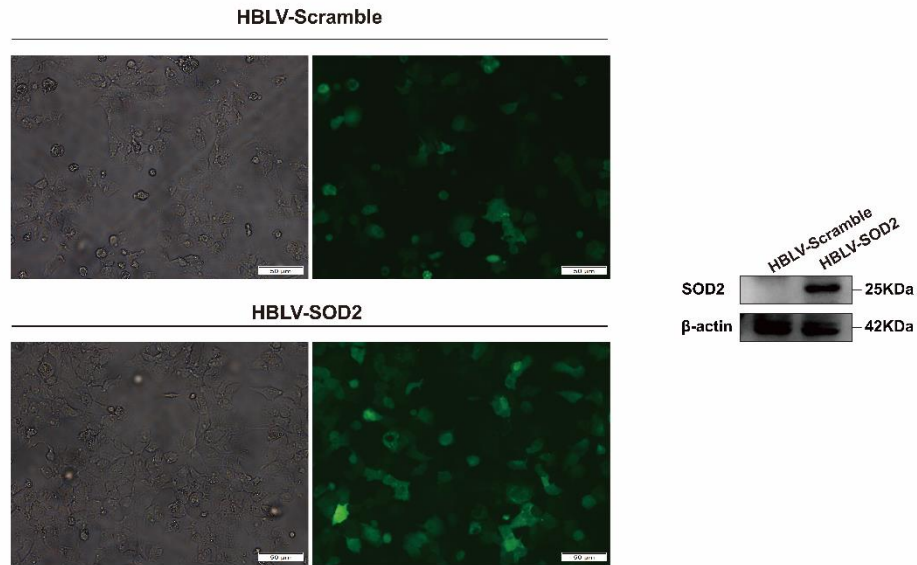

Supplementary Figure 8. The transfection efficiency of LV-SOD2 in *AML12* cells. Representative green fluorescence and western blotting were conducted to assess the transfection efficiency of LV-SOD2 in *AML12* cells. Green fluorescence indicates the expression of SOD2. SOD2, superoxide dismutase 2.

Supplementary Figure 9

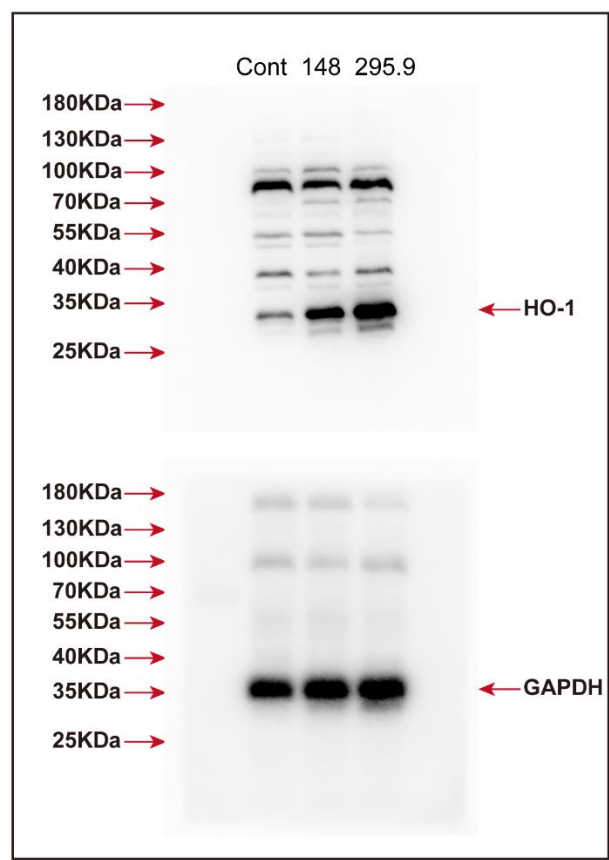

a) Uncropped gel images of Figure 1i

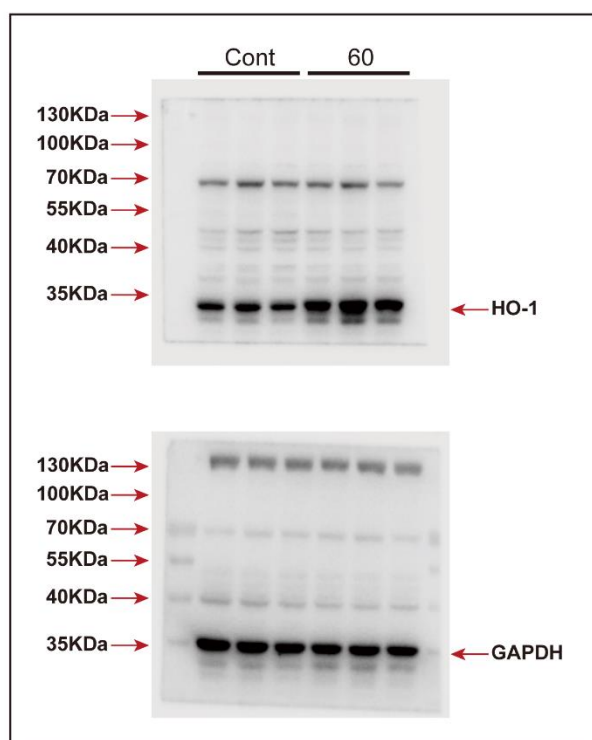

b) Uncropped gel images of Figure 1l

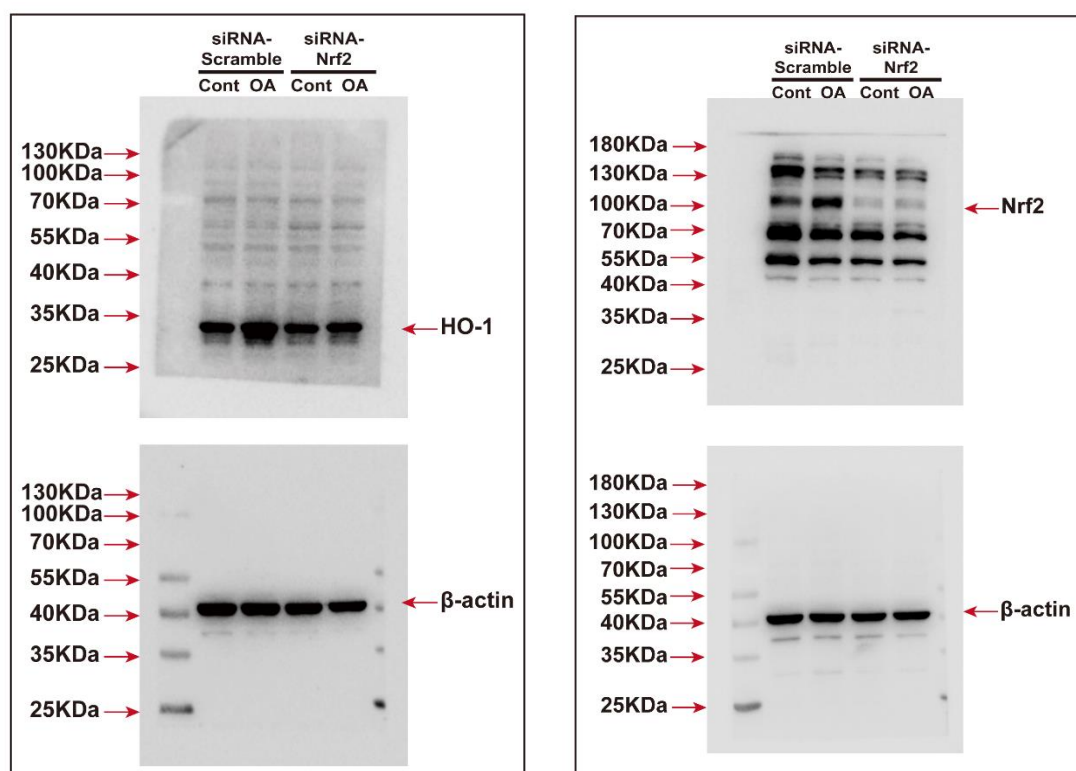

c) Uncropped gel images of Figure 2b

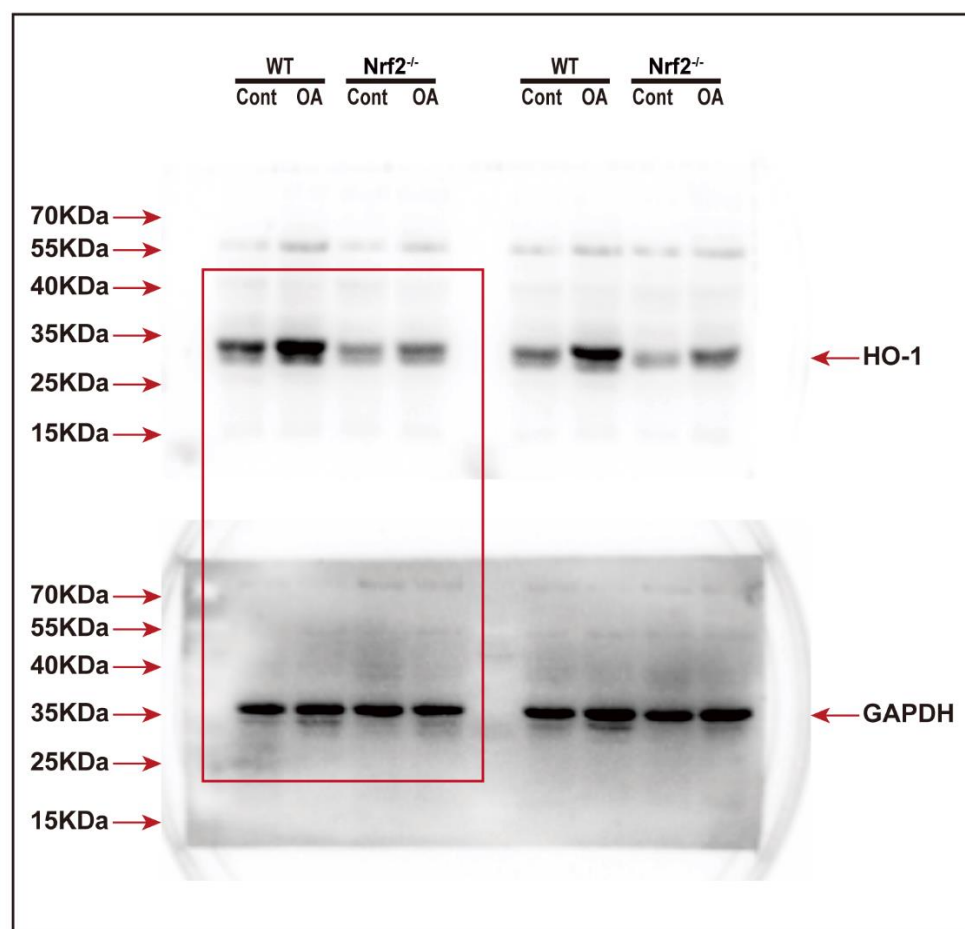

d) Uncropped gel images of Figure 2m

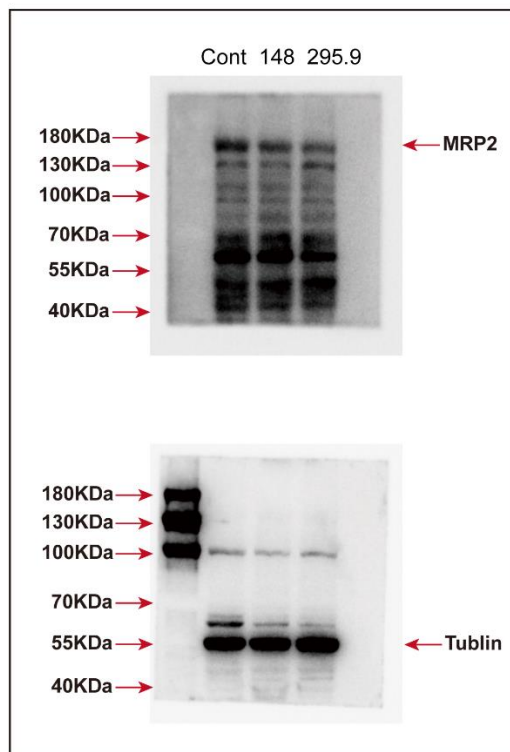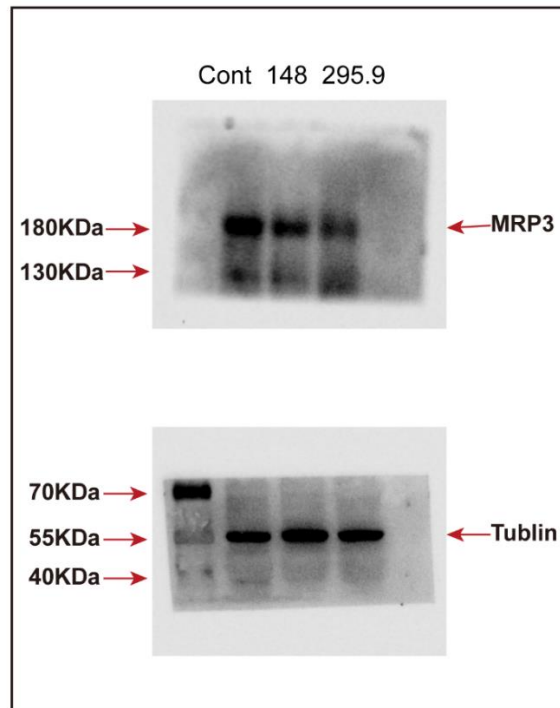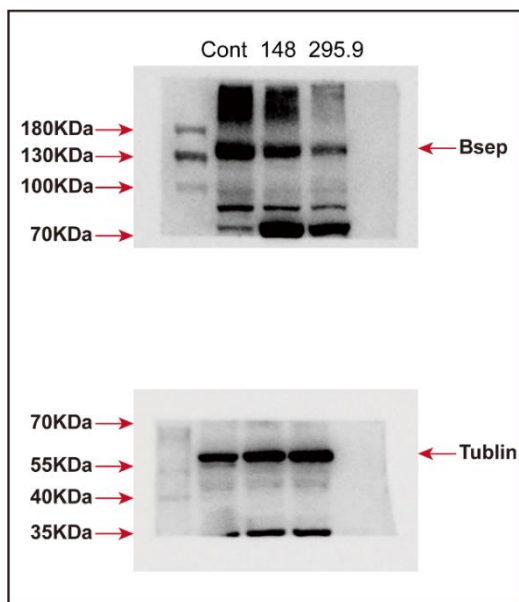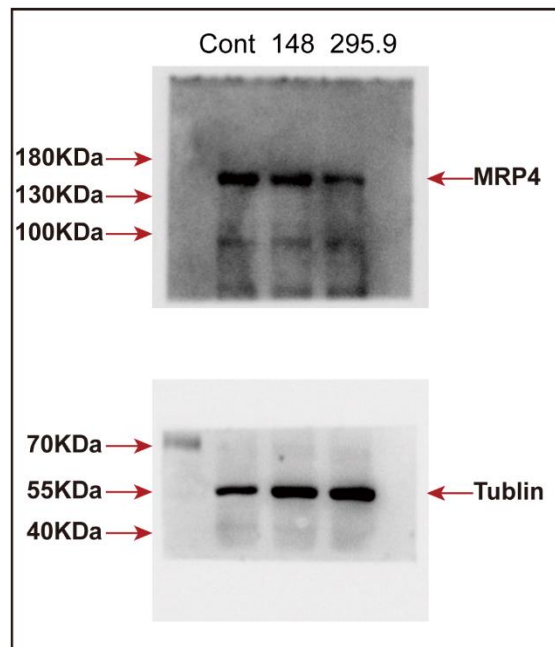

e) Uncropped gel images of Figure 4a

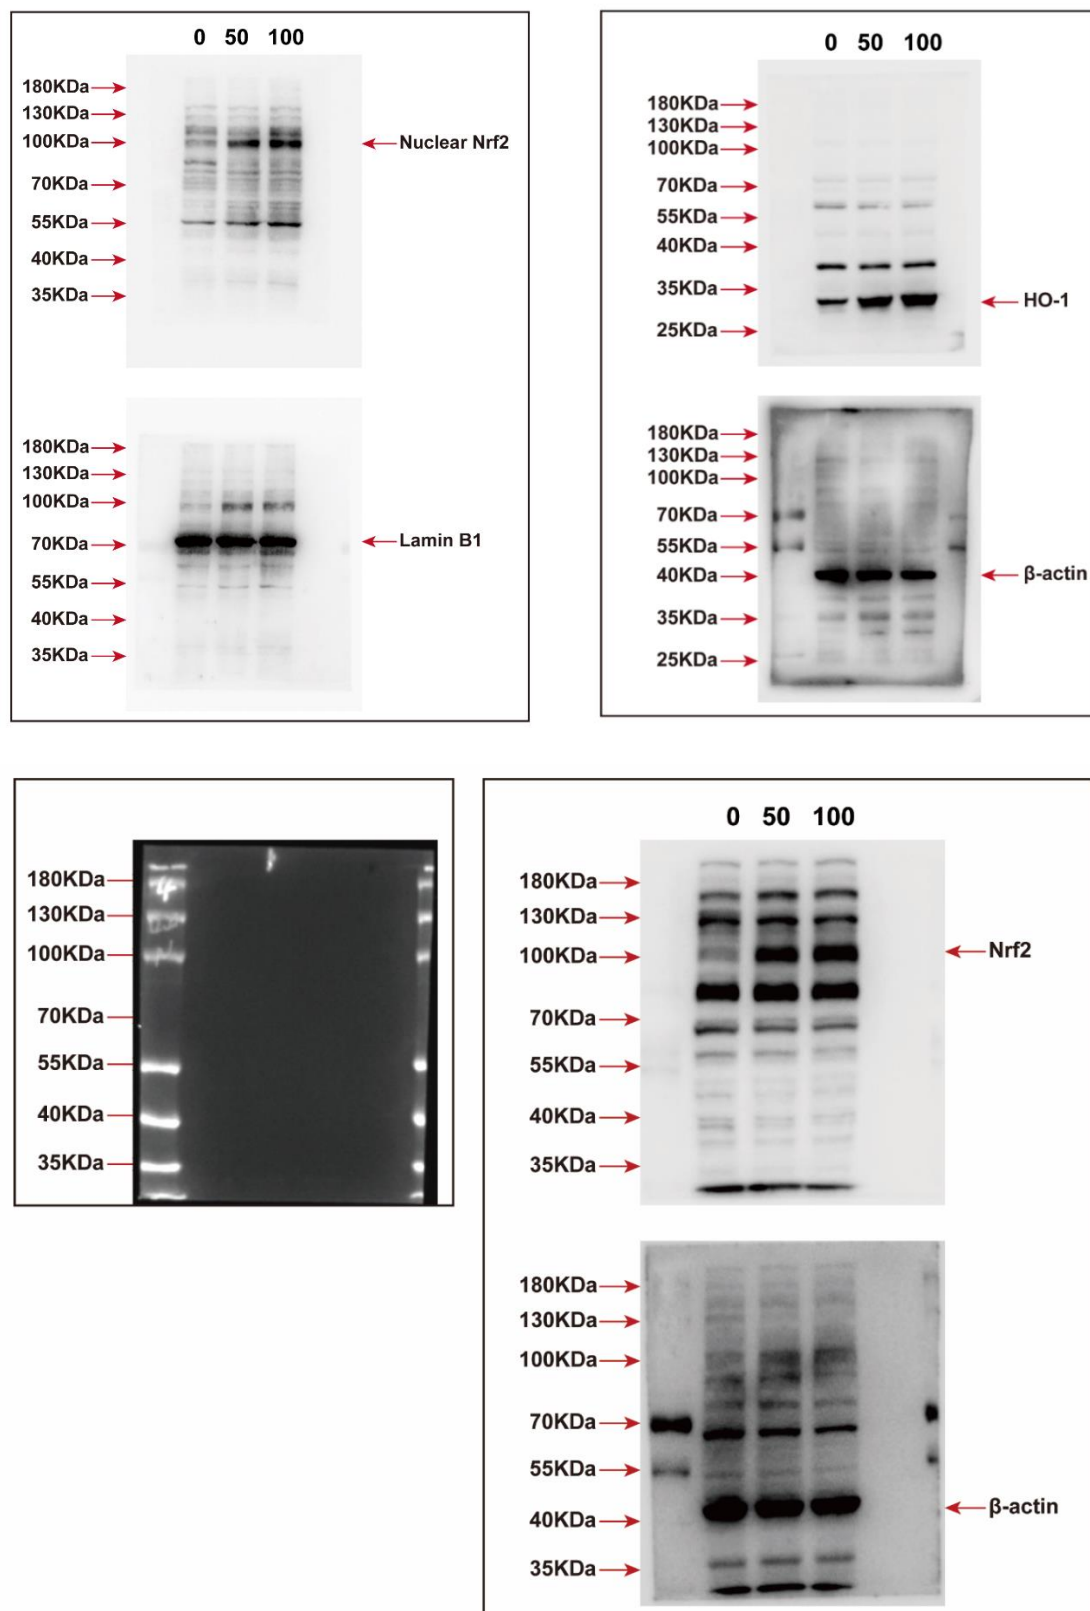

f) Uncropped gel images of Figure 5g

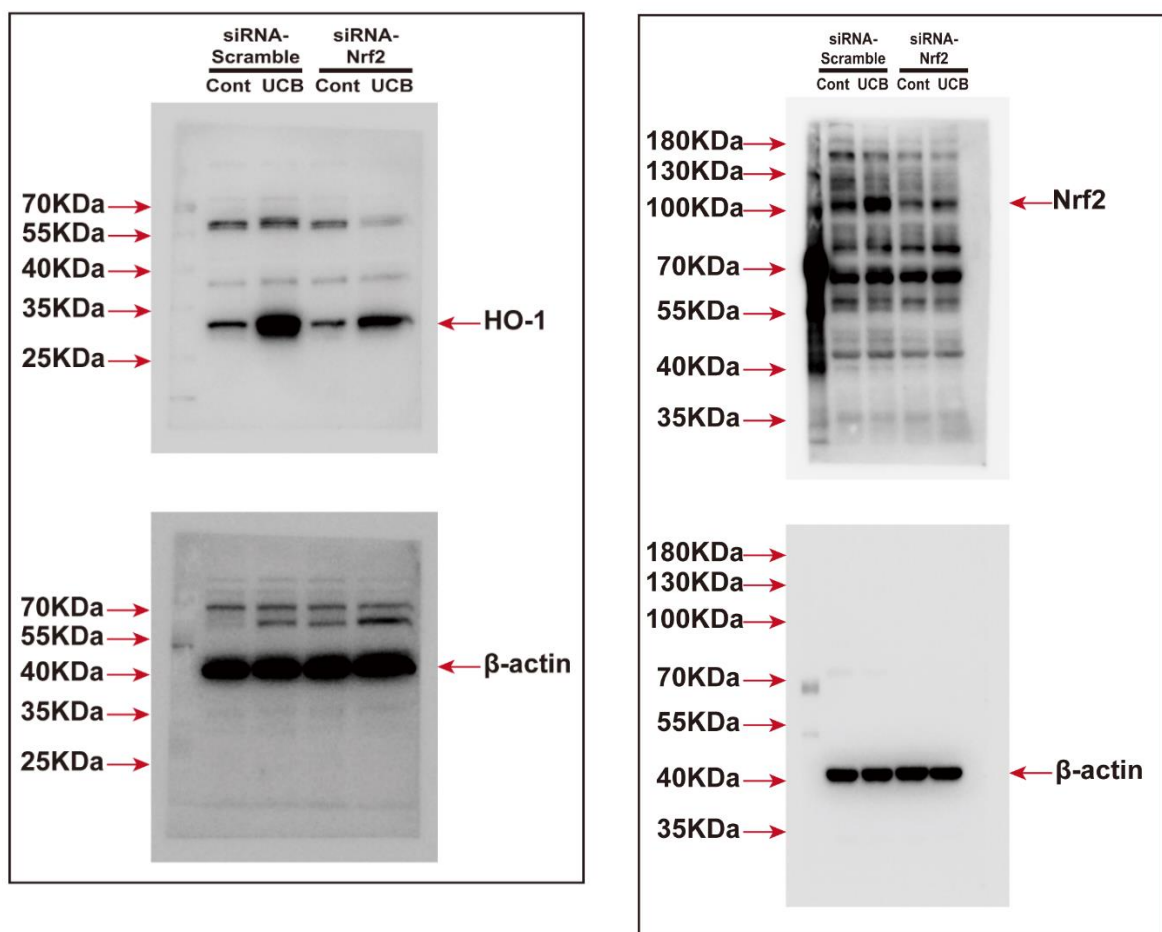

g) Uncropped gel images of Figure 8a

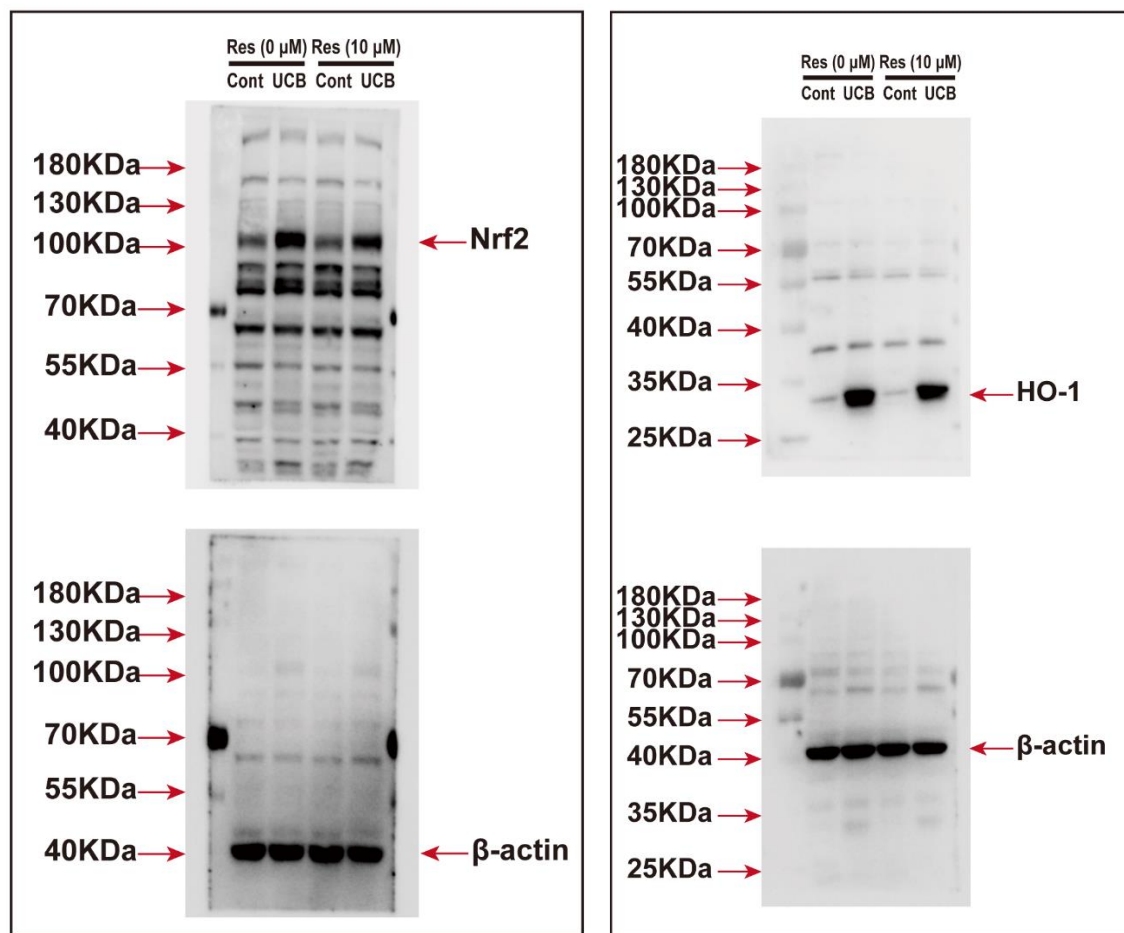

h) Uncropped gel images of Figure 8c

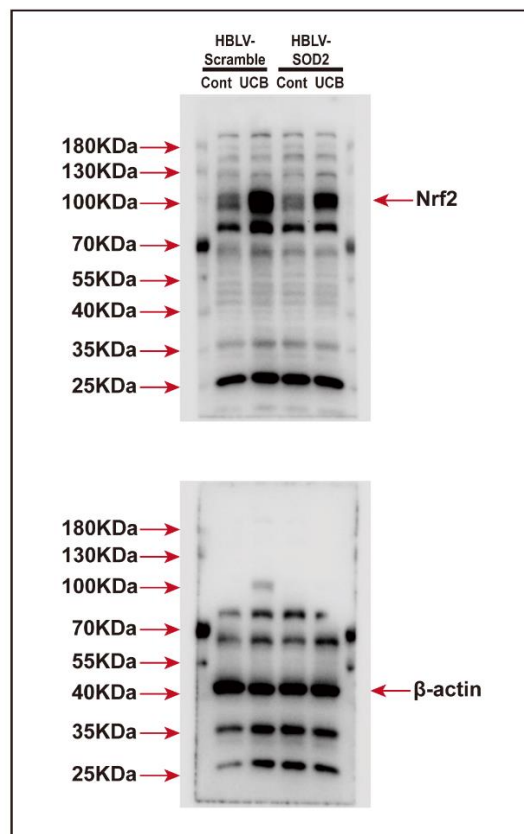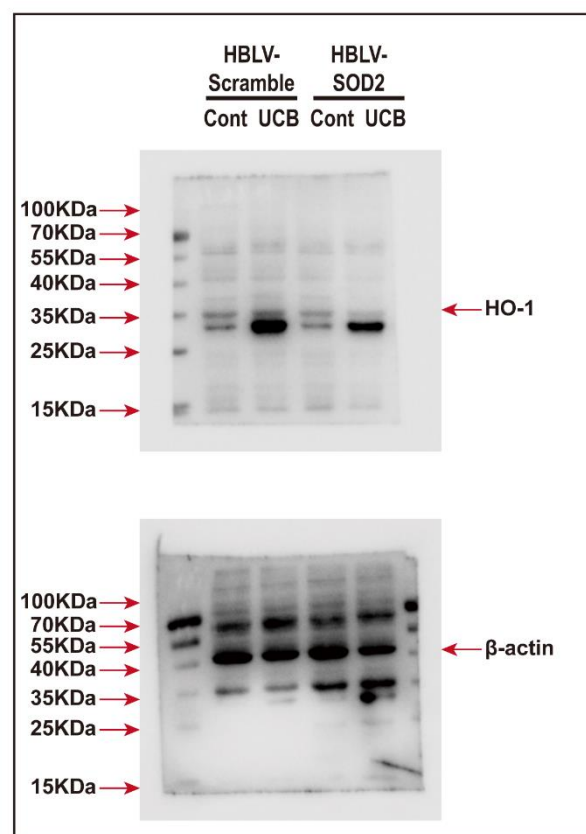

i) Uncropped gel images of Figure 8e

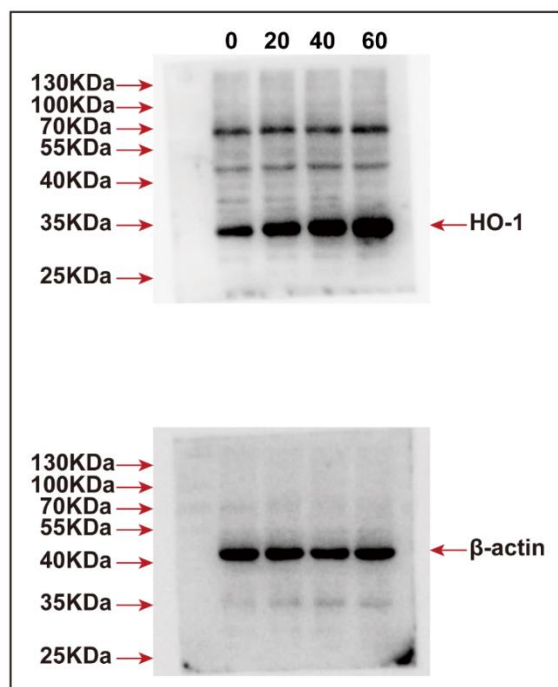

j) Uncropped gel images of Figure S1b

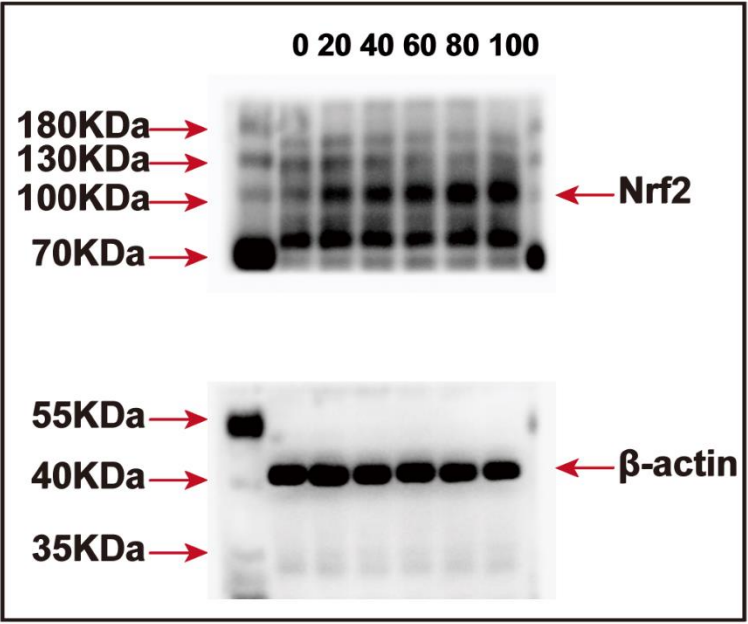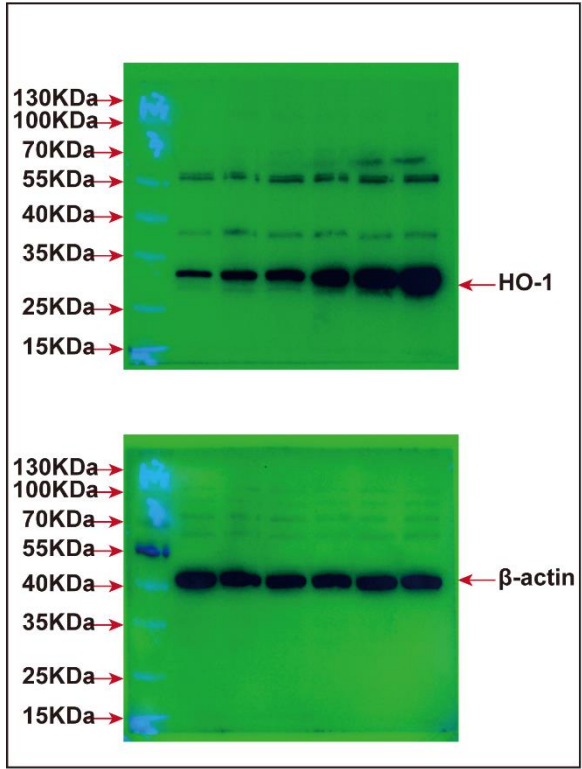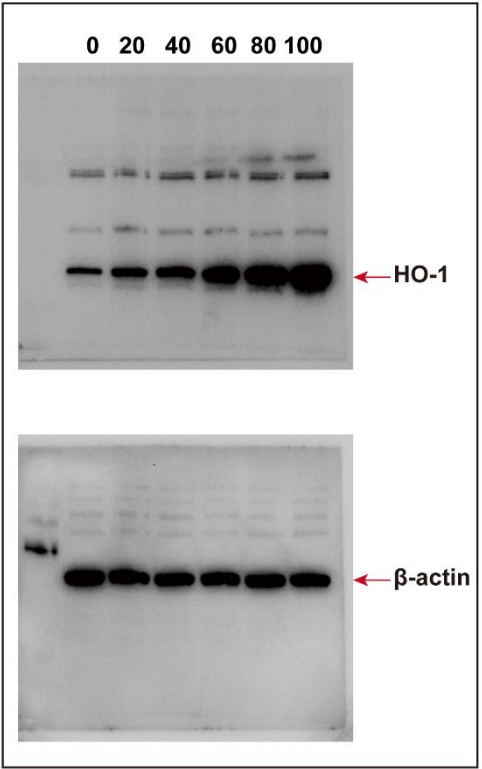

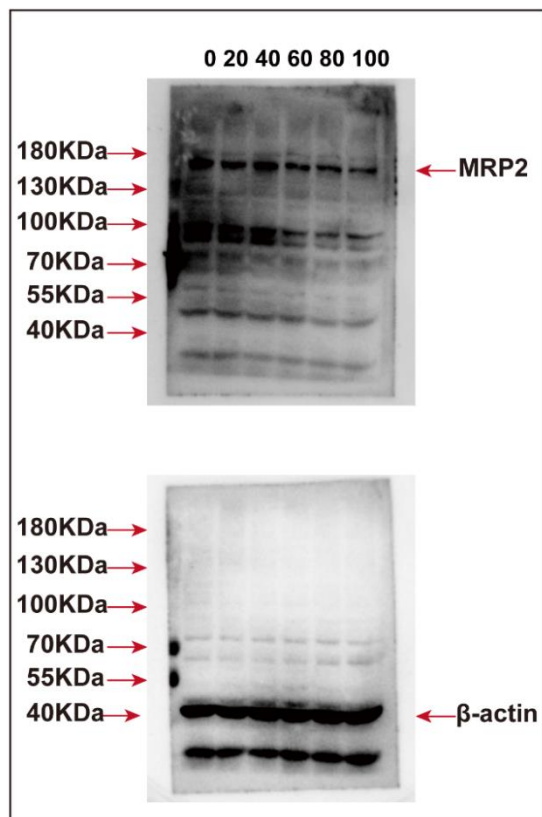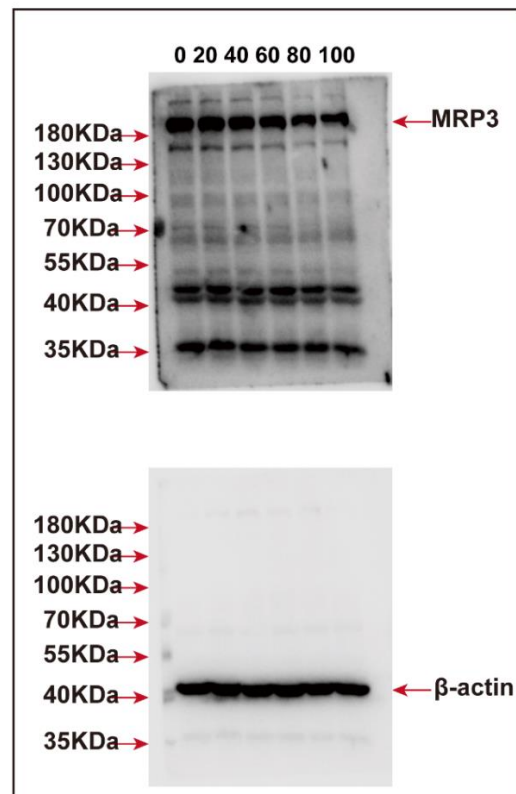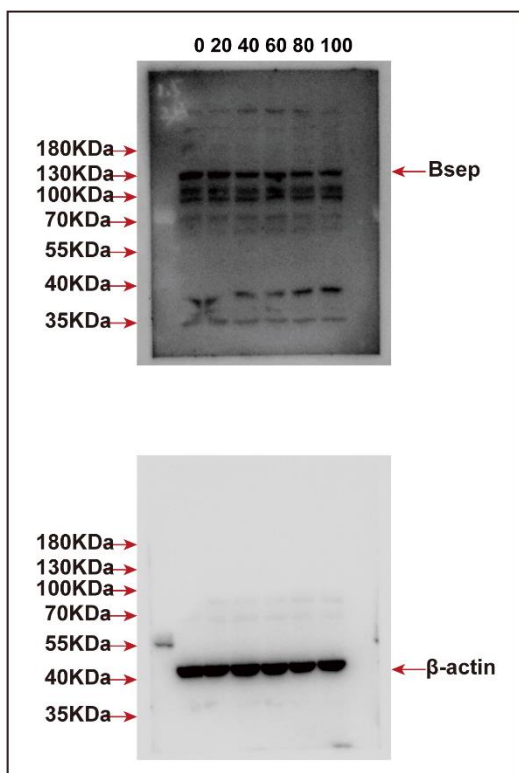

k) Uncropped gel images of Figure S2b

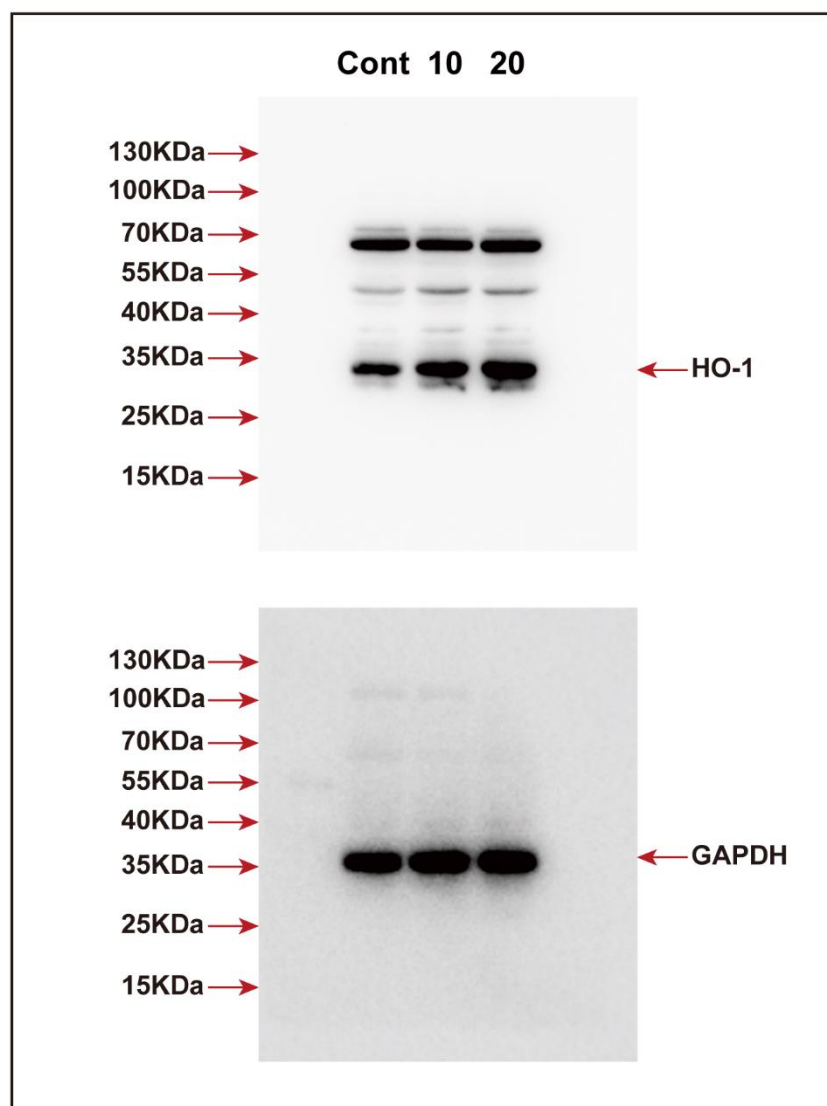

I) Uncropped gel images of Figure S3h

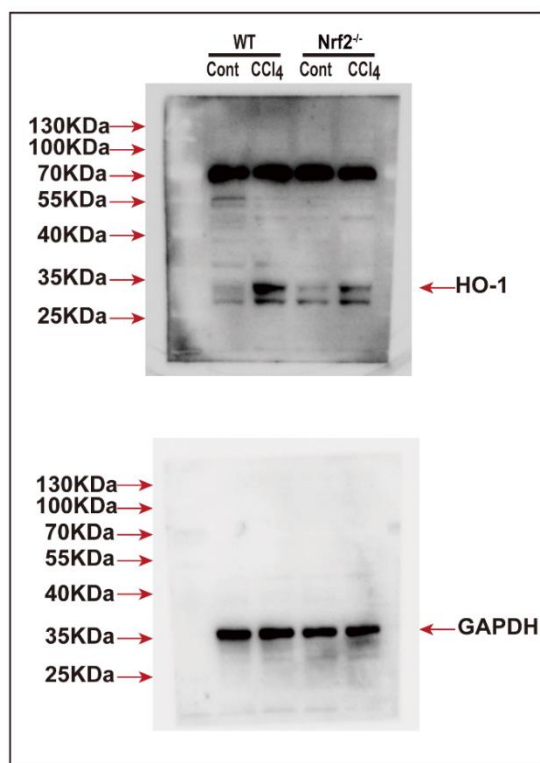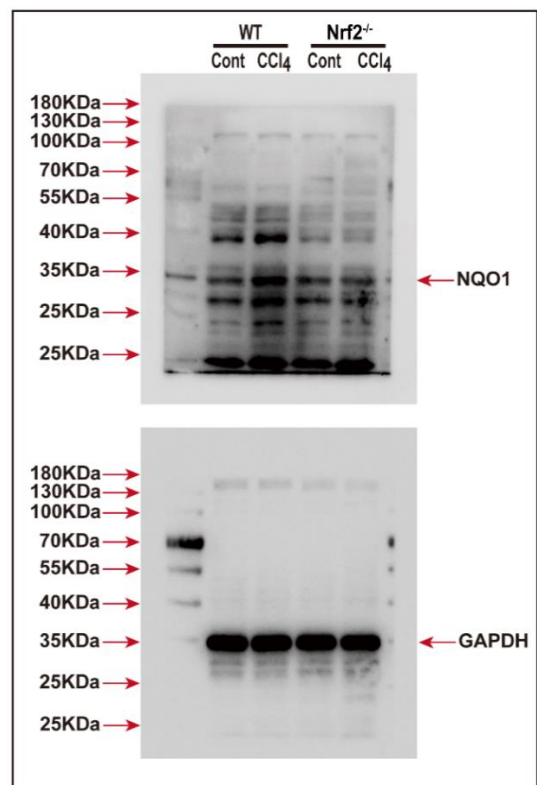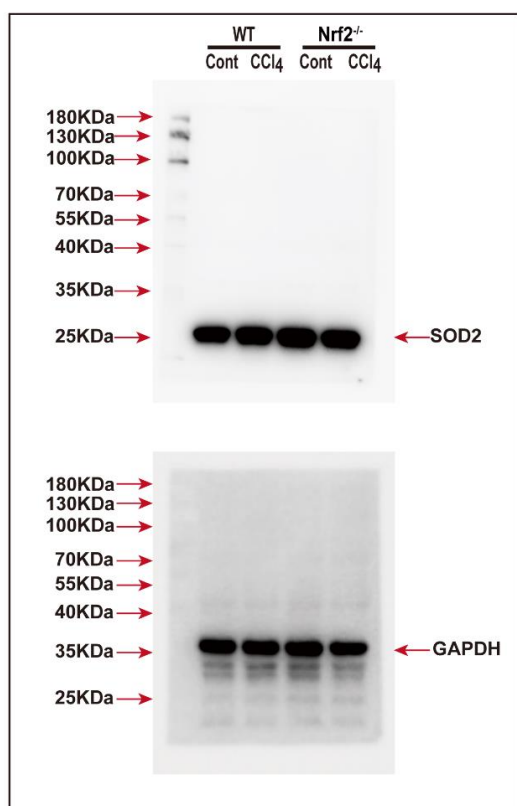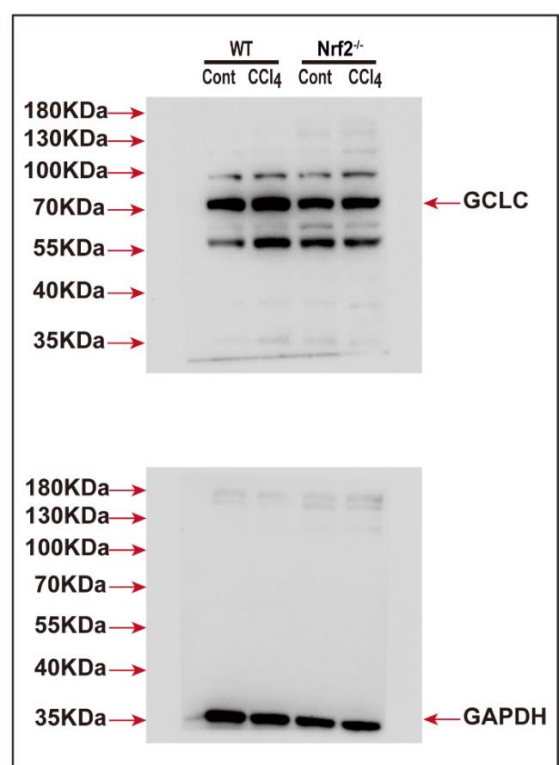

m) Uncropped gel images of Figure S5h

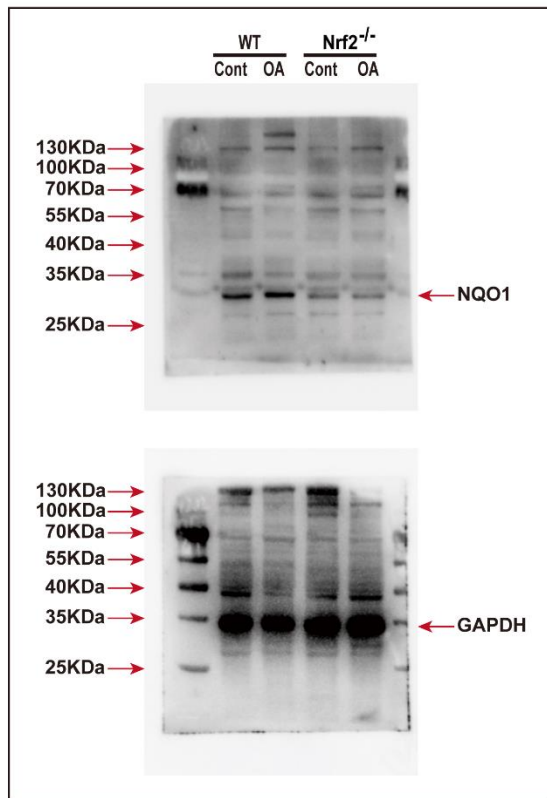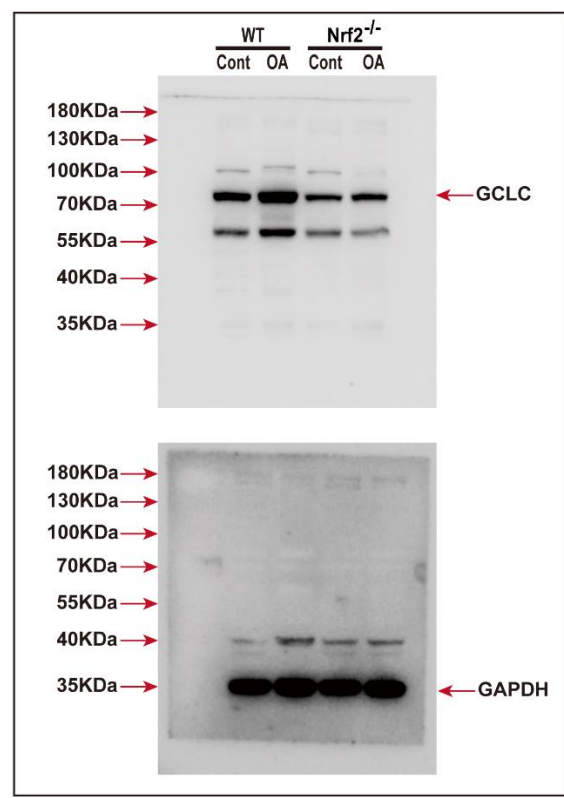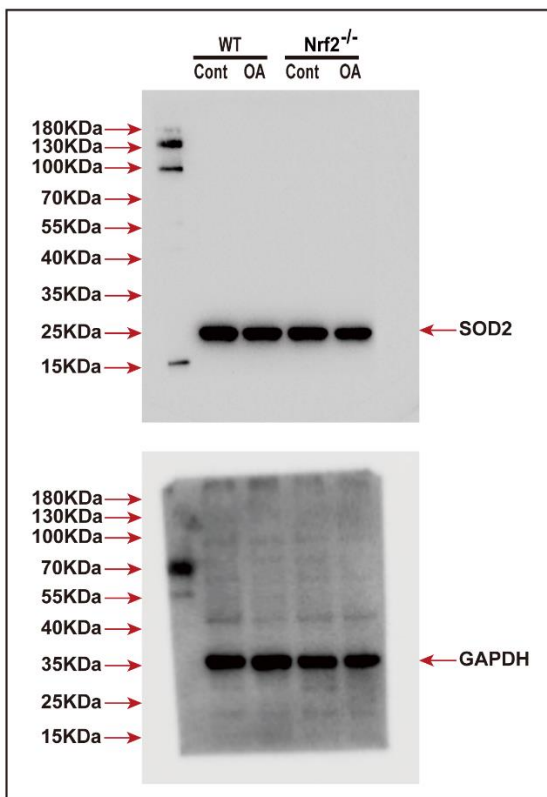

n) Uncropped gel images of Figure S6b

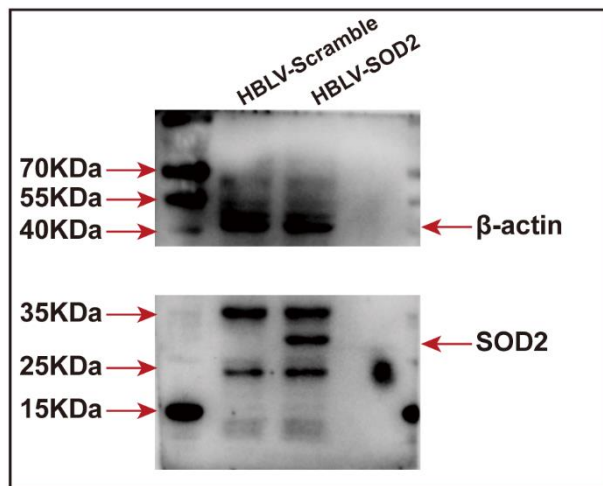

o) Uncropped gel images of Figure S8

Supplementary Table 1. Biochemical measurements in serum of normal individuals (n=27) and patients (n=61).

Indicators	Normal	Patient
ALT	17.56 ± 3.08	61.61 ± 9.88 ^a
AST	22.41 ± 1.55	61.90 ± 5.91 ^a
ALP	68.70 ± 4.72	202 ± 34.07 ^a
GGT	19.48 ± 2.26	201.15 ± 27.12 ^a
CHE	7.42 ± 0.43	4.09 ± 0.26 ^a
TBIL	12.55 ± 1.10	66.54 ± 11.00 ^a
DBIL	3.59 ± 0.74	28.97 ± 5.40 ^a
IBIL	8.96 ± 0.88	37.04 ± 6.08 ^a
TBA	3.53 ± 0.54	66.30 ± 11.67 ^a
TP	69.50 ± 1.16	60.84 ± 1.06 ^a
ALB	45.16 ± 1.57	33.93 ± 0.66 ^a
GLB	25.22 ± 0.60	26.55 ± 1.03
A/G	1.76 ± 0.07	1.77 ± 0.42 ^a
PA	235.89 ± 13.06	110.61 ± 8.36 ^a

Note: Serum samples were obtained from 27 normal individuals and 61 CLI patients. The data are shown as the mean ± SEM. ^a*p* < 0.01, significant difference between the normal group and the patient group. A/G, albumin/globulin; ALB, albumin; ALP, alkaline phosphatase; ALT, alanine aminotransferase; AST, aspartate aminotransferase; CHE, cholinesterase; DBIL, direct bilirubin; IBIL, indirect bilirubin; GGT, gamma glutamyl trans; GLB, globulin; PA, preprotein; TBA, total bile acid; TBIL, total bilirubin; TP, total protein.

Supplementary Table 2. Sequences of Real-time qPCR primers.

**Genes**	**Forward primers (5'-3')**	**Reverse primers (5'-3')**
<i>Gapdh</i><br>(human)	ATGACCCCTTCATTGACC	GAAGATGGTGATGGGATTTC
<i>Ho-1</i><br>(human)	CCAGGCAGAGAATGCTGAGTTC	AAGACTGGGCTCTCCTTGTTGC
<i>Nrf2</i><br>(human)	CACATCCAGTCAGAAACCAGTGG	GGAATGTCTGCGCCAAAAGCTG
<i>Bsep</i><br>(mouse)	ACAGCACTACAGCTCATTGAGAG	TCCATGCTCAAAGCCAATGATCA
<i>Gapdh</i><br>(mouse)	TGTGTCCGTCGTGGATCTGA	CCTGCTTCACCACCTTCTTGA
<i>Gclc</i><br>(mouse)	AACACAGACCCAACCCAGAG	CCGCATCTTCTGGAAATGTT
<i>Ho-1</i><br>(mouse)	CACAGATGGCGTCACTTCGTC	GTGAGGACCCACTGGAGGAG
<i>Mrp2</i><br>(mouse)	GCACTGTAGGCTCTGGGAAG	CATTTCOAAGTCTGGGAGGA
<i>Nqo1</i><br>(mouse)	CAGATCCTGGAAGGATGGAA	TCTGGTTGTCAGCTGGAATG
<i>Sod2</i><br>(mouse)	GCCCCCTGAGTTGTTGAATA	AGACAGGCAAGGCTCTACCA

Supplementary Table 3. Information of antibodies for Western blotting.

**Antibodies**	**Source**	**Catalog number**	**Antibody concentration**
BSEP	Invitrogen	PA5-78690	1:1000
GAPDH	Proteintech	60004-1-Ig	1:5000
GCLC	Proteintech	12601-1-AP	1:2000
HO-1	Proteintech	10701-1-AP	1:2000
MRP2	NOVUS	NBP1-69023	1:1000
MRP3	Cell Signaling Technology	39909	1:1000
MRP4	Cell Signaling Technology	12857	1:1000
NQO1	Proteintech	11451-1-AP	1:2000
NRF2	Proteintech	16396-1-AP	1:1000
SOD2	Proteintech	24127-1-AP	1:5000
Tubulin	Proteintech	11224-1-AP	1:5000
β-actin	Proteintech	20536-1-AP	1:5000

# Supplementary material for: Activation of Nrf2/HO-1 signaling pathway exacerbates cholestatic liver injury
**Source:** Commun Biol. 2024 May 23;7:621. doi: 10.1038/s42003-024-06243-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: The numerical source data underlying graphs.

File name: Supplementary Data 2

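The expression sheet of Supplementary Data 2 lists, for each gene, the counts and FPKM of the 9 livers described under Fig. 6. The 99 genes of it used here were all found in the authors' processed table. Of their 1782 values, 1782 were equal at a relative tolerance of 1e-05, since the sheet prints FPKM to 6 significant digits, and the 891 counts among them were equal exactly. The tolerance was set after a first comparison. The GO sheet gives, for each term, the number of genes in the annotation and the number among the genes changed between OA and Cont livers. It is used here in part, with 446 terms read and 6286 left out, so that no test was run over its terms. For the term aerobic respiration, the changed genes in the present edgeR fit were Mdh2, Sirt3, mt-Nd3 and mt-Nd4l. In OA against Cont livers, mt-Nd3 had a log2 fold change of −3.18 ± 0.78 (SE, n = 3 mice per group, adjusted p = 0.0343 from edgeR) and mt-Nd4l of −3.77 ± 0.94 (SE, adjusted p = 0.0373). Without Cont 2, OA 2, OA 3 or any 1 ZnPP+OA liver, neither of these genes passed (adjusted p 0.0543 to 0.182). Without Cont 2 their log2 fold changes were −1.64 and −2.09. Mdh2 passed without OA 1 but not without any other library, and Sirt3 did not pass without OA 2 or OA 3 (adjusted p 0.0683 to 0.232).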

Description: The processed sequencing data underlying Figure 7.

File name: Supplementary Data 3

Description: The source data behind human samples (include the source data for Figure 7, Supplementary Table 1 and patient information).

# Supplementary material for: Activation of Nrf2/HO-1 signaling pathway exacerbates cholestatic liver injury
**Source:** Commun Biol. 2024 May 23;7:621. doi: 10.1038/s42003-024-06243-0

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).
Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.
For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☒	☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	All liver tissue and blood samples
Data analysis	SPSS (version 23.0, SPSS Inc., USA) and GraphPad prism (version 631 8.0, GraphPad Inc., USA)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Yes, the manuscript includes data availability statement.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	Male and female
Reporting on race, ethnicity, or other socially relevant groupings	Asian
Population characteristics	Cholestatic liver injury
Recruitment	The human participants recruited for this study were from the Affiliated Hospital of Zunyi Medical University.
Ethics oversight	The study adhered to the Declarations of Helsinki and Istanbul. The study protocol for cholestatic liver injury was approved by the Ethical Review Committee of Affiliated Hospital of Zunyi Medical University (No. KLL-2023-029).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Animal samples: n=5-10 per group. Cell samples: n=3-4 per group. Human samples: 27 normal and 61 patients.
Data exclusions	
Replication	
Randomization	Completely random design
Blinding	

Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description	
Research sample	
Sampling strategy	
Data collection	
Timing	
Data exclusions	
Non-participation	
Randomization	

Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description	____
Research sample	____
Sampling strategy	____
Data collection	____
Timing and spatial scale	____
Data exclusions	____
Reproducibility	____
Randomization	____
Blinding	____

Did the study involve field work? ☐ Yes ☐ No

Field work, collection and transport

Field conditions	____
Location	____
Access & import/export	____
Disturbance	____

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☐	☒ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	BSEP; GAPDH; GCLC; HO-1; MRP2; MRP3; MRP4; NQO1; NRF2; SOD2; Tubulin; β -actin, etc
Validation	Antibody signal consistent with literature data

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	Procell Life (CL-0602, Wuhan, China)
Authentication	STR
Mycoplasma contamination	None
Commonly misidentified lines<br>(See ICLAC register)	No

Palaeontology and Archaeology

Specimen provenance	
Specimen deposition	
Dating methods	
☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.	
Ethics oversight	

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	C57BL/6J (wild-type, WT) mice and Nrf2 ^{-/-} mice
Wild animals	C57BL/6J (wild-type, WT) mice
Reporting on sex	Male
Field-collected samples	Blood and liver tissue
Ethics oversight	All animal experimental protocols were operated according to the Guide for the Care and Use of Laboratory Animals published by the United States National Institutes of Health (NIH Publication No. 85-23, revised 1996) and were approved by the Experimental Animal Ethics Committee of the Zunyi Medical University (No. ZMU 21-2203-524).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration	The study protocol for cholestatic liver injury was approved by the Ethical Review Committee of Affiliated Hospital of Zunyi Medical University (No. KLL-2023-029).
Study protocol	
Data collection	The patient's blood biochemical indicators are from the database of Zunyi Medical University Affiliated Hospital, and the oxidative stress level data is detected and exported through real-time qPCR equipment (CFX Connect, Bio Rad, CA, USA).
Outcomes	Compared with normal individuals, serum ALT, AST, ALP, gamma glutamyltrans (GGT) and bilirubin were significantly increased in patients with cholestasis.

Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No	Yes
☐	☐ Public health
☐	☐ National security
☐	☐ Crops and/or livestock
☐	☐ Ecosystems
☐	☐ Any other significant area

Experiments of concern

Does the work involve any of these experiments of concern:

No	Yes
☐	☐ Demonstrate how to render a vaccine ineffective
☐	☐ Confer resistance to therapeutically useful antibiotics or antiviral agents
☐	☐ Enhance the virulence of a pathogen or render a nonpathogen virulent
☐	☐ Increase transmissibility of a pathogen
☐	☐ Alter the host range of a pathogen
☐	☐ Enable evasion of diagnostic/detection modalities
☐	☐ Enable the weaponization of a biological agent or toxin
☐	☐ Any other potentially harmful combination of experiments and agents

Plants

Seed stocks	____
Novel plant genotypes	____
Authentication	____

ChIP-seq

Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links<br><i>May remain private before publication.</i>	____
Files in database submission	____
Genome browser session<br>(e.g. UCSC)	____

Methodology

Replicates	____
Sequencing depth	____
Antibodies	____
Peak calling parameters	____
Data quality	____
Software	____

Flow Cytometry

Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Instrument

Software

Cell population abundance

Gating strategy

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

Magnetic resonance imaging

Experimental design

Design type

Design specifications

Behavioral performance measures

Imaging type(s)

Field strength

Sequence & imaging parameters

Area of acquisition

Diffusion MRI

☐ Used

☐ Not used

Preprocessing

Preprocessing software

Normalization

Normalization template

Noise and artifact removal

Volume censoring

Statistical modeling & inference

Model type and settings

Effect(s) tested

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

(See [Eklund et al. 2016](#))

Correction

Models & analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity☐ ☐ Graph analysis☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Graph analysis

Multivariate modeling and predictive analysis

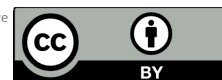

**Supplement:** Supplementary file 7 — reporting summary

How the deposited data were processed for this re-analysis (not part of the article)

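Liver RNA was sequenced from 9 mice, 3 each given corn oil (Cont), OA, or ZnPP before OA (ZnPP+OA). Per the sample labels, RNA with a poly(A) tail was selected with oligo(dT), and stranded libraries were read in pairs. The authors' table gives raw counts per gene and FPKM, which scale each gene by its length and by the library's depth. The submitters' processing notes name cutadapt 1.9, HISAT2 2.2.1, StringTie 2.1.6, DESeq2, edgeR and the build mm10, without saying which tool made the counts or the FPKM. Reads were not mapped again. The counts were used for the main tests, and the FPKM for alternatives. The start and end of 772 of 34019 genes in the table (2.27%) equal those of GENCODE M21, so no result rests on nuclear gene positions except the choice of the copies of mitochondrial DNA on chromosome 1. The table marks GO entries of 2484 genes as removed (2464 of 18403 protein-coding genes) and KEGG entries of 16, and these genes were left out of the term tests.
Genes were kept with filterByExpr of edgeR (min.count 10, min.total.count 15), which left 18895 genes. Counts were scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood F tests, 1 fit of the 3 groups) in R 4.3.3, with p adjusted by Benjamini and Hochberg and a threshold of 0.05. Sample structure used log2 CPM with a prior count of 2, Euclidean distances and average linkage, and exact permutation tests over all partitions of the libraries. CPM are counts scaled to the TMM library size. Fixed gene lists (47) were tested with camera of limma 3.58.1 with a correlation between genes of 0.01, adjusted over the lists. Members of each list were also adjusted over the list alone. Calls of single members of the lymphocyte marker list are not reported here. KEGG pathways and GO terms of 10 to 500 tested genes, and GO mitochondrion, were tested with one-sided Fisher's exact tests among the tested genes with a term (6204 for KEGG, 13067 for GO), and adjusted over the terms. The lists were mitochondrially encoded protein, rRNA and tRNA genes; nuclear oxidative phosphorylation genes, complex I, complex II to IV, ATP synthase and vacuolar ATPase subunits; mitochondrial and cytosolic ribosomal proteins. Further lists covered the tricarboxylic acid cycle, fatty acid oxidation, mitochondrial transcription, antioxidant enzymes, Nrf2 targets, heme synthesis, heme degradation and bilirubin handling, iron, bile acid synthesis, export, uptake, nuclear receptors, P450 and major urinary proteins. Lists of cell types and states covered hepatocyte secreted, pericentral and periportal genes, acute phase proteins, chemokines, interferon response, neutrophils, Kupffer cells, monocytes, lymphocytes, cholangiocytes, stellate cells, endothelium, erythrocytes and adjacent tissues. The others were cell cycle, p53, endoplasmic reticulum stress, heat shock, ferroptosis, cholesterol synthesis, circadian clock and cytoskeleton.
Libraries held 32639438 to 85060187 counts. Of the counts outside mitochondrial genes and their nuclear copies, the fewest were 4946748 (Cont 2). Replicates differed by far more than counting noise, with a chi-square per degree of freedom of 116.8 to 1433 over genes with at least 40 counts in a pair. The fit was tested on simulated data with its own dispersions, not those of each group.
Genes were named by a rule set before the processed table arrived. For OA against Cont and ZnPP+OA against OA it took the 10 largest rises and the 10 largest falls among protein-coding genes past the threshold, with a mean of at least 5 CPM in a compared group and no overlap between the groups' libraries. With 3 against 3, 10% of genes would show no overlap by chance. It also took every mouse gene the paper names, and up to 4 members of each list with the smallest p. The groups, tests, lists and alternatives were also set before the processed table arrived. By then the first rows of the expression sheet and the top GO terms of Supplementary Data 2 had been seen, as had the pictures of Fig. 6. Alternatives were DESeq2 size factors (RLE), library totals alone, mitochondrial genes left out, no filter, at least 10 counts in every library, DESeq2 1.42.0, and limma on log2(FPKM + 1), on log2(FPKM + 0.1) and without a filter (otherwise FPKM of at least 1 in 3 libraries). They also were fits of only the 6 compared libraries, a block for the replicate number, each library left out, log2 fold changes of at least 1, and unadjusted p with that limit. For structure they were log2(FPKM + 1), raw FPKM, scaled genes, the 500 most variable genes, mitochondrial genes left out and library totals alone. Lists were also tested with fry and with camera with an estimated correlation, and terms against every gene with a term. Alternatives chosen after seeing the data were mitochondrial genes and their copies left out, Cont 1 and Cont 2 left out together, and counts thinned to one depth. List medians are compared across settings after taking off the median of all genes, a choice also made after seeing the data.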

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

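The tests of blood and of hepatocyte share were chosen after the result was seen. Markers of Kupffer cells and macrophages were higher in OA than in Cont livers for 9 of 12 genes (11 when adjusted over the list alone), with a median log2 fold change of 1.81. Markers of monocytes and infiltrating macrophages were higher for 6 of 11 genes (9 when adjusted over the list alone), with a median of 2.12. Both lists hold genes that the paper does not discuss, and none of their members was lower. C1qa rose from 20.8 ± 11.3 CPM in Cont to 159 ± 37.7 CPM in OA livers (mean ± SD, n = 3 mice per group) and was at 30.7 ± 8.28 CPM in ZnPP+OA livers. By camera, adjusted p was 2.06e-07 for macrophage and 1.38e-05 for monocyte markers, and adjusted p = 0.22 with an estimated correlation for both. With ZnPP, 5 of 12 and 5 of 11 fell (10 and 8 when adjusted over the list alone), with medians of −1.32 and −1.86 (camera, adjusted p = 6.94e-06 and 6.30e-05). With an estimated correlation, both had adjusted p = 0.24. Macrophage markers higher in OA numbered 5 without OA 2 or OA 3, and monocyte markers 3 without OA 2. Macrophage markers lower with ZnPP numbered 8 without Cont 1, 1 without OA 2, OA 3 or ZnPP+OA 2, and 3 without ZnPP+OA 1 or ZnPP+OA 3. Monocyte markers lower with ZnPP numbered 0 without OA 2 or ZnPP+OA 2, 1 without OA 3 or ZnPP+OA 3, and 3 without ZnPP+OA 1.
A lower share of hepatocytes in the OA samples could raise the markers of all other cells alike. The macrophage and monocyte median was 1.99 above that of endothelial, stellate, cholangiocyte and lymphocyte markers (95% interval 1.39 to 2.68, and 1.76 to 2.21 without each library in turn), which argues against this as the whole cause. List by list these medians were 0.07, 0.58, 0.53 and −2.36, so the fall of lymphocyte markers widens the gap. More blood left in the OA samples could carry monocytes with it. The erythrocyte genes had a median of −1.14 (95% interval −2.23 to −0.40), which argues against it, since more blood needs these genes to rise. The median stayed below 0 without each library in turn, at −0.29 (−1.71 to −0.18) without Cont 2 and −1.45 (−2.55 to 2.198) without Cont 3. The list lost its camera call without Cont 2 (adjusted p = 0.0750). With library totals alone the erythrocyte median was 0.82, above 0 but below the 1.48 of all genes. The intervals resample genes, not livers. More macrophages, or more of these transcripts per macrophage, stay open, since RNA of whole liver cannot tell them apart.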

How the results depend on the processing

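Numbers of genes and list medians depend on how libraries are scaled, and calls change when single libraries are left out. Of the settings tried for the answers to the comparisons, 275 stayed the same, while 69 moved in size, 11 changed sign, 15 lost a call and 5 gained one. Numbers of genes and terms counted as the same within 1.5 times the main number, and distance differences within their SD over ZnPP+OA livers. Other answers counted as the same when they kept the direction and the side of the threshold. For single genes and lists 5472 kept both. Of the rest, 758 lost a call, 250 gained one and 163 changed sign. Except where fewer libraries or genes were tested, the cause was not tested. List values here are medians less the median of all genes. Values of single genes are log2 fold changes as fitted, so their sign can change with the shift of all genes alone. Depth outside mitochondrial genes limits the Cont 2 library most, with 4946748 counts.
Library totals alone gave 3038 genes for OA against Cont, 6435 for ZnPP+OA against OA and 6 for ZnPP+OA against Cont, with 2432 offset genes. The distance difference of ZnPP+OA became −65.6. KEGG terms were 17 higher and 11 lower, and GO terms 26 and 30. Abcb11 was 0.28 in OA against Cont and −0.20 in ZnPP+OA against OA, and Abcc2 was −1.71 and Uros −0.06 in the latter. In OA against Cont, Alad was 0.38, Gpx1 1.41, Ndufb5 0.84, Sdha 1.03 and the endothelial list 0.30. Lists in ZnPP+OA against Cont were 0.63 (mitochondrially encoded protein), 0.24 (mitochondrial tRNA), −0.22 (nuclear oxidative phosphorylation), 0.041 (vacuolar ATPase), −0.019 (mitochondrial ribosomal) and −0.13 (periportal).
On the log2(FPKM + 1) scale, limma gave 7535, 8285 and 2 genes in the same order, with 7008 offset genes and a distance difference of −71.1. KEGG terms among higher genes were 22, and GO terms among lower genes 35. In OA against Cont, lists were 0.59 (nuclear oxidative phosphorylation), 0.35 (complex I), 0.20 (tricarboxylic acid cycle), 0.45 (fatty acid oxidation), 0.10 (mitochondrial transcription), 0.25 (endothelial) and 0.43 (heat shock). For ZnPP+OA against OA they were −0.34 (heme degradation), 0.081 (export), −0.18 (acute phase), 0.085 (cholangiocyte) and −0.81 (adjacent tissues). For ZnPP+OA against Cont they were 0.39 (mitochondrially encoded protein), −0.75 (mitochondrial rRNA), 0.14 (mitochondrial tRNA), −0.048 (mitochondrial ribosomal), −0.023 (antioxidant), 0.05 (ferroptosis) and −0.02 (cholesterol). Abcb11 was 0.41 and −0.18, Abcc2 −1.59, Uros −0.041, Alad 0.58, Gpx1 1.55, Ndufb5 0.85 and Sdha 1.17, with the same values for limma on log2(FPKM + 1) with no filter. That setting gave 6444 and 7674 genes.
With log2(FPKM + 0.1), limma gave 6550, 6978 and 5 genes. Abcb11 was 0.46 and −0.19, Abcc2 −1.73, Alad 0.60, Gpx1 1.57, Ndufb5 1.10, Sdha 1.30 and Uros −0.056. For structure, raw FPKM gave a distance difference of −74550 and the 500 most variable genes 3.36.
DESeq2 gave 2442, 1636 and 140 genes and 1122 offset genes, with Abcc3 at 0.10 (ZnPP+OA against OA) and Atp5a1 at −0.15 (OA against Cont), as with RLE. No filter gave 2121, 1470 and 135 genes and 1047 offset genes, with Gpx1 at 0.14. In OA against Cont, lists with no filter were 0.32 (nuclear oxidative phosphorylation), 0.05 (complex I), 0.026 (fatty acid oxidation), 0.07 (endothelial) and 0.038 (heat shock). In ZnPP+OA against OA they were −0.002 (heme degradation) and −1.29 (adjacent tissues). At least 10 counts in every library gave 866 genes for ZnPP+OA against OA and 647 offset genes, with Abcc3 at 0.093 and Atp5a1 at −0.105. Lists there were 0.20 (export), 0.16 (cholangiocyte), −0.71 (adjacent tissues) and, in ZnPP+OA against Cont, 0.054 (ferroptosis). Unadjusted p with a log2 fold change of at least 1 gave 3413, 2671 and 1234 genes. The 6 libraries alone gave 523 and 1490 genes, with Abcc3 at 0.033 and Atp5a1 at −0.046. Mitochondrial genes left out gave Abcc3 0.016 and Atp5a1 −0.002.
A block for the replicate number gave 578 and 287 genes, 231 offset genes and 0 GO terms among higher genes, though the numbers do not mark a pairing. Residuals of libraries with the same number had correlations of −0.101 to 0.014, and 1 of 9 was highest with its own number. Under the block, Gpx1 was 0.017, and lists were 0.023 (tricarboxylic acid cycle) and −0.107 (adjacent tissues) in ZnPP+OA against OA. In ZnPP+OA against Cont they were 0.21 (mitochondrially encoded protein), −0.21 (nuclear oxidative phosphorylation), −0.034 (mitochondrial ribosomal), 0.002 (tricarboxylic acid cycle) and −0.009 (antioxidant).
Camera with an estimated correlation kept 0 of 63 list calls. Values were −3.36 and 3.18 (mitochondrially encoded protein), −5.25 and 3.66 (mitochondrial rRNA), −4.30 and 3.58 (mitochondrial tRNA), and −0.43 for nuclear oxidative phosphorylation in ZnPP+OA against OA. For ZnPP+OA against Cont that list was −0.18 with it and with fry.
Alternatives chosen after seeing the data were 3. Without the 2 control libraries that stand apart, 262, 1468 and 1 genes passed, with the 1 control left assumed to vary like the other groups, and Abcc2 was −0.39, Abcc3 −0.65, Gpx1 0.22 and Sdha 0.23. With mitochondrial genes and copies left out, Abcc3 was 0.012. With counts thinned to one depth, Abcc3 was 0.13 and Atp5a1 −0.16.
With 1 library left out in turn, genes ranged from 242 to 1372 (OA against Cont), 45 to 1030 (ZnPP+OA against OA) and 0 to 4 (ZnPP+OA against Cont), offset genes from 42 to 493, and the distance difference from 13.4 to 63.8. KEGG terms among higher genes ranged from 1 to 16, and GO terms from 0 to 10 (higher) and 40 to 70 (lower). In OA against Cont, lists ranged from 0.16 to 0.39 (nuclear oxidative phosphorylation), −0.16 to 0.018 (complex I), −0.062 to 0.26 (ATP synthase) and −0.17 to 0.061 (tricarboxylic acid cycle). Others were −0.37 to 0.18 (fatty acid oxidation), −0.17 to 0.09 (mitochondrial transcription), −0.04 to 0.63 (heme degradation), −0.37 to 0.35 (endothelial) and −0.23 to 0.12 (heat shock). Lists in ZnPP+OA against OA were −0.24 to 0.02 (tricarboxylic acid cycle), −0.32 to 0.026 (erythrocyte), −0.73 to 1.18 (adjacent tissues) and −0.56 to 0.12 (cholesterol). Those in ZnPP+OA against Cont were −0.62 to 1.35 (mitochondrially encoded protein), −2.08 to 0.06 (mitochondrial rRNA), −1.22 to 1.40 (mitochondrial tRNA), −0.24 to −0.11 (nuclear oxidative phosphorylation) and −0.024 to 0.19 (vacuolar ATPase). Further ranges were −0.075 to 0.17 (mitochondrial ribosomal), −0.21 to 0.051 (cytosolic ribosomal), −0.14 to 0.15 (tricarboxylic acid cycle), −0.11 to 0.23 (antioxidant), −0.48 to 0.032 (heme synthesis) and −0.10 to 0.18 (iron). Bile acid synthesis ranged from −0.34 to 0.11, nuclear receptors from −0.32 to 0.21, periportal genes from −0.17 to 0.35, chemokines from −0.081 to 0.91 and interferon genes from −0.028 to 0.94. Stellate genes ranged from −0.37 to 0.01, adjacent tissues from −0.48 to 0.30, endoplasmic reticulum stress from −0.06 to 0.24, ferroptosis from −0.43 to 0.14, cholesterol from −0.16 to 0.32 and the clock from −0.39 to 0.33. Abcc2 ranged from −0.17 to 0.42 and Abcc3 from −0.20 to 0.15 (ZnPP+OA against OA), Atp5a1 from −0.12 to 0.34, Gpx1 from −0.28 to 0.38 and Sdha from −0.66 to 0.15 (OA against Cont).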

Differences from the paper's values

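The paper takes p under 0.05 as its general limit and refers to the supplement for the RNA-seq analysis. A threshold for changed genes is not given in the sources used here, so the counts below are set beside a threshold of adjusted p under 0.05. GO annotation was used only for genes whose entry was not removed. In Supplementary Data 2, the paper's changed genes with a GO term between OA and Cont number 1435, against 695 here. Of the alternatives set before the processed table arrived, no filter (1419), at least 10 counts in every library (1004), DESeq2 (1633) and leaving out Cont 3 (990) come within 1.5 times, and the others do not. For GO mitochondrion the paper's changed genes number 141, against 86 here. RLE (94), no filter (173), at least 10 counts in every library (129), DESeq2 (189) and leaving out Cont 3 (120) come within 1.5 times, and the others do not. The paper's higher genes of this term number 80, against 27 here, and come within 1.5 times without a filter (85), with DESeq2 (59) and with unadjusted p (107), and not otherwise. Its lower genes number 61, against 59 here. Among the settings more than 1.5 times away are library totals alone (8), limma on the log2(FPKM + 1) scale (28), the replicate block (29) and DESeq2 (130). Lower genes number 39 without ZnPP+OA 1 and 12 without OA 2 or OA 3. For aerobic respiration the paper's changed genes number 14, against 4 here, and its lower genes 13, against 3 here. Changed genes come within 1.5 times without a filter (11), with DESeq2 (10), with limma on FPKM without a filter (12) and with unadjusted p (11), and not otherwise. Lower genes do so without a filter (10), with DESeq2 (9) and with unadjusted p (10), and not otherwise.
The paper places the ZnPP+OA livers in one cluster with Cont (Fig. 6a). Here 0 of 3 ZnPP+OA livers were nearer to Cont by mean distance, a measure that the spread within Cont (294) adds to. Between group means, on the same values, ZnPP+OA lay 162 from Cont and 179 from OA, and 46.3 and 141 with the spread within groups taken off, which is the paper's order. The paper's 2 clusters were reached on the log2(FPKM + 1) scale and with library totals alone. The paper names oxidative phosphorylation among the leading pathways (Fig. 6b, c), from gene set enrichment. Here its rank among genes lower in OA was 148 of 323 by Fisher's exact test on called genes, another method. It was 6 on the log2(FPKM + 1) scale with limma. For GO mitochondrion among lower genes the adjusted p of 0.0886 (Fisher's exact test) became 4.11e-05 against every gene with a term, and 0.00271 without Cont 1. The paper's limit on the false discovery rate of GO sets is looser than 0.05, and 0.0886 lies within it. The paper describes the genes of Fig. 6d, e as lower in OA and raised by ZnPP. Of these, mt-Rnr1 and mt-Rnr2 were lower in OA here, and mt-Nd2 was lower without passing. Sdha, Ndufb5, Uqcrc1, Cox4i1, Atp5a1 and Atp6v0b did not pass in either comparison. With library totals alone, Cox4i1 (2.31) and Atp6v0b (2.21) were higher in OA. On the log2(FPKM + 1) scale with limma these 2 and Uqcrc1 (1.78) were. In both settings all 6 were lower with ZnPP, as were 6317 of 18895 and 8163 of 10696 genes in all. The paper describes HO-1 as induced by OA, from protein, mRNA and staining of liver with more mice per group, and from cultured cells. Hmox1 was higher with OA here without passing (edgeR, adjusted p = 0.0693). It passed with library totals alone (0.0229), with no filter (0.0135) and without Cont 1 (0.0247). It also passed with limma on the log2(FPKM + 1) scale (0.00156), where 7350 of 10696 genes passed as higher. The paper reports lower BSEP, MRP2, MRP3 and MRP4 protein with OA, and also lower Bsep and Mrp2 mRNA in wild-type mice, with more mice per group. By RNA here, Abcb11 (BSEP) was lower, and Abcc2 (MRP2), Abcc3 (MRP3) and Abcc4 (MRP4) were not.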

Other observations

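Tests of poly(A) tails, nuclear copies, library totals and random lists were chosen after the result was seen, and those of other splits before. Genes of both liver zones fell with OA and rose with ZnPP. Of 12 pericentral genes, 7 fell with OA (9 when adjusted over the list alone) and 7 rose with ZnPP (9 when adjusted over the list alone), with medians of −2.38 and 2.05. Cyp2e1 went from 1229 ± 931 CPM in Cont to 57.7 ± 25.8 in OA and 554 ± 259 in ZnPP+OA livers (mean ± SD, n = 3 mice per group). Glul fell by 2.51 on the log2 scale with OA. Of 12 periportal genes, 4 fell with OA (5 when adjusted over the list alone) and 5 rose with ZnPP (6 when adjusted over the list alone), with medians of −1.16 and 1.14. Asl, of the urea cycle, went from 502 ± 112 CPM to 97.8 ± 23.2 and 673 ± 228 CPM, and Hal from 76.0 ± 31.8 to 11.6 ± 2.65 and 79.8 ± 32.0 CPM. With library totals alone the periportal medians were 0.04 and −0.72, on the same sides of the medians of all genes. By camera, adjusted p was 2.45e-08 and 4.49e-09 for pericentral and 0.000290 and 6.94e-06 for periportal genes, and with an estimated correlation 0.22, 0.24, 0.29 and 0.24. Of 20 hepatocyte secreted and metabolic genes, 5 fell with OA, among them Hpd and Fah, and 2 rose with ZnPP (8 and 3 when adjusted over the list alone). Their medians were −1.003 and 0.58 (camera, adjusted p = 6.25e-07 and 0.000751), with an estimated correlation 0.26 and 0.37, and 0.32 and −1.22 with library totals alone. Of 12 hepatic nuclear receptors, Nr1i3 fell with OA (1 when adjusted over the list alone) and 0 passed with ZnPP in edgeR (3 rose when adjusted over the list alone). Their medians were −0.72 and 0.36 (camera, adjusted p = 0.0250 and 0.0227), with an estimated correlation 0.47 and 0.46, and 0.39 and −1.48 with library totals alone.
Hepatocyte keratin genes rose with OA. Krt8 went from 84.1 ± 14.5 CPM in Cont to 642 ± 164 in OA and 155 ± 75.2 in ZnPP+OA livers (mean ± SD, n = 3 mice per group), and Krt18 from 261 ± 4.36 to 866 ± 34.8 CPM with OA. Of 13 cytoskeleton genes, 5 rose with OA (9 rose and 1 fell when adjusted over the list alone) and Krt8 and Tubb2a fell with ZnPP (8 when adjusted over the list alone). Their medians were 1.31 and −1.04 (camera, adjusted p = 0.000215 and 0.000751, and 0.29 and 0.35 with an estimated correlation). Acute phase genes did not move together. Of 18, 6 rose with OA, among them Lcn2 and Steap4 (8 rose and 2 fell when adjusted over the list alone), and with ZnPP Lcn2 and Steap4 fell while Saa1 and Saa2 rose (3 rose and 4 fell when adjusted over the list alone). Saa1 rose from 71.1 ± 37.7 CPM in OA to 536 ± 183 CPM in ZnPP+OA livers and Saa2 from 44.1 ± 28.6 to 550 ± 174 CPM. The list medians were 0.79 and 0.10 (camera, adjusted p = 0.0876 and 0.790). Of 18 chemokine and cytokine genes, Ccl2, Cxcl1, Il1rn and Vcam1 rose with OA (8 when adjusted over the list alone) and Cxcl1 and Vcam1 fell with ZnPP (7 when adjusted over the list alone). Their medians were 2.42 and −1.35 (camera, adjusted p = 0.00124 and 0.000545, and 0.27 and 0.26 with an estimated correlation). Of 15 p53 and cell death genes, Btg2, Cdkn1a, Gdf15 and Trp53inp1 rose with OA (6 when adjusted over the list alone) and Trp53inp1 fell with ZnPP (5 when adjusted over the list alone). Their medians were 1.06 and −0.87 (camera, adjusted p = 0.00154 and 0.00487, and 0.22 and 0.24 with an estimated correlation). Of 24 cell cycle genes, Cdc20 rose with OA (11 when adjusted over the list alone) and Mcm6 fell with ZnPP (6 when adjusted over the list alone). Their medians were 1.40 and −1.02 (camera, adjusted p = 2.88e-06 and 2.42e-05, and 0.22 and 0.24 with an estimated correlation). Of 13 clock genes, Dbp and Nr1d1 fell with OA and rose with ZnPP (3 and 3 when adjusted over the list alone). Their medians were −0.56 and 0.27 (camera, adjusted p = 0.0286 and 0.0462, and 0.30 and 0.36 with an estimated correlation), and 0.64 and −1.47 with library totals alone. Of 81 cytosolic ribosomal protein genes, 6 rose with OA (11 when adjusted over the list alone) and 4 fell with ZnPP (44 when adjusted over the list alone). Their medians were 0.72 and −0.83 (camera, adjusted p = 3.10e-08 and 1.00e-14, and 0.39 and 0.29 with an estimated correlation). Genes singled out of these lists beyond the naming rule were chosen after their values were seen.
Neutrophil markers had Retnlg higher with OA, of 10 (4 when adjusted over the list alone), and 0 changed with ZnPP in edgeR, also when adjusted over the list alone. Their medians were 2.47 and −1.23 (camera, adjusted p = 0.00296 and 0.0227, and 0.23 and 0.29 with an estimated correlation). Interferon response genes had Oasl1 and Rsad2 higher with OA, of 16 (3 when adjusted over the list alone), with a median of 0.77 (camera, adjusted p = 0.0118, and 0.56 with an estimated correlation), and −0.66 with ZnPP (0.0788). The lymphocyte marker list had medians of −2.36 (camera, adjusted p = 0.00878, and 0.22 with an estimated correlation) and 1.58 (0.0769). Erythrocyte genes had Alas2 lower with OA and higher with ZnPP, of 6 (5 lower with OA when adjusted over the list alone), with medians of −1.14 (camera, adjusted p = 0.00629, and 0.27 with an estimated correlation) and −0.21 (0.519), and 0.82 with OA by library totals alone. Cholangiocyte markers had Cd24a and Spp1 higher with OA and Cd24a lower with ZnPP, of 12 (3 higher with OA when adjusted over the list alone), with medians of 0.53 and −0.27. Endoplasmic reticulum stress genes had Atf3 higher with OA and lower with ZnPP, of 16 (3 and 2 when adjusted over the list alone), with medians of 0.42 and −0.34. Ferroptosis genes had Acsl4 and Gpx4 higher with OA and Gpx4 and Slc7a11 lower with ZnPP, of 12 (3 and 4 when adjusted over the list alone), with medians of 0.60 and −0.84 (camera with ZnPP, adjusted p = 0.0214, and 0.24 with an estimated correlation). In edgeR, 0 of 13 stellate, 10 endothelial, 11 heat shock, 18 cholesterol synthesis and 6 adjacent tissue genes passed in either comparison. Adjusted over the list alone, 2 stellate genes rose and 2 fell with OA, 2 fell with ZnPP, and 3 endothelial genes fell with ZnPP. Medians with OA and with ZnPP were 0.58 and −0.35 (stellate), 0.07 and −0.65 (endothelial), 0.04 and −0.28 (heat shock), 0.57 and −0.34 (cholesterol synthesis), 0.49 and 0.21 (adjacent tissue).
Many calls in these lists were lost when 1 library was left out. That also leaves fewer libraries to estimate the spread, so a lost call alone does not show that it rested on that library. Without ZnPP+OA 1, 2 or 3, which are outside the comparison, OA against Cont went from 984 genes to 679, 787 and 753. Of 34 genes singled out for OA against Cont, 28, 25 and 28 passed without Cont 1, 2 and 3, 31, 16 and 21 without OA 1, 2 and 3, and 33, 34 and 32 without ZnPP+OA 1, 2 and 3. Cdc20, Rsad2, Rps12, Acsl4, Btg2, Cdkn1a, Nr1i3 and Trp53inp1 were each lost without at least 4 libraries (adjusted p 0.0502 to 0.247 over all that were lost). Without Cont 1 and Cont 2 together, an alternative chosen after seeing the data, 14 of the 34 passed. Of 25 for ZnPP+OA against OA, 23 passed without Cont 2 or Cont 3, 21, 2 and 5 without OA 1, 2 and 3, and 16, 4 and 7 without ZnPP+OA 1, 2 and 3 (adjusted p 0.0508 to 0.210). With OA, 5 secreted genes became 1 without OA 2 or OA 3, and 3 without Cont 1, OA 1 or ZnPP+OA 3. In the same comparison 6 acute phase genes became 3 without Cont 1 or OA 3 and 2 without OA 2, and 4 p53 genes 2 without Cont 2 or Cont 3 and 1 without OA 2 or OA 3. The 6 ribosomal genes became 1 without Cont 1, Cont 2 or OA 3, 2 without OA 2 and 3 without ZnPP+OA 1. The 5 cytoskeleton genes became 3, and the 4 chemokine genes 2, without OA 2. With ZnPP, 7 pericentral genes became 2 without OA 1, 0 without OA 2 or ZnPP+OA 2, 3 without OA 3, 4 without ZnPP+OA 1 and 1 without ZnPP+OA 3, and 5 periportal genes 0 without OA 2, 2 without OA 3 or ZnPP+OA 2 and 3 without ZnPP+OA 3. The place of nuclear receptors with OA was lost without Cont 1, Cont 3, OA 2 or OA 3 (adjusted p 0.0522 to 0.272), and with ZnPP without OA 2 or ZnPP+OA 2 (0.0632 and 0.165). Circadian genes lost theirs with OA without Cont 2, Cont 3, OA 2 or OA 3 (adjusted p 0.0742 to 0.106), and with ZnPP without Cont 2, OA 2, OA 3 or ZnPP+OA 2 (0.0756 to 0.194). Without Cont 2 the interferon and erythrocyte lists lost theirs with OA (adjusted p = 0.105 and 0.0750), as the lymphocyte list did without Cont 3 (0.192). Neutrophil markers lost theirs with ZnPP without Cont 1, Cont 2, Cont 3, OA 2, ZnPP+OA 1 or ZnPP+OA 2 (adjusted p 0.0524 to 0.252), and ferroptosis genes without ZnPP+OA 2 (0.0605). Compared with Cont, acute phase genes of ZnPP+OA livers lay above other genes by camera (median 0.61, adjusted p = 0.00182), and secreted (−0.41, 0.0170) and erythrocyte genes (−1.35, 0.00945) below, with adjusted p = 0.66, 0.85 and 0.73 with an estimated correlation. edgeR called 0 of these genes (4 higher, 0, and 5 lower when adjusted over the list alone). The calls were lost without Cont 3 for acute phase genes (0.0664), Cont 1 or ZnPP+OA 1 for secreted genes (0.697 and 0.283), and Cont 2 or ZnPP+OA 1 for erythrocyte genes (0.0647 and 0.0662). Of the lists without a call there (adjusted p 0.0595 to 0.941), 9 gained one when 1 library was left out. Other lists gained a call in the other comparisons when 1 library was left out. With OA these were acute phase genes, higher without OA 1 or OA 3 (adjusted p = 0.0368 and 0.0321), and cholesterol synthesis, higher without OA 1 (0.0493). With ZnPP, interferon genes were lower without Cont 3, OA 3 or ZnPP+OA 3 (0.0401, 0.00712 and 0.00339) and cholesterol synthesis without OA 1 or ZnPP+OA 2 (0.0371 and 0.00489). Stellate genes were lower without OA 1 (0.0371), endothelial genes lower without OA 2 (0.0487) and lymphocyte markers higher without ZnPP+OA 1 (0.0429).
Scaling could make mitochondrial RNA look lower in OA livers. With library totals alone the protein genes had a median of −1.10 (95% interval −1.29 to −1.06), against −3.27 with TMM. The size of the fall thus depends on scaling, but a median still below 0 argues against scaling as the whole cause. Reads moved to nuclear copies could make this RNA look lower too. The copies had a median of −3.29 (95% interval −3.75 to −3.18, and −1.66 without Cont 2), lower themselves, which argues against it. The 95% intervals in this paragraph resample genes, not livers. More carry-over of RNA without a poly(A) tail in Cont libraries stays open. Nuclear genes of such RNA had a median of −0.056 (95% interval −2.21 to 0.80), but of −2.58 without OA 1, and the rRNA gene Rn18s-rs5 had a log2 fold change of −3.02. Mitochondrial rRNA per 100 counts of mitochondrially encoded protein genes was 6.13 and 4.13 in Cont 1 and Cont 2, above all other livers (1.09 to 2.22), which leaves library or RNA quality open too. A fall of mitochondrial RNA with OA stays open as well, and without spiked-in RNA the amount per liver cannot be told.
The FPKM scale leaves a shift of all genes, which could by itself place nuclear oxidative phosphorylation genes higher in OA. Their median there was 1.78, above the 1.30 to 1.69 (95%) of 10000 random lists of similar expression. Random lists take no account of correlation among the genes of a pathway, or of the spread between livers. They therefore cannot tell whether the shift is the whole cause. On TMM-scaled counts the list had a median of 0.34, beside 0.09 for all genes.
Of the 10 splits of the OA and Cont libraries, 1, the real one, called as many as 984 genes, and the highest other called 0. For ZnPP+OA against OA, 1 of 10 called 542 and the highest other 0, and for ZnPP+OA against Cont, 10 of 10 called at least the real 0, with 1 the highest other. With 10 splits, no share under 0.05 is possible.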
